# Comprehensive structure-function characterization of DNMT3B and DNMT3A reveals distinctive de novo DNA methylation mechanisms

**DOI:** 10.1038/s41467-020-17109-4

**Published:** 2020-07-03

**Authors:** Linfeng Gao, Max Emperle, Yiran Guo, Sara A. Grimm, Wendan Ren, Sabrina Adam, Hidetaka Uryu, Zhi-Min Zhang, Dongliang Chen, Jiekai Yin, Michael Dukatz, Hiwot Anteneh, Renata Z. Jurkowska, Jiuwei Lu, Yinsheng Wang, Pavel Bashtrykov, Paul A. Wade, Gang Greg Wang, Albert Jeltsch, Jikui Song

**Keywords:** Enzyme mechanisms, DNA methylation, X-ray crystallography

## Abstract

Mammalian DNA methylation patterns are established by two de novo DNA methyltransferases, DNMT3A and DNMT3B, which exhibit both redundant and distinctive methylation activities. However, the related molecular basis remains undetermined. Through comprehensive structural, enzymology and cellular characterization of DNMT3A and DNMT3B, we here report a multi-layered substrate-recognition mechanism underpinning their divergent genomic methylation activities. A hydrogen bond in the catalytic loop of DNMT3B causes a lower CpG specificity than DNMT3A, while the interplay of target recognition domain and homodimeric interface fine-tunes the distinct target selection between the two enzymes, with Lysine 777 of DNMT3B acting as a unique sensor of the +1 flanking base. The divergent substrate preference between DNMT3A and DNMT3B provides an explanation for site-specific epigenomic alterations seen in ICF syndrome with *DNMT3B* mutations. Together, this study reveals distinctive substrate-readout mechanisms of the two DNMT3 enzymes, implicative of their differential roles during development and pathogenesis.

## Abstract (web summary)

In mammals, DNA methylation patterns are established by two de novo DNA methyltransferases, DNMT3A and DNMT3B. Here the authors report the crystal structures of DNMT3B in complex with both CpG and CpA DNA, providing insight into the substrate-recognition mechanism underpinning the divergent genomic methylation activities of DNMT3A and DNMT3B.

## Introduction

DNA methylation is one of the major epigenetic mechanisms that critically influence gene expression, genomic stability, and cell differentiation^1–3^. In mammals, DNA methylation predominantly occurs at the C-5 position of cytosine within the symmetric CpG dinucleotide, affecting ~70–80% of the CpG sites throughout the genome^4^. Mammalian DNA methylation patterns are mainly generated by two de novo DNA methyltransferases, DNMT3A and DNMT3B^5^. The catalytically inactive DNMT3-like protein (DNMT3L) has an important regulatory role in this process by acting as cofactor of DNMT3A or DNMT3B^6–8^. In addition to CpG methylation, DNMT3A and DNMT3B introduce non-CpG methylation (mainly CpA) in oocytes, embryonic stem (ES) cells, and neural cells^4,9–11^. The presence of non-CpG methylation was reported to correlate with transcriptional repression^12,13^ and the pluripotency-associated epigenetic state^4,14^, lending support for non-CpG methylation as an emerging epigenetic mark in defining tissue-specific patterns of gene expression, particularly in the brain.

DNMT3A and DNMT3B are closely related in amino acid sequence^5^, with a C-terminal methyltransferase (MTase) domain preceded by regulatory regions including a proline–tryptophan–tryptophan–proline (PWWP) domain and an ATRX–DNMT3–DNMT3L-type (ADD) zinc finger domain^15,16^. Previous studies have indicated a partial redundancy between the two enzymes in the establishment of methylation patterns across the genome^5,17^; however, a single knockout (KO) of either *DNMT3A* or *DNMT3B* resulted in embryonic or postnatal lethality, indicating their functional distinctions^5,17–19^. Indeed, it was shown that DNMT3A is critical for establishing methylation at major satellite repeats and allele-specific imprinting during gametogenesis^8,17^, whereas DNMT3B plays a dominant role in early embryonic development and in minor satellite repeat methylation^5,17^. Mutations of *DNMT3A* are prevalent in hematological cancers such as acute myeloid leukemia (AML)^20^ and occur in a developmental overgrowth syndrome^21^; in contrast, mutations of *DNMT3B* lead to the Immunodeficiency, centromeric instability, facial anomalies (ICF) syndrome^5,22–24^. Previous studies have indicated subtle mechanistic differences between DNMT3A and DNMT3B^9,25–28^, including their differential preference toward the flanking sequence of CpG target sites^29–32^. However, due to the limited number of different substrates investigated in these studies, global differences in substrate recognition of DNMT3A and DNMT3B remain elusive. Our recently reported crystal structure of the DNMT3A–DNMT3L heterotetramer in complex with CpG DNA^33^ revealed that the two central DNMT3A subunits bind to the same DNA duplex through a set of interactions mediated by protein motifs from the target recognition domain (TRD), the catalytic core and DNMT3A–DNMT3A homodimeric interface (also called RD interface below). However, the structural basis of DNMT3B-mediated methylation remains unclear.

To gain mechanistic understanding of de novo DNA methylation, we here report comprehensive enzymology, structural and cellular characterizations of DNMT3A- and DNMT3B-DNA complexes. Our results uncover their distinct substrate and flanking sequence preferences, implicating epigenomic alterations caused by DNMT3 mutations in diseases. Notably, we show that the catalytic core, TRD domain and RD interface cooperate in orchestrating a distinct, multi-layered substrate-readout mechanism between DNMT3A and DNMT3B, which impacts the establishment of CpG and non-CpG methylation patterns in cells.

## Results

### Deep enzymology analysis of DNMT3A and DNMT3B

To systematically elucidate the functional divergence of DNMT3A and DNMT3B, we have developed a deep enzymology workflow to study the substrate specificity of DNA MTases in random sequence context. In essence, we generated a pool of DNA substrates, in which the target CpG site is flanked by 10 random nucleotides on each side. Following methylation by the MTase domains of DNMT3A or DNMT3B, the reaction products were subjected to hairpin ligation, bisulfite conversion, PCR amplification, and next-generation sequencing (NGS) analysis (Supplementary Fig. 1 and Supplementary Table 1). Analysis of the base enrichments at all flank positions in the methylated sequences demonstrated that DNMT3A- and DNMT3B-mediated methylation is significantly influenced by the CpG-flanking sequence from the −2 to the +3 site (Fig. 1a). Based on this result, we focused on further analyzing the effect of the ±3 bp flanking positions on the activity of both enzymes. Methylation levels were averaged for all 4096 NNNCGNNN sites for the two experiments with DNMT3A and DNMT3B, revealing high bisulfite conversion (>99.5%) (Supplementary Table 1), high coverage of NNNCGNNN sites that was similar between DNMT3A and DNMT3B (Supplementary Fig. 2a–d) and a high correlation of average methylation levels for the different flanks between experimental repeats, yet different between DNMT3A and DNMT3B (Fig. 1b and Supplementary Fig. 2e). We then validated these observations by in vitro methylation analysis on 30-mer oligonucleotide substrates^34^ with CpG sites in different trinucleotide flanking sequence context, which reveals methylation preferences of both enzymes in strong agreement with the results from the NGS profile (Supplementary Fig. 3a, b).

**Fig. 1:**
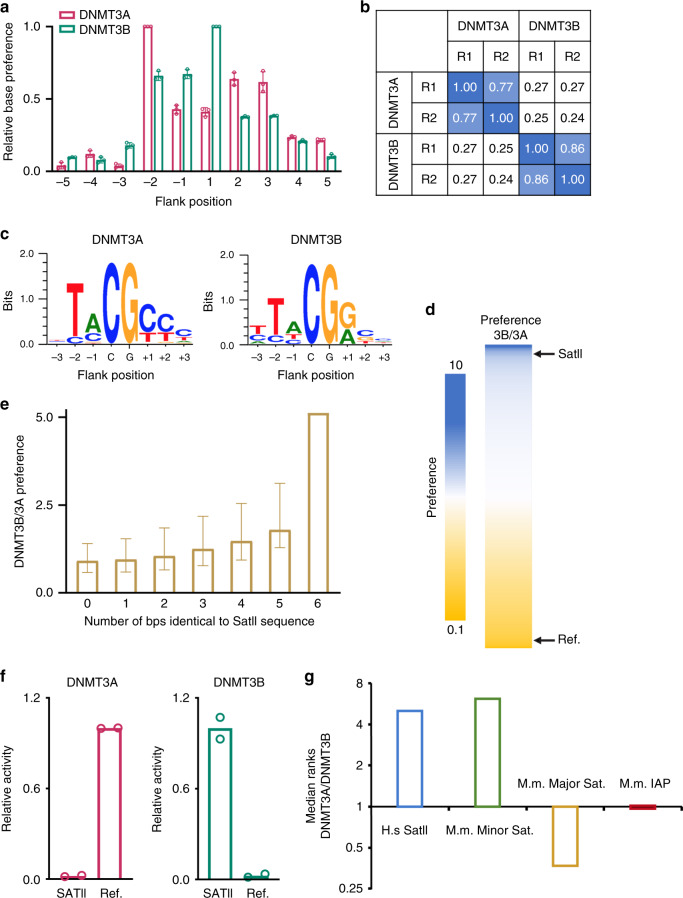
Deep enzymology flanking sequence analysis links intrinsic substrate preference of DNMT3B to SatII sequence recognition. **a** Relative base preferences at the −5 to +5 flanking positions of mouse DNMT3A (mDNMT3A) and DNMT3B (mDNMT3B) indicating the strength of sequence readout at each site. The numbers refer to the standard deviations of the observed/expected base composition at each site among the methylated sequence reads, normalized to the highest value for each enzyme. *n* = 3 replicates. Data are mean ± SD. **b** Correlation of the NNNCGNNN methylation profiles of mDNMT3A and mDNMT3B for two independent experiments (repetition R1 and R2). The numbers refer to the pairwise Pearson correlation coefficients of two data sets. **c** Weblogos of the 50–200 most preferred NNNCGNNN methylation sites by mDNMT3A and mDNMT3B. Quantitative enrichment and depletion plots and statistics are provided in Supplementary Fig. 2c, d. **d** Heatmap of the normalized DNMT3B/DNMT3A preferences for methylation of NNNCGNNN sites. The position of the SatII sequence (TCCATTCGATGATG) in the ranking is indicated (rank 131 of 4096) as well as the position of the mDNMT3B-disfavored reference substrate (AGGCGCCC) used in panel (**c**) (rank 4092 of 4096). **e** mDNMT3B/mDNMT3A preferences (B/A preference) were binned and averaged based on their similarity to the SatII sequence. The median preference of each bin is shown. The error bars indicate the first and third quartile. **f** Experimental validation of the SatII preference of DNMT3B by radioactive methylation assays. The methylation activity of each enzyme was normalized to the more active substrate. The figure shows average values and standard deviations based on two independent measurements (see also Supplementary Fig. 6a, b). **g** Ratio of the medians of the distributions of DNMT3A/DNMT3B preference among all CpG sites from human SatII repeats (*n* = 1), mouse minor satellite repeats (Genbank Z22168.1) (*n* = 9), major satellite repeats (Genbank EF028077.1) (*n* = 23), and IAP elements (Genbank AF303453.1) (*n* = 19). A high DNMT3A/DNMT3B rank ratio corresponds to preferred methylation by DNMT3B. Refer to Supplementary Fig. 6d and the text for details. Source data are provided as a Source Data file.

Strikingly, the effect of flanking sequences on methylation rates of DNMT3A and DNMT3B is very pronounced showing NNNCGNNN flanks with very high and very low methylation in both datasets (Supplementary Table 2). Weblogo analysis of the most highly methylated sites revealed that DNMT3A shows a preference toward a CG(C/T) motif, whereas DNMT3B shows a higher activity toward a CG(G/A) motif (Fig. 1c). In addition, both enzymes prefer a T at the −2 flank site. To explore the differences between DNMT3A and DNMT3B systematically, we computed the ratio of the sequence preferences of DNMT3B and DNMT3A (Fig. 1d and Supplementary Data 1) designated as B/A preference from here on. Overall, these preference ratios span a more than 100-fold range, illustrating the large divergence in flanking sequence preferences between the two enzymes. These data provide a systematic survey of the substrate preferences of DNMT3A and DNMT3B and highlight their distinct enzymatic properties.

### Genomic methylation introduced by DNMT3B and DNMT3A

To examine patterns of de novo DNA methylation induced by DNMT3A or DNMT3B in cells, we stably transduced either enzyme into mouse ES cells with compound knockout (TKO) of *DNMT1*, *DNMT3A*, and *DNMT3B* as carried out before (Supplementary Fig. 4a)^33^. Using liquid chromatography–mass spectrometry (LC-MS)-based quantification, we detected a global increase in cytosine methylation in TKO cells after rescue with DNMT3B (Supplementary Fig. 4b), an effect similar to what was observed with DNMT3A rescue^33^. Next, we profiled the genome-wide methylation introduced by either DNMT3A or DNMT3B in cells by enhanced reduced representation bisulfite sequencing (eRRBS, two replicates per group; Supplementary Table 3) and generated datasets with high conversion rates (Supplementary Fig. 4c) and reproducibility between replicates (Supplementary Fig. 4d). 

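The eRRBS libraries came from TKO cells stably expressing human DNMT3A or DNMT3B, with 2 independently derived lines per enzyme. Transfected cells were selected in 50 μg/mL Zeocin, for over 2 weeks according to the paper's methods and for 10 days according to the sample labels, and were then maintained in 25 μg/mL Zeocin. In eRRBS, genomic DNA is digested with MspI, BfaI and MseI, and the bisulfite-treated fragments are sequenced, so that unmethylated cytosines are read as T. The authors trimmed the read pairs, aligned them with Bismark to the mm10 genome and discarded pairs in which a read had 3 or more methylated non-CpG cytosines. They then collapsed both strands and counted the methylated reads and all reads of each line at 21867550 CpG sites, which make up all CpG sites of the autosomes and chromosomes X and Y. These counts are not normalized, and non-CpG sites were not analysed here.
Summed over CpG sites, the reads numbered 25585645 and 26654715 in the DNMT3A lines and 20476786 and 16224222 in the DNMT3B lines. A read on several CpG sites counts at each of them, so these sums are not in the same unit as read pairs. The paper's Supplementary Table 3 gives totals of 59784389 and 60491707 read pairs for DNMT3A and of 51378043 and 35283821 read pairs for DNMT3B. The DNMT3A lines had reads on 6343319 and 5148743 CpG sites, with a mean of 4.03 and 5.18 reads per covered site. In the DNMT3B lines, replicate 1 had reads on 5123244 sites, at 4.00 reads per site, and replicate 2 on 1030180 sites, at 15.7 reads per site. At least 10 reads were available at 442014 and 685106 sites of the DNMT3A lines and at 328980 and 521863 sites of the DNMT3B lines. The median depth of these sites was 12 reads, or 20 reads in DNMT3B replicate 2. PCR reads without molecular identifiers are not independent molecules, so the errors given are the spread between lines and not counting error.
The CpG methylation of a line was calculated as the mean, over its sites with at least 10 reads, of methylated reads divided by all reads. It was 30.3% and 35.1% in the DNMT3A lines (32.7% ± 3.44, SD, n = 2) and 15.3% and 14.8% in the DNMT3B lines (15.1% ± 0.347, SD, n = 2). Both DNMT3A lines lay above both DNMT3B lines, and the difference of 17.6 percentage points was larger than the spread between lines (exact permutation test, two-sided p = 0.33, the smallest p that 2 lines against 2 allow). The difference moved most with a minimum of 20 reads per site, to 12.0 percentage points. On the 3025 sites with at least 10 reads in all 4 lines, the means were 24.7% ± 0.212 for DNMT3A and 11.5% ± 0.712 for DNMT3B (SD, n = 2). In CpG-dense stretches, with 12 or more CpG sites in a window of 200 bp, methylation was 2.14% and 2.83% in the DNMT3A lines and 1.56% and 1.83% in the DNMT3B lines.
Between replicates, Pearson's r across the CpG sites with at least 10 reads in both lines was 0.520 for DNMT3A (77353 sites) and 0.200 for DNMT3B (34675 sites). In DNMT3B replicate 2, reads of the same site were strongly correlated (extra-binomial rho 0.935, sites with 10 to 15 reads outside CpG-dense stretches). The rho was 0.367 in replicate 1 and 0.340 and 0.552 in the DNMT3A lines. Few independent reads per site could lower the r of the DNMT3B lines, which was not tested. Across NNNCGNNN sequence contexts, with the mean methylation taken in each line over its own sites with at least 10 reads and at least 20 of these per context, r was 0.915 for DNMT3A (3880 contexts) and 0.832 for DNMT3B (3711 contexts). Sites and contexts are not independent replicates, and no p-value was calculated for these correlations.

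**Figure D1:**
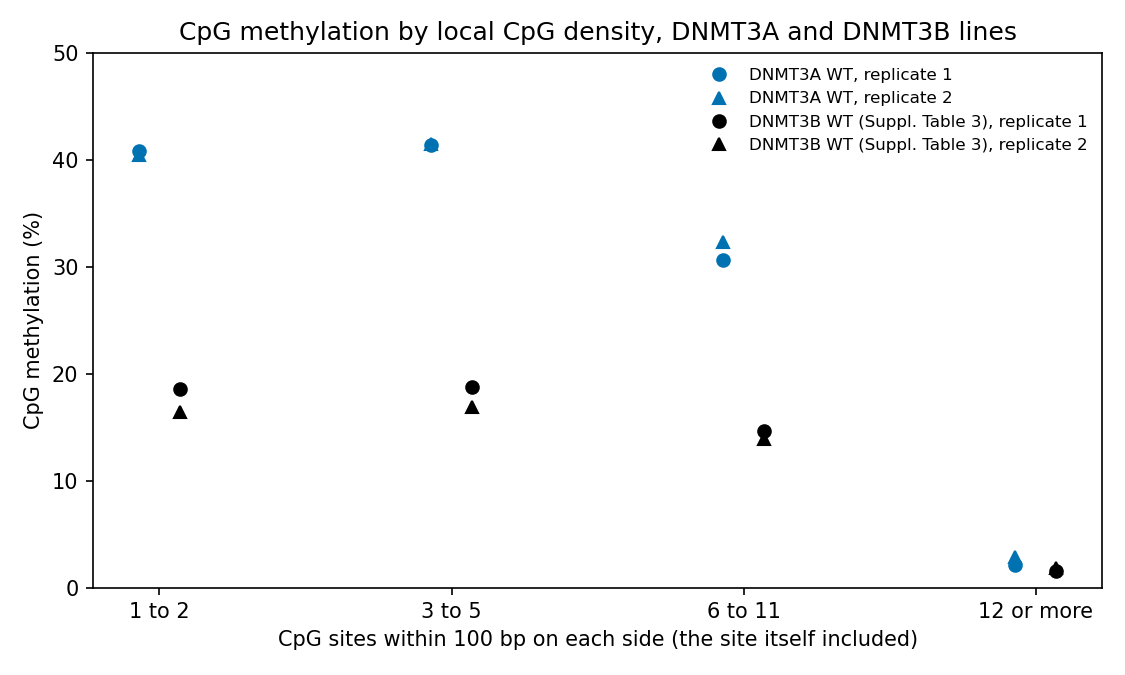
CpG methylation (%, vertical axis) of sites with at least 10 reads, by the number of CpG sites within 100 bp on each side (horizontal axis). Each point is one line, and the 2 DNMT3A lines (40.9% and 40.4% at 1 to 2 CpG sites) lie above the 2 DNMT3B lines (18.6% and 16.4%) in every class.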

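An NNNCGNNN sequence context is a CpG site with 3 bases on either side, which gives 4096 contexts. With the replicates combined, 1886379 CpG sites had at least 10 reads in DNMT3A cells and 929897 in DNMT3B cells. The number of such sites per context was at least 26 (median 409.5) for DNMT3A and at least 11 (median 204) for DNMT3B. The reads per context had a median of 6024.5 and a minimum of 399 in DNMT3A cells, and a median of 4629 and a minimum of 262 in DNMT3B cells. More than 5000 reads were available for 2537 contexts in DNMT3A cells and for 1835 contexts in DNMT3B cells. Across contexts, the reads of both enzymes rose together (Pearson's r = 0.974, Spearman's rho = 0.976), and the median ratio of DNMT3A to DNMT3B reads was 1.33. These are correlations across contexts, which are not independent replicates.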

To compare deep enzymology and eRRBS profiling results, average eRRBS methylation levels within the NNNCGNNN sequence contexts were computed from either DNMT3A- or DNMT3B-reconstituted cells, and the averaged eRRBS methylation levels in both samples were found to be high and equal in coverage (Supplementary Fig. 5a, b). The eRRBS methylation levels were then compared with the biochemical activities of DNMT3B and DNMT3A (Supplementary Fig. 5c). 

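The copy of Supplementary Data 1 used here lists the first 1997 of the 4096 contexts in alphabetical order, so the correlations cover contexts that start with A and some of those that start with C. For each context, the eRRBS methylation was the mean over its CpG sites with at least 10 reads, averaged over both lines of an enzyme, and the activities are the paper's relative activities. DNMT3A eRRBS methylation correlated with DNMT3A activity at r = 0.256 (0.240 and 0.260 in the single lines) and with DNMT3B activity at r = 0.0774 (0.0848 and 0.0655). DNMT3B eRRBS methylation correlated with DNMT3B activity at r = 0.444 (0.424 and 0.410) and with DNMT3A activity at r = −0.0280 (−0.0195 and −0.0334). Spearman's rho was 0.255 and 0.0464 for DNMT3A eRRBS with DNMT3A and DNMT3B activity, and 0.450 and −0.00756 for DNMT3B eRRBS with DNMT3B and DNMT3A activity. These 4 correlations run across contexts, which are not independent replicates, and no p-value was calculated. The r with the own enzyme exceeded the r with the other enzyme by 0.155 and 0.194 in the DNMT3A lines and by 0.443 in each of the DNMT3B lines. On sites with at least 10 reads in all 4 lines, which leave 880 contexts, the order was reversed for DNMT3A, with r = 0.0857 for DNMT3A activity and r = 0.115 for DNMT3B activity. Over all contexts, these are only 3025 CpG sites, so that a context there rests on very few sites. In the single lines there, the r with DNMT3A and DNMT3B activity was 0.1119 and 0.1116 in replicate 1, which is not reversed, and 0.0447 and 0.0967 in replicate 2. The eRRBS columns of the paper's own table give r = 0.256 and 0.0803 for DNMT3A eRRBS with DNMT3A and DNMT3B activity, and r = 0.469 and −0.0177 for DNMT3B eRRBS with DNMT3B and DNMT3A activity.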

We found that the biochemical activity of DNMT3B correlated positively with the genomic methylation of DNMT3B, but not with the genomic methylation of DNMT3A; conversely, the biochemical activity of DNMT3A correlated with the genomic methylation of DNMT3A, but not with that of DNMT3B (Supplementary Fig. 5c and Supplementary Data 1). Hence, despite being based on different assay systems, eRRBS and in vitro methylation based analyses yielded consistent results, highlighting a strong effect of the flanking sequence on DNMT3B and DNMT3A activities in cells.

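Differences between the enzymes were tested with limma on the log2 odds of methylation of each NNNCGNNN context. Each line was centred on its median context, so that the test compares flanking sequence preferences and not overall levels. The test as first designed needed 20 sites per context with at least 10 reads in all 4 lines, and no context had as many. The results given here use every covered CpG site of each line, a choice made after the data had been seen. Among the 4050 contexts with at least 20 covered sites per line, 2351 differed at an adjusted p of 0.05 (Benjamini-Hochberg), 1203 with higher and 1148 with lower relative methylation in DNMT3A cells. Without the centring, 3751 contexts differed, 3712 of them higher in DNMT3A cells, because the median change was 1.76 on the log2 scale and not 0.08. A quasi-binomial logistic regression called 511 contexts, of which 481 were among those called by limma. Leaving out DNMT3A replicate 1 or replicate 2 lowered limma's count to 1346 or 1328.
In DNMT3A lines, the context at the 5th percentile was methylated to 14.6% and 15.1%, and the context at the 95th percentile to 51.7% and 51.8%. In DNMT3B lines, these levels were 4.68% and 3.89% at the 5th percentile and 28.3% and 27% at the 95th percentile. The largest relative change in favour of DNMT3B was at CATCGATG, with 13.9% ± 0.379 in DNMT3A and 28.7% ± 0.672 in DNMT3B cells (SD, n = 2; log2 change −3.01, SE 0.11, adjusted p = 0.000607, limma). AATCGATG (−2.98) and AATCGATT (−2.87) followed. Among the contexts called, the largest relative change in favour of DNMT3A was at TTGCGCAA, with 61.1% ± 1.25 in DNMT3A and 6.74% ± 0.597 in DNMT3B cells (log2 change 2.76, SE 0.10, adjusted p = 0.000607, limma). AACCGCCC (2.69) and AGGCGCCC (2.50) followed, and the last of these was methylated to 35.2% ± 1.56 in DNMT3A and 2.93% ± 0.495 in DNMT3B cells. ATTCGATG, the SatII consensus sequence, was methylated to 21.7% ± 1.07 in DNMT3A and 23.3% ± 1.55 in DNMT3B cells. Its log2 change of −1.82 (SE 0.11, adjusted p = 0.000607, limma) ranked 83 of 4050 from the DNMT3B side. These values cover all covered mouse CpG sites with this context and not the human SatII repeats, and both strands are collapsed. The rank is therefore another measure than the paper's rank in the biochemical B/A preference.
Grouped by the bases next to the CpG, the median log2 change was −1.34 for TCGA contexts, of which 249 of 253 were called lower in DNMT3A cells, and −0.58 for CCGG contexts. It was 1.23 for GCGC contexts, of which 172 of 254 were called higher in DNMT3A cells. From the correlations of eRRBS methylation with the biochemical activities, the paper concludes that the flanking sequence has a strong effect on the activities of DNMT3B and DNMT3A in cells.

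**Figure D2:**
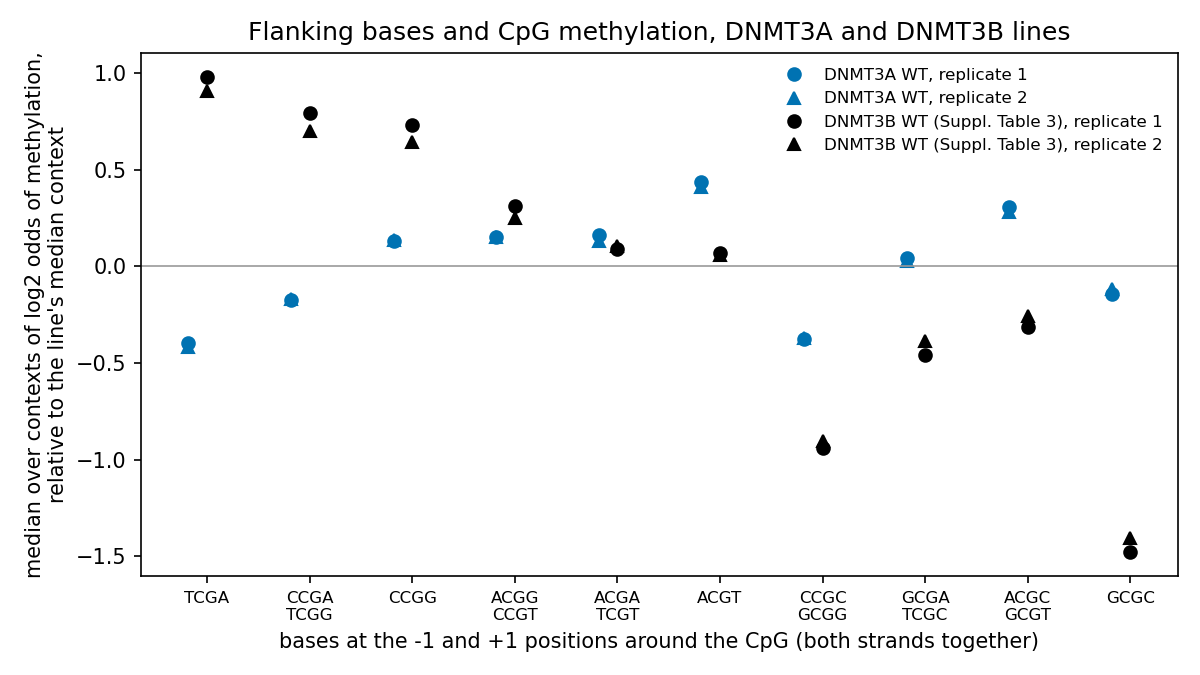
Relative methylation of contexts grouped by the base on either side of the CpG (horizontal axis), as the median log2 odds of methylation relative to the line's median context (vertical axis). Each point is one line, and TCGA lies at −0.40 and −0.42 in the DNMT3A lines and at 0.98 and 0.91 in the DNMT3B lines.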

### Methylation of repetitive sequences by DNMT3A and DNMT3B

We have further interrogated the biochemical B/A substrate preference with one of the best-characterized DNMT3B targets, the SatII repeats, methylation of which is lost in the ICF syndrome^24^. Toward this, we used the ATTCGATG consensus sequence of SatII repeats^35^ for analysis. Notably, the ATTCGATG sequence is ranked 131th among the 4096 possible NNNGCNNN sequences in the biochemical B/A preferences, where a low rank corresponds to high preference by DNMT3B (Fig. 1d). Next, by averaging the B/A preferences for the NNNCGNNN sequences, grouped by their similarity to the SatII sequence, we observed a strong correlation of the averaged B/A preferences with an increasing similarity to the SatII sequence, illustrating the adaptation of DNMT3B for SatII methylation (Fig. 1e). Furthermore, we assayed human DNMT3A- and DNMT3B-mediated methylation on 30-mer oligonucleotide substrates^34^ containing a CpG with either the SatII 6-bp flanking sequence (TCCATTCGATGATG) or a DNMT3B-disfavored reference substrate (AGGCGCCC, rank 4092 of 4096 in the B/A preference, Fig. 1d). Strikingly, DNMT3B showed an ~11-fold higher activity on the SatII substrate, whereas DNMT3A was ~15-fold more active on the reference substrate (Fig. 1f and Supplementary Fig. 6a, b). Similar enzymatic preferences were observed for mouse DNMT3A and DNMT3B (Supplementary Fig. 6c). These data confirm the specific activity of DNMT3B on the SatII targets and document a >100-fold difference in methylation rates of substrates with different flanking sequences by DNMT3B and DNMT3A.

We then analyzed the sequences of murine genomic repeats to determine the ranks of CpG-associated sequences in the sorted preferences of DNMT3A and DNMT3B. For this, only the more preferred DNA strand was considered, because DNMT1-mediated maintenance DNA methylation in cells would rapidly methylate hemimethylated CpG sites regardless of which DNA strand was initially methylated. This analysis reproduced the preference of DNMT3B for human SatII sequences, and remarkably mirrored genomic methylation data of DNMT3A and DNMT3B in mice^17^ where a pronounced preference of DNMT3B and DNMT3A was observed for minor satellite repeats and major satellite repeats, respectively, whereas both enzymes showed equal preferences for the IAP sequence (Fig. 1g and Supplementary Fig. 6d).

### DNMT3A- and DNMT3B-mediated non-CpG methylation

Our deep enzymology and eRRBS studies have further allowed direct comparison between the DNMT3A- and DNMT3B-mediated CpG and CpH methylation. Intriguingly, analysis of the CpA/CpG ratio in the NNNCGNNN context for each enzyme reveals that the CpG specificity of DNMT3A is higher within a favored flanking sequence context, whereas in the case of DNMT3B, a preferable CpG-flanking context is correlated with a decreased CpG specificity and higher CpA methylation (Supplementary Fig. 6e, f), which is in line with the stronger correlation of flanking sequence profiles of CpG and CpA methylation for DNMT3B than for DNMT3A (Supplementary Fig. 6g). A targeted activity analysis revealed that the preference of DNMT3B for a G at the +1 site is strongly enhanced in non-CpG methylation, but not that of DNMT3A (Fig. 2a, b). Furthermore, our eRRBS-based methylome data (Supplementary Fig. 7) obtained from DNMT3A or DNMT3B-reconstituted TKO cells also revealed most efficient CpH methylation of sequences containing C or G at the +1 site, respectively (Fig. 2c, d) in agreement with the activity data and previously published cellular methylation data^4,36–40^. Together, these data provide a direct link between the intrinsic substrate specificities of DNMT3s and the DNA methylation patterns in cells.

**Fig. 2:**
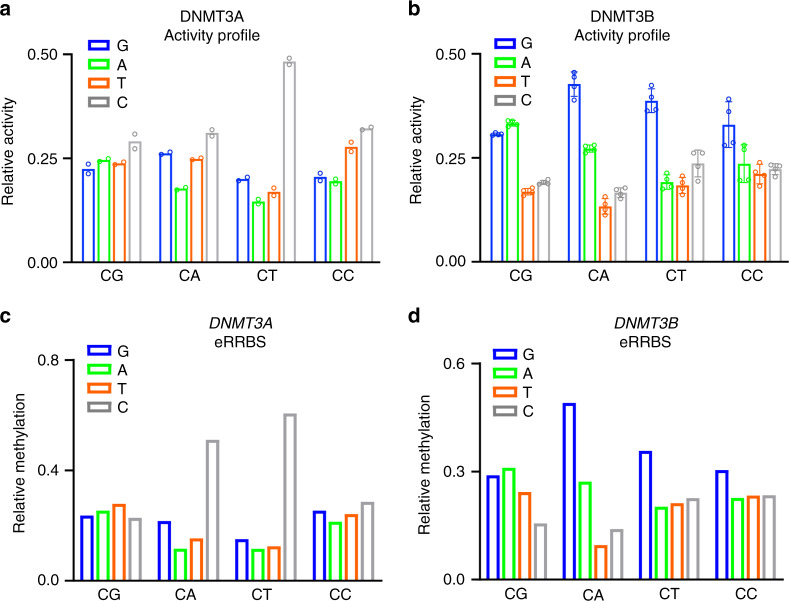
Non-CpG methylation by DNMT3A and DNMT3B. **a**, **b** CpG and non-CpG methylation of mDNMT3A **a** and mDNMT3B **b** averaged for the different +1 flanking base pairs. The cytosine-containing dinucleotides are displayed on the horizontal axis and +1 base is shown in the different bars, respectively. Data are mean of two replicates **a** or mean ± SD of 4 replicates **b**. **c**, **d** eRRBS analysis of CpG and non-CpG methylation in TKO cells introduced by hDNMT3A **c** and hDNMT3B **d** averaged for the different +1 flanking base pairs (depth of reads >10). The cytosine-containing dinucleotides are displayed on the horizontal axis and +1 base is shown in the different bars. Source data are provided as a Source Data file.

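For the CpG part of these plots, the mean methylation of CGA, CGC, CGG and CGT sites with at least 10 reads was divided, in each line, by the sum of the 4 means. In DNMT3A cells, the share was 25.2% ± 0.845 for A at the +1 position, 22.5% ± 1.64 for C, 23.4% ± 0.646 for G and 28.9% ± 1.44 for T (SD, n = 2). In DNMT3B cells, it was 31.6% ± 0.618 for A, 14.9% ± 0.578 for C, 29.5% ± 0.786 for G and 24.0% ± 0.746 for T (SD, n = 2). The share of T minus that of G was 5.44 ± 2.09 percentage points for DNMT3A and −5.48 ± 1.53 for DNMT3B. These differ by 10.9 percentage points, more than the spread between lines, and both DNMT3A lines lay above both DNMT3B lines (exact permutation test, two-sided p = 0.33). This difference moved most, to 18.9 percentage points, when only sites with the same +1 base on both strands were used. Outside CpG-dense stretches, the shares of C and T in DNMT3A cells were 26.1% ± 0.134 and 26.0% ± 0.116, so that the lower share of C was not seen there. The non-CpG part of the plots was not analysed here.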

### Crystal structures of the DNMT3B–DNMT3L–CpG DNA complexes

To gain a mechanistic understanding of the enzymatic divergence between DNMT3A and DNMT3B, we generated the complexes of DNMT3B–DNMT3L, formed by the MTase domain of human DNMT3B and the C-terminal domain of human DNMT3L, with two different Zebularine (Z)-containing DNA duplexes harboring two ZpGpA or ZpGpT sites as mimics of CGA and CGT motifs, which are separated by 14 bps (Fig. 3a and Supplementary Fig. 8a–c). The structures of the DNMT3B–DNMT3L–CGA DNA (DNMT3B–CGA) and DNMT3B–DNMT3L–CGT DNA (DNMT3B–CGT) bound to the cofactor product *S*-Adenosyl-L-homocysteine (SAH) were both solved at 3.0 Å resolution (Supplementary Table 4). The two structures are very similar, with a root-mean-square deviation (RMSD) of 0.27 Å over 828 Cα atoms (Supplementary Fig. 8d). For simplification, we choose the DNMT3B–CGA complex for structural analysis, unless indicated otherwise. Similar to the DNMT3A–DNMT3L complexes^33,41,42^, the DNMT3B–DNMT3L–DNA complex reveals a linear heterotetrameric arrangement of DNMT3L–DNMT3B–DNMT3B–DNMT3L (Fig. 3b).

**Fig. 3:**
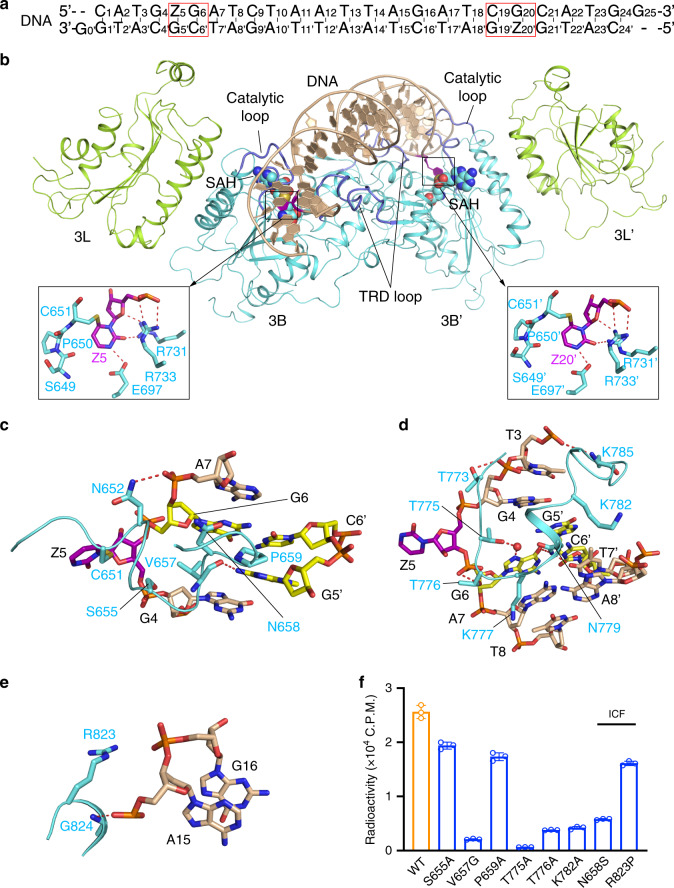
Structure of the DNMT3B–DNMT3L tetramer in complex with CGA DNA. **a** DNA sequence (CGA) used for the structural study. Zebularine (Z) is a cytidine analog known to form stable covalent complexes with DNMTs^55^. **b** Ribbon representations of human DNMT3B–DNMT3L bound to DNA and SAH. The DNA-contacting TRD loop and catalytic loop are colored in slate. The Zebularines anchored at the two active sites are shown in expanded views, with hydrogen-bonding interactions depicted as dashed lines. For identification of hydrogen bonds, the upper limit of the donor–acceptor distance was set to 3.5 Å. **c**–**e** Close-up views of the DNA interactions of the catalytic loop **b**, TRD loop **c**, and the loop at the RD interface **d** of DNMT3B. The DNA is colored in wheat, except for the ZpG site, in which the Zebularine and the other three nucleotides are colored in purple and yellow, respectively. The hydrogen-bonding interactions are shown as dashed lines. **f** In vitro methylation of wild-type (WT) and mutant DNMT3B in the form of DNMT3B–DNMT3L tetramer analyzed by radioactive methylation assays (*n* = 3 replicates). Data are mean ± SD. Source data are provided as a Source Data file.

The interaction between DNMT3B and DNA involves a loop from the catalytic core (catalytic loop: residues 648–672), a loop from the TRD (TRD loop: residues 772–791), and a segment in the homodimeric interface of DNMT3B, known as the RD interface in DNMT3A^42^ (RD: residues 822–828) (Fig. 3c–e and Supplementary Fig. 8e, f). Each Zebularine (Z5/Z20′) is flipped into the active site of one DNMT3B subunit, where it is anchored through a covalent linkage with the catalytic cysteine C651 and hydrogen-bonding interactions with other catalytic residues (Fig. 3b). The cavities vacated by the base flipping of Z5/Z20′ are occupied by the side chains of V657 (Fig. 3c). The orphan guanine (G5′/G20) that originally paired with Z5/Z20′ is stabilized by a hydrogen bond between the backbone carbonyl group of V657 and the Gua-N2 atom (Fig. 3c), while the ZpG guanine (G6/G19′) is recognized by a hydrogen bond between the side chain of N779 and the Gua-O6 atom, as well as a water-mediated hydrogen bond between the side chain of T775 and the Gua-N7 atom (Fig. 3d). Both guanines also engage van der Waals contacts with catalytic-loop residue P659 (Fig. 3c). Aside from the CpG recognition, N779 forms a hydrogen bond with the T7′-O4 atom (Fig. 3d), suggestive of a role in recognizing the nucleotides at the +1 flank position. Furthermore, residues on the catalytic loop (N652 and S655), the TRD loop (Q772, T773, T776, K782, and K785) and the RD interface (R823 and G824) interact with the DNA backbone on both strands through hydrogen-bonding or electrostatic interactions (Fig. 3c–e and Supplementary Fig. 8e, f). Note that DNMT3L does not make any contact with the DNA (Fig. 3b), as previously observed for the DNMT3A–DNMT3L–DNA complex^33^ and it did not show strong effects on the flanking sequence preferences of DNMT3A or DNMT3B (Supplementary Fig. 9).

Guided by the structural analysis, we selected a number of DNA-interacting residues of DNMT3B for mutagenesis and enzymatic assays. In comparison with wild-type (WT) DNMT3B, mutation of the catalytic-loop residues (S655A, V657G, N658S, and P659A), RD residue (R823P), and the TRD-loop residues (T775A, T776A, and K782A) led to a modest to severe decrease in the enzymatic activity (Fig. 3f), particularly for V657G, T775A, T776A, and K782A, supporting the notion that these residues are important for DNMT3B-substrate recognition and catalysis. Note that two of these mutations, N658S and R823P, are associated with ICF syndrome^26,43^, which reinforces the etiologic link between DNMT3B and the ICF syndrome.

### Role of the catalytic loop in defining CpG specificity

Structural alignments of the DNMT3B–CGA and DNMT3B–CGT complexes with the DNMT3A–CGT complex (PDB 5YX2) give an RMSD of 0.62 and 0.63 Å over 853 and 863 aligned Cα atoms, respectively (Supplementary Fig. 10a), in line with the ~80% sequence identity between the MTase domains of DNMT3A and DNMT3B (Supplementary Fig. 10b). Nevertheless, a notable conformational difference is observed for the catalytic loop (Fig. 4a): A side-chain hydrogen bond is formed between DNMT3B N656 and R661 (Fig. 4b), but not between the corresponding DNMT3A residues I715 and R720 (Fig. 4c). Such a conformational difference presumably leads to altered dynamic behavior of the catalytic loop, as demonstrated by the subtle conformational repositioning of the CpG-contacting residues in DNMT3B, such as V657 and P659, relative to their DNMT3A counterparts (Fig. 4a).

**Fig. 4:**
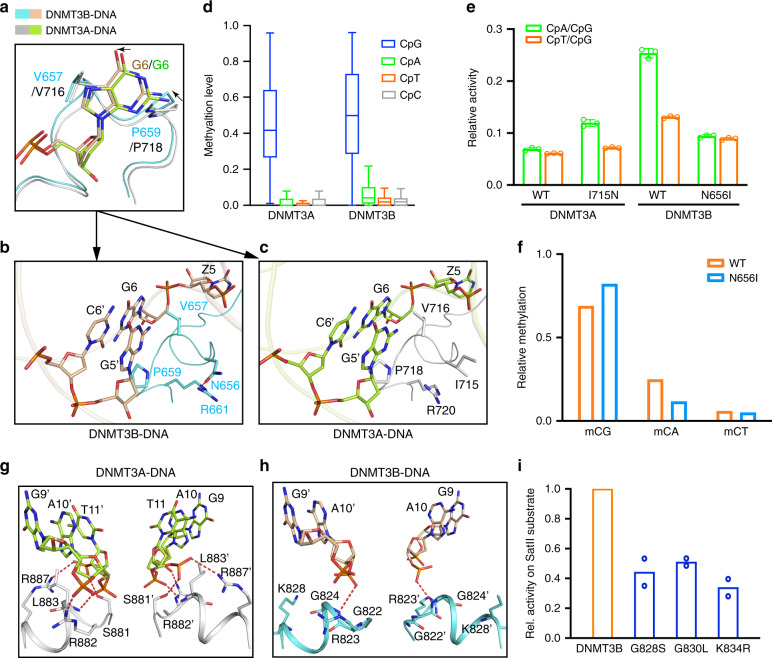
Divergent DNA recognition between DNMT3A and DNMT3B. **a**–**c** Structural comparison of the DNMT3A–DNA and DNMT3B–DNA complexes, highlighting distinct intramolecular interactions within the catalytic loops of DNMT3A **b** and DNMT3B **c**. **d** Box plot of CpG and non-CpG methylation in random flanking context covering all 256 NNCXNN flanking sequences. The boxes display the 1st and 3rd quartiles with medians indicated. Whiskers display the data range. **e** In vitro CpG and CpH methylation of hDNMT3A–hDNMT3L and hDNMT3B–hDNMT3L, WT or mutants on the catalytic loop, using (GAC)_12_, (AAC)_12_, and (TAC)_12_ substrates (see also Supplementary Fig. 11). *n* = 3 replicates. Data are mean ± SD. **f** eRRBS analysis revealing relative methylation of the indicated context in the TKO cells rescued with WT hDNMT3B or N656I (depth of reads >10). **g**, **h** Close-up view of the protein–DNA contacts at the RD interfaces of DNMT3A in the previously reported DNMT3A–DNA complex (PDB 5YX2) **g** and DNMT3B in the DNMT3B–DNA complex **h**. **i** Preference of mDNMT3B mutants for the SatII substrate analyzed by radioactive methylation assays. Data are displayed as average values in relation to WT DNMT3B (*n* = 2 replicates). mDNMT3B residues G828, G830, and K834 correspond to hDNMT3B G822, G824, and K828 (see Supplementary Fig. 10b). For recognition of the SATII substrate by WT DNMT3B, refer to Fig. 1f. Source data are provided as a Source Data file.

Our NGS analysis revealed an about two-fold higher level of non-CpG methylation for DNMT3B when compared with DNMT3A (Fig. 4d), consistent with previous reports on their differential CpG/CpA specificity^25,28^. To examine whether the conformational divergence between the catalytic loops of DNMT3A and DNMT3B impact their CpG specificities, we measured the enzymatic activities of DNMT3A and DNMT3B, WT and mutants, on a DNA duplex containing either (GAC)_12_, (AAC)_12_, or (TAC)_12_ repeats. Consistent with the NGS analysis, WT DNMT3B shows 2–4-fold lower CpG/CpA and CpG/CpT specificities than WT DNMT3A (Fig. 4e and Supplementary Fig. 11). Strikingly, swapping this DNMT3B-specific H-bond inverted the CpG specificities of DNMT3A and DNMT3B: the DNMT3B N656I mutation increased the CpG specificity by 2.0–1.1-fold, whereas the DNMT3A I715N mutation decreased the CpG specificity by 1.7–1.2-fold (Fig. 4e and Supplementary Fig. 11). Consistently, our eRRBS-based methylome data obtained from the WT and N656I-reconstituted TKO cells (two replicates per group; Supplementary Fig. 12a–c and Supplementary Table 3) show that, the DNMT3B N656I mutant displayed a ~2.6- and 1.4-fold decrease in the relative activity for CpA/CpG and CpT/CpG, respectively, when compared with WT DNMT3B (Fig. 4f). Together, these data suggest that the divergent conformational dynamics of the catalytic loop attributes to the differential CpG/CpH specificities of DNMT3A and DNMT3B.

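The N656I mutant was profiled in 2 independently derived TKO lines, made and processed as the DNMT3A and DNMT3B lines of Supplementary Table 3. The paper's table lists 83850179 and 57963819 read pairs for them. Summed over CpG sites, the lines had 31209722 and 24829329 reads. These covered 6577909 and 5324507 sites at a mean of 4.74 and 4.66 reads, and 794973 and 553307 sites had at least 10 reads. CpG methylation was 13.2% and 9.93% in the N656I lines (11.5% ± 2.29, SD, n = 2), 3.54 percentage points below the mean of the WT DNMT3B lines. Both N656I lines lay below both WT lines (exact permutation test, two-sided p = 0.33). The difference was −1.93 percentage points without N656I replicate 2 and −5.16 without N656I replicate 1. On the 5321 CpG sites with at least 10 reads in all 4 lines, the mean was 9.95% ± 1.90 in N656I and 12.5% ± 0.867 in WT cells (SD, n = 2). Against the other 2 WT lines, those of Supplementary Table 5, the mean difference was −1.19 percentage points, within the spread between the N656I lines. CpA and CpT sites, and with them the CpA/CpG and CpT/CpG ratios, were not analysed here.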

### Divergence between the DNMT3A and DNMT3B RD interfaces

Comparison of the DNMT3B–DNA and DNMT3A–DNA complexes reveals a marked difference in the DNA conformation: In comparison with the DNMT3A-bound DNA, the DNMT3B-bound DNA shows a sharper kink of the central segment arching over the RD interface, bending further away from the protein (Supplementary Fig. 10a). This conformational difference reflects the distinct protein–DNA contacts on a weakly conserved segment of the RD interface (residues G822-K828 of DNMT3B and S881-R887 of DNMT3A; Supplementary Fig. 10b): While in the DNMT3B complex only R823 and G824 form hydrogen bonds with DNA residues, in the DNMT3A complex, S881, R882, L883, and R887 all engage hydrogen bonding or van der Waals contacts with the DNA backbone, explaining the closer approach of the DNA to the protein in the DNMT3A complex (Fig. 4g, h). Along the line, mutation of G822, G824, and K828 in DNMT3B into their corresponding residues in DNMT3A resulted in a markedly reduced preference toward the SatII substrate (Fig. 4i and Supplementary Fig. 13), indicating that the differential flanking sequence preferences of DNMT3B and DNMT3A and the preference of DNMT3B for the SatII target are partially encoded in the DNA-contacting residues in the RD interface.

### Crystal structure of the DNMT3B–CAG complex

To gain insight into the structural basis of DNMT3B-mediated CpA methylation, we also determined the crystal structure of DNMT3B–DNMT3L tetramer covalently bound to a DNA duplex containing two CAG motifs (DNMT3B–CAG complex) (Fig. 5a, b). The structure of the DNMT3B–CAG complex resembles that of the DNMT3B–CpG complexes with subtle conformational differences: the replacement of the CpG dinucleotide with CpA leads to the loss of the base-specific contacts of N779 with the bases next to the methylation site (Fig. 5c), as well as a reduced packing between the A6 base and the catalytic loop (Fig. 5d, e). On the other hand, K777 forms a side-chain hydrogen bond with the N7 atom of G7 (Fig. 5c), providing an explanation for DNMT3B’s preference for a G at the +1 site in the context of non-CpG DNA. In addition, the water-mediated hydrogen bond between DNMT3B T775 and the N7 atom of G6, observed in the DNMT3B–CGA complex (Fig. 3d), and in the corresponding sites of the DNMT3A–DNA complex^33^, is preserved in the DNMT3B–CpA DNA complex now involving the N7 atom of A6 (Fig. 5c), which may contribute to the fact that CpA represents the next most favorable methylation site of DNMT3B and DNMT3A, following CpG.

**Fig. 5:**
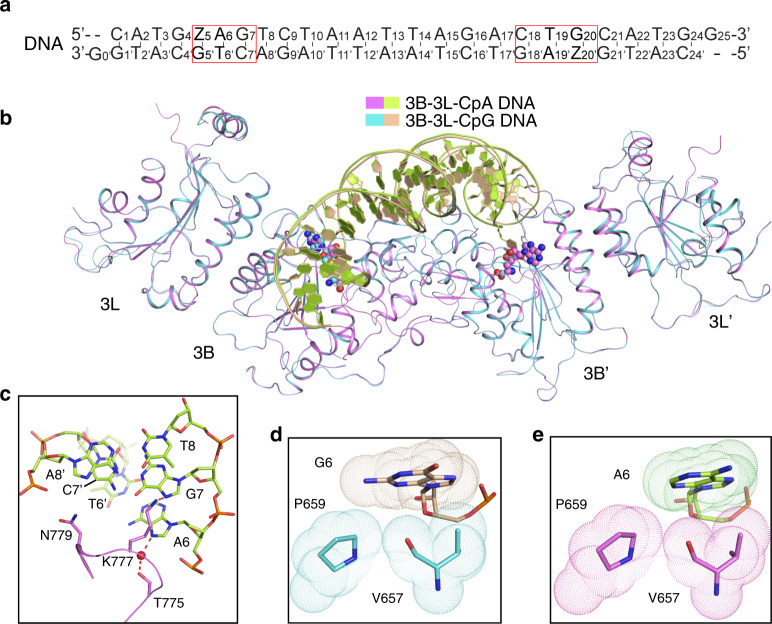
Structure of the DNMT3B–DNMT3L tetramer in complex with CAG DNA. **a** DNA sequence used for the structural study. **b** Structural overlay of the DNMT3B–CAG DNA and DNMT3B–CGA DNA complexes. **c** Close-up view of the interactions between the TRD loop of DNMT3B and the CAG DNA. **d**, **e** Close-up view of the van der Waals contacts between the catalytic loop of DNMT3B and G6 in the ZpG site of the CGA complex **d** or A6 in the ZpA site of the CAG complex **e**.

### DNMT3B K777 recognizes the +1 flanking nucleotide

Our previous study on the DNMT3A–DNA complex revealed that a hydrogen bond formed between residues R882 and S837 of DNMT3A provides an intramolecular link between the RD interface and the TRD loop upon DNA binding (Fig. 6a)^33^. Interestingly, this interaction is abolished in DNMT3B, because R823 adopts a different conformation and DNA-binding mode than its DNMT3A counterpart R882 (Fig. 6b). Accordingly, the TRD loops of DNMT3B and DNMT3A adopt distinct side-chain conformations for CpG recognition (Fig. 6c): In the DNMT3A–CGT complex, R836 donates a hydrogen bond to the Gua6-O6 atom, whereas the corresponding residue K777 in DNMT3B points toward the +1 flanking nucleotide; instead, in the DNMT3B–CpG complexes the Gua6-O6 atom receives a hydrogen bond from N779, unlike the corresponding N838 in the DNMT3A–CGT complex that does not make any base-specific contact with the CpG site (Fig. 6a, c)^33^. Structural comparison of the three DNMT3B–CpA/CpG complexes reveals distinct major groove environments and side-chain conformations of K777 (Fig. 6d–i and Supplementary Fig. 14a–c): in the DNMT3B–CAG complex, K777 is oriented toward the +1 nucleotide G7 to form a base-specific hydrogen bond, as described above, as well as an electrostatic interaction with the backbone phosphate of G7 (Fig. 6e); likewise, in the DNMT3B–CGA complex, K777 points toward A7 to engage van der Waals contacts and a water-mediated hydrogen bond with the DNA backbone (Fig. 6g); in contrast, in the DNMT3B–CGT complex, in which A7 was replaced by thymine, the side chain of K777 moves away from the DNA backbone, presumably resulting from the reduction in major groove depth by the base ring of T7 (Fig. 6i, j). These observations suggest that DNMT3B K777 reads a combined feature of shape and polarity of the +1 flanking base, distinct from its counterpart in DNMT3A (R836), which recognizes the CpG site in the CGT complex directly through hydrogen-bonding interactions (Fig. 6a)^33^. To further determine the role of DNMT3B K777 in DNA recognition, we generated the K777A-mutated DNMT3B–DNMT3L tetramer in complex with the CGT DNA and determined its structure at 2.95 Å resolution (Supplementary Fig. 14d). The K777A structure aligns well with that of the WT DNMT3B–CGT complex (Supplementary Fig. 14d), but exhibits a subtle conformational change along the G6-T7 step: in comparison with the WT DNMT3B–CGT complex, the T7 base in the K777A DNMT3B–CGT complex undergoes a slide movement toward the major groove, further reducing the groove depth around the +1 site (Fig. 6k, l). Consequently, the G6-T7 step appears to engage a stronger base-stacking interaction in the K777A DNMT3B–CGT complex (Fig. 6m) than in the WT DNMT3B–CGT complex (Fig. 6n). It is worth mentioning that the hydrogen bond between DNMT3B N779 and the CpG site is unaltered by the K777A mutation (Supplementary Fig. 14e, f). Likewise, structural comparison of the previously reported WT and R836A-mutated DNMT3A–CGT complexes^33^ reveals that introduction of the R836A mutation does not lead to a conformational change of neighboring N838 (Supplementary Fig. 14g). These data suggest that the conformational divergence between the TRD loops of DNMT3A and DNMT3B in the CGT complexes is unlikely attributed to the R-to-K change at the DNMT3B R836 and DNMT3A K777 sites. Together, these structural studies reveal a distinct interplay of the RD interface and TRD loop between DNMT3A and DNMT3B, suggesting a role of DNMT3B K777 in shaping the preference of DNMT3B toward the flanking sequence of the CpG site.

**Fig. 6:**
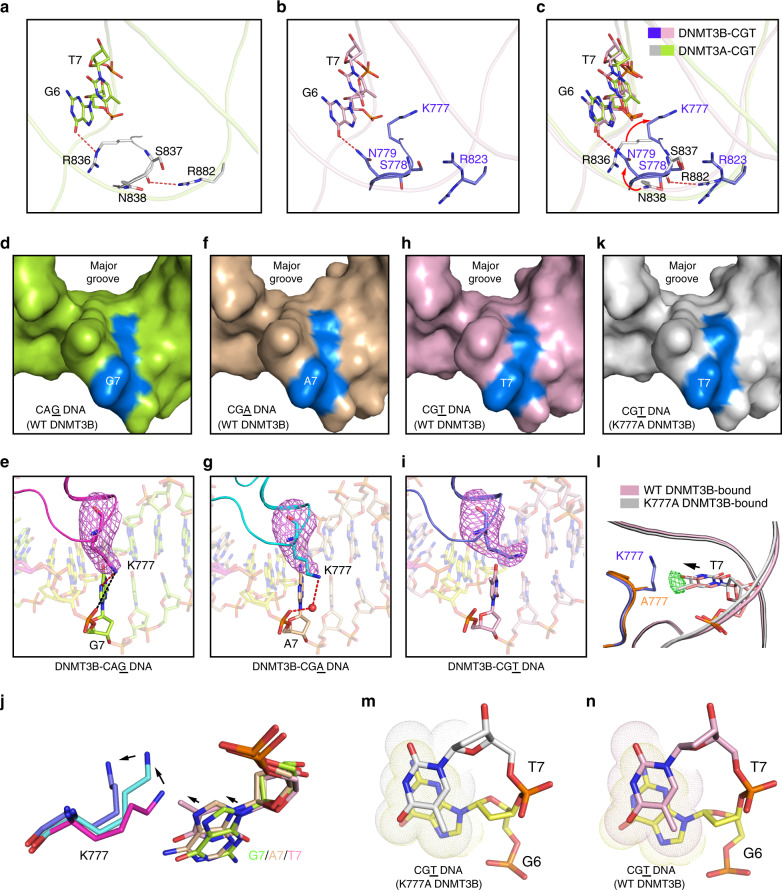
Recognition of the DNA shape of the +1 flanking site by DNMT3B K777. **a**–**c** Close-up comparison of the protein–DNA contacts at the TRD loops of hDNMT3A **b** and hDNMT3B **c** in their respective DNA complexes. **d**–**i** Surface and stick representations of the CAG **d**, **e**, CGA **f**, **g**, and CGT **h**, **i** DNAs bound to the DNMT3B–DNMT3L tetramer. The +1 nucleotides are colored in marine in **d**, **f**, **h**. Fo–Fc omit map of the K777 (light magenta) is contoured at 2.0 σ level in **e**, **g**, **i**. The hydrogen bonding and electrostatic interactions are shown as red and black dashed lines, respectively. The water molecule is shown as red sphere. **j** Structural superposition of DNMT3B K777 and interacting +1 nucleotides in CAG, CGA, and CGT DNA complexes. The color schemes are the same as in **e**, **g**, **i**. The relative positioning of the +1 bases and DNMT3B K777 are indicated by arrows. **k** Surface view of the CGT DNA bound to K777A-mutated DNMT3B–DNMT3L tetramer, with the +1 nucleotide T7 colored in marine. **l** Structural comparison of the +1 nucleotide (T7) at the CpG site of the DNA bound to WT or K777A-mutated DNMT3B. The T7 nucleotides associated with WT and K777A-mutated DNMT3B–CGT complexes are colored in light pink and silver, respectively. The conformational shift of the T7 nucleotide between the two complexes is indicated by arrow as well as the Fo–Fo difference map of T7 (green; contoured at 2.0 σ level) derived from the electron density for the WT and K777A DNMT3B complexes. **m**, **n** Close-up view of the stacking interaction between CpG guanine (G6) and +1 base (T7) of CGT DNA bound to K777A-mutated **m** or WT **n** DNMT3B–DNMT3L.

### DNMT3B K777 mediates the +1 flank site preference of DNMT3B

To analyze the effect of K777 on the substrate preference of DNMT3B, we measured the enzymatic activities of DNMT3B–DNMT3L WT and mutants on hemimethylated DNAs containing unmethylated (GTC)_12_ or (GAC)_12_ on one strand while methylated (GA^m^C)_12_ or (GT^m^C)_12_ on the complimentary strand, referred to as CGT and CGA DNAs, respectively. WT DNMT3B shows a ~2-fold preference for CGA DNA over CGT DNA (Fig. 7a); in contrast, the K777A mutant shows increased methylation for both CGT and CGA DNA, but with preference for CGT over CGA (Fig. 7a), which likely arises from the altered base-stacking interaction between the +1 base and the CpG guanine (Fig. 6m, n). The N779A mutation led to reduced activity toward CGA (Fig. 7a), but not CGT, consistent with its role in contacting the +1 T on the non-target strand in the CGA complex (Fig. 3d). Likewise, our NGS analysis reveals that the pronounced preference of DNMT3B for non-CpG methylation at sites flanked by G at the +1 site was completely lost in K777A, which instead showed a preference for T at this site in both CpG and non-CpG context (Fig. 7b). Finally, we have compared the cellular methylation profiles obtained from TKO cells reconstituted with WT versus K777A-mutated DNMT3B (two replicates per group, see Supplementary Table 5 and Supplementary Fig. 15a–e). 

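TKO lines expressing WT, K777A or N779A DNMT3B, 2 independently derived lines each, were profiled by eRRBS with the same digestion and processing as the other lines. The sample labels do not name the table a WT library belongs to. The WT libraries whose names share a prefix with the K777A and N779A libraries were therefore taken as the WT lines of Supplementary Table 5. That table lists 39005803 and 40223639 read pairs for the WT lines, 75600986 and 86775951 for K777A, and 58470964 and 55954185 for N779A.
Summed over CpG sites, 16496661 and 16722295 reads were available for the WT lines, 23382756 and 36029921 for K777A, and 20634266 and 21582669 for N779A. They covered 3584666 and 4725359 sites in WT, 9180097 and 10717789 in K777A, and 6832788 and 6594853 in N779A, at a mean between 2.55 (K777A replicate 1) and 4.60 reads (WT replicate 1). At least 10 reads lay on 348982 and 187033 sites in WT, 92922 and 384105 in K777A, and 169782 and 226043 in N779A, with a median depth of 11 or 12 reads.
Mean CpG methylation at these sites was 13.7% and 11.8% in the WT lines (12.7% ± 1.37, SD, n = 2), 3.26% and 6.51% in the K777A lines (4.88% ± 2.30, SD, n = 2) and 9.88% and 9.69% in the N779A lines (9.79% ± 0.137, SD, n = 2). Both K777A lines and both N779A lines lay below both WT lines, by 7.85 and 2.95 percentage points on average (exact permutation test, two-sided p = 0.33 for each mutant). The K777A replicates did not cover the same kinds of sites, since CpG-dense stretches made up 59.7% of the sites with at least 10 reads in replicate 1 and 24.0% in replicate 2. They made up 23.5% and 33.1% in the N779A lines and 12.0% and 17.4% in the WT lines. Within classes of CpG density, the N779A lines did not always lie below the WT lines: in CpG-dense stretches, methylation was 1.94% and 1.78% in the N779A lines and 1.68% and 1.41% in the WT lines, and at 1 to 2 CpG sites per 200 bp, it was 12.8% and 14.9% in the N779A lines and 15.2% and 14.3% in the WT lines. On the 1964 sites with at least 10 reads in both K777A and both WT lines, methylation was 4.43% ± 0.305 in K777A and 7.55% ± 0.539 in WT cells (SD, n = 2). On the 1256 such sites of N779A and WT, it was 7.04% ± 1.15 in N779A and 7.62% ± 0.510 in WT cells, a difference within the spread between lines.

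**Figure D3:**
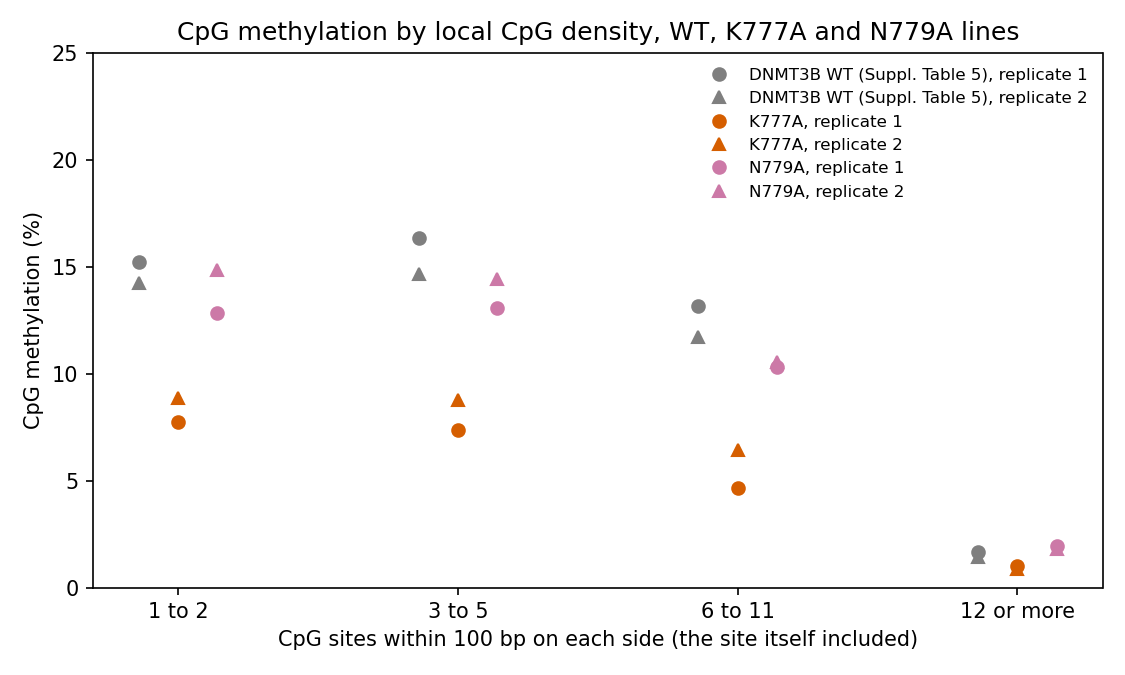
CpG methylation (%, vertical axis) of sites with at least 10 reads, by the number of CpG sites within 100 bp on each side (horizontal axis), for the WT, K777A and N779A lines. Each point is one line, and the K777A lines (7.75% and 8.87% at 1 to 2 CpG sites) lie below the WT lines (15.2% and 14.3%) in every class. The N779A lines (12.8% and 14.9%) do not, and both lie above the WT lines in the densest class.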

Similar to the in vitro analysis, the K777A mutation led to a G-to-T preference change at the +1 flanking site in all sequence contexts, relative to WT DNMT3B (Fig. 2d, 7c). In contrast, eRRBS analysis of TKO cells reconstituted with the N779A mutant (Supplementary Table 5 and Supplementary Fig. 15a–e) showed that this mutant retained a preference for a G at the +1 flanking site in the context of non-CpG DNA, resembling what was observed for WT DNMT3B (Fig. 2d, 7d). Nevertheless, the N779A mutation led to a modest decrease in the CpG specificity in vitro and in cells (Supplementary Fig. 16a–c), in line with its role in CpG recognition. These findings establish that K777 of DNMT3B functions as a crucial determinant sensing different sequence contexts flanking the methylation site, which is distinctive from what was observed for DNMT3A.

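At CpG sites with at least 10 reads, the share of methylation in K777A cells was 28.2% ± 0.570 for A at the +1 position, 17.2% ± 1.93 for C, 13.4% ± 0.163 for G and 41.3% ± 1.19 for T (SD, n = 2). In WT DNMT3B cells of the same experiment, it was 32.2% ± 0.201 for A, 14.4% ± 0.547 for C, 28.7% ± 0.182 for G and 24.6% ± 0.528 for T (SD, n = 2). The share of T minus that of G was 27.9 ± 1.03 percentage points in K777A and −4.12 ± 0.711 in WT cells, a change of 32.0 percentage points that is larger than the spread between lines. Both K777A lines lay above both WT lines (exact permutation test, two-sided p = 0.33).
With the limma test on every covered CpG site, a choice made after the data had been seen because the test as first designed left no context, 3156 of 4095 NNNCGNNN contexts differed. Of these, 1814 had higher and 1342 lower relative methylation in K777A cells. Without centring each line on its median context, 2752 contexts differed and 234 of them were higher, with a median change of −0.75 on the log2 scale in place of 0.25. The quasi-binomial regression called 2228 contexts, 2162 of them shared with limma. All 256 CCGG contexts were called lower in K777A cells (median log2 change −2.81), and 254 of the 256 ACGT contexts were called higher (1.24). TGCCGGCA was methylated to 1.26% ± 0.0848 in K777A and 28.8% ± 1.46 in WT cells (log2 change −3.98, SE 0.12, adjusted p = 1.17e-05, limma, n = 2). CGCCGGTT (−4.05) and AGCCGGCA (−3.98) were the other contexts with the largest relative loss. At CGCCGGTT (SE 0.58), the WT lines lay far apart, at 19.1% and 6.90%, and the K777A lines were at 0.522% and 0.301%. At AGCCGGCA (SE 0.19), methylation was 25.1% and 21.1% in the WT lines and 0.976% and 0.897% in the K777A lines. CCACGTGG was methylated to 14.7% ± 2.15 in K777A and 4.24% ± 0.237 in WT cells (log2 change 2.95, SE 0.13, adjusted p = 1.17e-05, limma, n = 2). CCACGTGA (2.81) and CCACGTGT (2.68) were next. From its eRRBS plots by +1 base, and with a similar result in vitro, the paper states that K777A changed the preference from G to T. It states this for all sequence contexts, and its plots show CpG and non-CpG sites and not NNNCGNNN contexts.

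**Figure D4:**
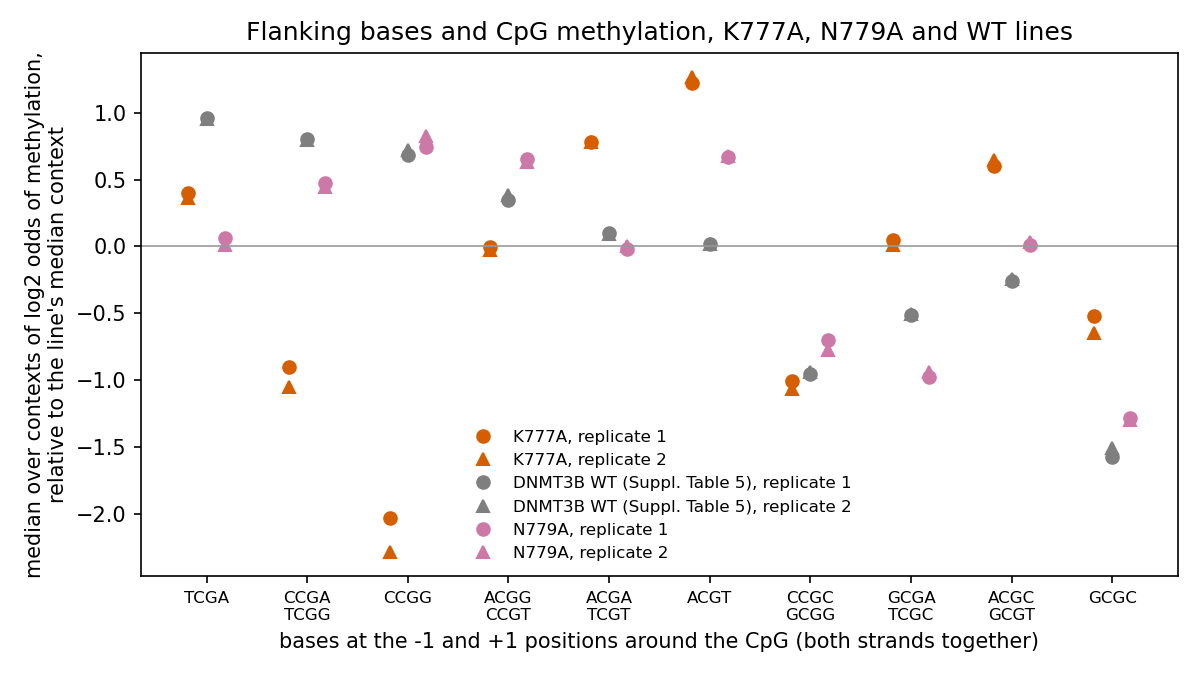
Relative methylation of contexts grouped by the base on either side of the CpG (horizontal axis), as the median log2 odds of methylation relative to the line's median context (vertical axis). Each point is one line, and CCGG lies at −2.03 and −2.28 in the K777A lines and at 0.68 and 0.72 in the WT lines.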

**Fig. 7:**
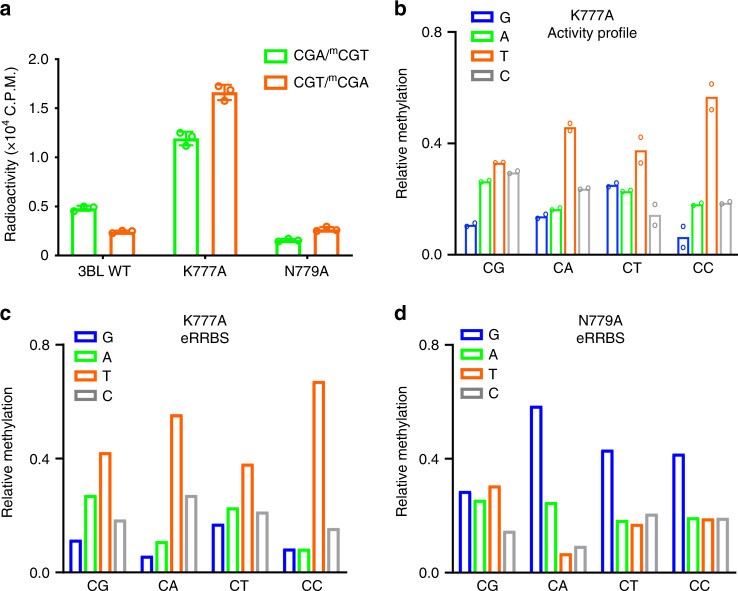
K777 mediates the +1 flanking site preference of DNMT3B. **a** In vitro methylation analysis of hDNMT3B–hDNMT3L, WT or mutants, on hemimethylated CGT and CGA DNA. The data and error estimate were derived from three independent measurements. **b** Deep enzymology profiles for CpG and non-CpG methylation of hDNMT3B K777A averaged for the different +1 flanking base pairs. The data show average methylation levels based on two independent experiments. **c**, **d** eRRBS-based methylation analysis of CpG and non-CpG methylation of DNMT3B K777A (**c**) and DNMT3B N779A (**d**) averaged for the different +1 flanking base pairs (depth of reads >10). Source data are provided as a Source Data file.

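For the CpG part of the N779A plot, the shares at sites with at least 10 reads were 25.8% ± 0.763 for A at the +1 position, 14.5% ± 0.563 for C, 28.4% ± 0.735 for G and 31.3% ± 0.535 for T (SD, n = 2). The share of T minus that of G was 2.90 ± 1.27 percentage points, 7.01 above its value in the WT DNMT3B lines of Supplementary Table 5. In N779A cells, T exceeded G at sites with at least 10 reads, but G exceeded T in both lines on all covered sites (means of 30.8% G and 28.6% T) and outside CpG-dense stretches (30.8% G and 27.8% T). With at least 5 reads (29.8% G and 29.6% T) and on sites with the same +1 base on both strands (32.9% G and 31.8% T), the mean of G was higher, but G exceeded T in replicate 1 and T exceeded G in replicate 2. The change from WT at sites with at least 10 reads was larger than the spread between lines, and both N779A lines lay above both WT lines (exact permutation test, two-sided p = 0.33). By the limma test on every covered CpG site, 1885 of 4095 contexts differed from WT, 895 with higher and 990 with lower relative methylation in N779A cells. Without centring, 1458 contexts differed and 353 of them were higher, with a median log2 change of −0.10 and not 0.05. The quasi-binomial regression called 1 context, which limma also called, and 1388 contexts at an unadjusted p under 0.05. Limma called 926 contexts without N779A replicate 1, 931 without N779A replicate 2, and 0 of 3037 with at least 10 reads per site, with 586 at an unadjusted p under 0.05. TCGA contexts had a median log2 change of −0.91, with 245 of 256 called lower in N779A cells, and ACGT contexts one of 0.62, with 216 of 256 called higher. The largest relative losses were at CGTCGACA (−2.45), TGTCGACG (−2.24) and CGTCGACC (−2.22), and CGTCGACA had 214 and 192 covered sites in the N779A lines and 96 and 125 in the WT lines. TGTCGACG is the reverse complement of CGTCGACA, so that these 2 are the same sequence in opposite orientations and not separate findings. The largest relative gains among the contexts called were at CCGCGCCG (2.50), CCGCGCGG (1.88) and TCGCGCCA (1.54). CCGCGCCG was methylated to 2.88% ± 0.0255 in N779A and 0.605% ± 0.243 in WT cells (SE 0.48, adjusted p = 0.00932, limma, n = 2). Non-CpG methylation of N779A was not analysed here.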

## Discussion

The functional interplay between DNMT3A and DNMT3B is critical for the dynamic programming of epigenetic regulation in development and disease. Through comprehensive structural, biochemical and enzymatic characterizations of DNMT3B and DNMT3A in CpG and non-CpG methylation, this study provides a detailed insight into the DNMT3B- and DNMT3A-mediated de novo methylation, explaining their distinct functionalities in cells.

The deep enzymology approach developed in this study, combined with the eRRBS-based cellular methylome profiling, allowed high-resolution characterization of the flanking sequence preferences of DNMT3A and DNMT3B, which manifest >100-fold different methylation rates of CpG sites across different sequence contexts. Importantly, our data demonstrate that the enzymatic divergence between DNMT3A and DNMT3B contributes to their differential activities on SatII repeats, providing one molecular explanation for why hypomethylation of SatII sequences is strongly connected with DNMT3B mutations, and DNMT3A cannot compensate for a lack of DNMT3B activity. The flanking sequence preferences of DNMT3A and DNMT3B also explain the previously observed preferences of both enzymes in mouse ES cells, where DNMT3B methylates minor satellite repeats and DNMT3A methylates major satellite repeats^17^.

Importantly, this study reveals a multi-layered substrate-recognition mechanism. First, the formation of a specific H-bond in the catalytic loop of DNMT3B gives rises to a reduced CpG/CpH specificity in DNMT3B, likely due to a conformational stabilization effect. Second, the different protein–DNA interactions at the RD interface of DNMT3B and DNMT3A diversify their intramolecular interaction between the RD interface and TRD, which triggers changes in the side-chain conformations of TRD-loop residues, including DNMT3B K777, S778, and N779, leading to a distinct TRD-DNA interaction of DNMT3B. Third, this study reveals a role of the TRD loop in fine-tuning substrate readout of DNMT3B. Strikingly, K777 undergoes significant side-chain conformational changes in response to changes in the major groove environments caused by different +1 bases, providing a mechanism for readout of +1 nucleotides by DNMT3B. This base shape-directed readout of the +1 flanking site by DNMT3B K777 on one hand may reduce the requirement for the N779-CpG contact when the CpG substrate is in a “favorable” flanking sequence context, on the other hand, shifts the preference of DNMT3B toward G at the +1 site on non-CpG substrates. This study therefore adds another example to the growing family of DNA-interacting proteins that recognizes the DNA shape as a readout mechanism^44^.

This study provides the molecular basis underlying the sequence preferences of DNMT3A and DNMT3B on the +1 flanking site. How other flanking sites (e.g., the −2 site, in which a preference toward T was observed for both DNMT3A and DNMT3B) affect DNMT3A- and DNMT3B-mediated methylation remains to be determined. It is also worth mentioning that the genomic targeting of DNMT3A and DNMT3B in cells are further regulated by additional factors, including their N-terminal domains and DNMT3L. For instance, a previous study has demonstrated that DNMT3L modulates cellular de novo methylation activities through focusing the DNA methylation machineries on well-chromatinized DNA templates^32^. In addition, despite that structural analysis of both DNMT3B–DNA and DNMT3A–DNA complexes reveals that DNMT3L does not directly engage in the DNA interaction, the role of DNMT3L in stimulating the enzymatic activity and/or stability of DNMT3A and DNMT3B has been well established^6–8,42,45^, which may attenuate the impact of the intrinsic sequence specificities of these enzymes on the landscape of DNA methylation^32^. How the intrinsic preferences of DNMT3A and DNMT3B interplay with other cellular factors in regulating genomic DNA methylation awaits further investigation.

## Methods

### Protein expression and purification

The MTase domains of human DNMT3B (residues 562–853 of NCBI accession NM_006892) or DNMT3A (residues 628–912 of NCBI accession NM_022552) were co-expressed with the C-terminal domain of human DNMT3L (residues 178–386 of NCBI accession NM_175867) on a modified pRSFDuet-1 vector (Novagen), in which the DNMT3B or DNMT3A sequence was preceded by a hexahistidine (His_6_) and SUMO tag. The *Escherichia coli* BL21 DE3 (RIL) cell strains transformed with the DNMT3A- or DNMT3B-expression plasmids were first grown at 37 °C, but shifted to 16 °C after induction by IPTG at an OD_600_ (optical density at 600 nm) of 0.8. The cells continued to grow overnight. The His_6_-SUMO-tagged DNMT3B or DNMT3A fusion proteins in complex with DNMT3L were purified using a Ni^2+^-NTA column. Subsequently, the His_6_-SUMO tag was removed through Ubiquitin-like-specific protease 1 (ULP1) cleavage, followed by ion exchange chromatography using a Heparin HP column (GE Healthcare) and further purification through size-exclusion chromatography on a HiLoad 16/600 Superdex 200 pg column (GE Healthcare) in a buffer containing 20 mM Tris-HCl (pH 8.0), 100 mM NaCl, 0.1% β-mercaptoethanol, and 5% glycerol. Purified protein samples were stored in −80 °C for future use. For DNMT3-alone methylation experiments the catalytic domains of murine DNMT3A (residues 608–908 of NM_001271753) and DNMT3B (residues 558–859 of NM_001271744) were expressed and purified as described^26,46^.

To generate the covalent protein–DNA complex, a 25-mer Zebularine-containing DNA (CGA: 5′-CAT GZG ATC TAA TTA GAT CGC ATGG-3′, CGT: 5′-GCA TGZ GTT CTA ATT AGA ACG CATG-3′, CAG: 5′-CAT GZA GTC TAA TTA GAC TGC ATGG-3′, Z: zebularine) was self-annealed and incubated with WT or mutant DNMT3B–DNMT3L in 20 mM Tris-HCl (pH 8.0), 20% glycerol, and 40 mM DTT at room temperature. The reaction products were further purified through a HiTrap Q XL column (GE Healthcare), followed by size-exclusion chromatography on a HiLoad 16/600 Superdex 200 pg column. The purified covalent protein–DNA complexes were concentrated to about 0.1–0.2 mM using Ultracel®-10 K Centrifugal Filters (Millipore) in a buffer containing 20 mM Tris-HCl (pH 8.0), 100 mM NaCl, 0.1% β-mercaptoethanol, and 5% glycerol.

### Crystallization and structure determination

The crystals of covalent complexes of WT or mutant DNMT3B–DNMT3L–DNA complexes were generated by the hanging-drop vapor-diffusion method at 4 °C from drops mixed from 0.5 μL of the protein solution and 0.5 μL of precipitation solution containing 0.1 M Tris-HCl (pH 8.0), 200 mM MgCl_2_, 8% PEG4000 and 0.2 mM AdoHcy. Crystals for the DNMT3B–DNMT3L tetramer in complex with the CGT were generated by the hanging-drop vapor-diffusion method at 16 °C, from drops mixed from 0.5 μL of DNMT3B–DNMT3L–DNA solution and 0.5 μL of precipitant solution containing 0.1 M Tris-HCl (pH 8.0), 100 mM MgCl_2_, 7% PEG8000 and 0.2 mM AdoHcy. All crystals were soaked in cryo-protectant made of the precipitation solution supplemented with 25% glycerol, before flash frozen in liquid nitrogen for X-ray data collection. The X-ray diffraction datasets for the DNMT3B-DNMT3L–DNA complexes were collected at selenium peak wavelength on the BL 5.0.1 or BL 5.0.2 beamlines at the Advanced Light Source, Lawrence Berkeley National Laboratory. The diffraction data were indexed, integrated, and scaled using the HKL 2000 program^47^. The structures of the complexes were solved by molecular replacement method using PHASER^48^, with the structure of DNMT3A–DNMT3L–DNA complex (PDB 5YX2) as a search model. Further modeling of the covalent DNMT3B–DNMT3L–DNA complexes was performed using COOT^49^ and subjected to refinement using the PHENIX software package^50^. The same R-free test set was used throughout the refinement. The statistics for data collection and structural refinement of the productive covalent DNMT3B–DNMT3L–DNA complexes are summarized in Supplementary Table 4. The structural figures were generated using the pymol software (https://pymol.org/2/).

### In vitro DNA methylation assays

DNA methylation kinetics shown in Figs. 3f, 4e, 7a, and Supplementary Fig. 16c were conducted using the C-terminal domains of DNMT3A–DNMT3L or DNMT3B–DNMT3L. A 20 μL reaction mixture contained 0.75 µM DNA, 0.3 µM DNMT3B–DNMT3L or DNMT3A–DNMT3L tetramer, 2.5 μM *S*-adenosyl-L-[methyl-^3^H]methionine (specific activity 18 Ci/mmol, PerkinElmer) in 50 mM Tris-HCl, pH 8.0, 0.05% β-mercaptoethanol, 5% glycerol and 200 μg/mL BSA. The DNA methylation assays were carried out in triplicate at 37 °C for 40 min before being quenched by addition of 5 µL of 10 mM unlabeled SAM. For detection, 12.5 µL of reaction mixture was spot on DEAE Filtermat paper (PerkinElmer) and dried. The DEAE paper was then washed sequentially with 3 × 5 mL of cold 0.2 M ammonium bicarbonate, 5 mL of Milli Q water, and 5 mL of ethanol. The DEAE paper was air dried and transferred to scintillation vials filled with 5 mL of ScintiVerse (Fisher). The radioactivity of tritium was measured with a Beckman LS6500 counter.

For experimental validation of the SatII preference of DNMT3B, the 6-bp SatII flanking sequence (TCCATTCGATGATG) was integrated into a regular 30-mer CpG substrate. As reference the AGGCGCCC substrate which is highly disfavored by DNMT3B was used and embedded in the same overall sequence context. Both substrates were used with a hemimethylated CpG site with methylation in lower strand and with a fully methylated CpG site. In each case, the activity observed with the fully methylated substrate was subtracted from the activity detected with the hemimethylated substrate to specifically determine the methylation of the target CpG in the upper DNA strand^30,51^.

DNA methylation kinetics shown in Figs. 1f, 4i, and Supplementary Figs. 3, 6a–c, 13 were measured using 1 µM biotinylated double-stranded 30-mer oligonucleotides containing a single CpG site basically as described^51^. Using a standard substrate GAG AAG CTG GGA CTT CCG GGA GGA GAG TGC^34^, flanking sequences selected to be preferred or disfavored by DNMT3A and DNMT3B were inserted as described in the text and figure legends. In all substrates, the lower DNA strand was biotinylated. To study the specific methylation of one CpG site in one DNA strand, each different oligonucleotide substrate was used in hemimethylated form and with the central CpG site in fully methylated form and the methylation rate observed with the fully methylated substrate was subtracted from the rate observed with corresponding the hemimethylated one. DNA methylation was measured by the incorporation of tritiated methyl groups from radioactively labeled SAM (PerkinElmer) into the biotinylated substrate using an avidin–biotin methylation plate assay^46^. The methylation reactions were carried out in methylation buffer (20 mM HEPES pH 7.5, 1 mM EDTA, 50 mM KCl, 0.05 mg/ml bovine serum albumin) at 37 °C using 2 µM WT or mutant DNMT3A or DNMT3B catalytic domain. The reactions were started by adding 0.76 µM radioactively labeled SAM. The initial slope of the enzymatic reaction was determined by linear regression. In Fig. 4i, as reference substrate a biotinylated 509-mer DNA containing 58 CpG sites was used at a concentration of 100 nM^46,51^.

### Deep enzymology experiments

Single-stranded DNA oligonucleotides used for generation of double-stranded substrates with CpH or methylated CpG sites embedded in a 10 nucleotide random context were obtained from IDT. The second strand synthesis was conducted by a primer extension reaction using one universal primer. The obtained mix of double-stranded DNA oligonucleotides was methylated by murine DNMT3A or DNMT3B catalytic domain for 60 min at 37 °C in the presence of 0.8 mM S-adenosyl-L-methionine (Sigma) in reaction buffer (20 mM HEPES pH 7.5, 1 mM EDTA, 50 mM KCl, 0.05 mg/mL bovine serum albumin). Reactions were stopped by shock freezing in liquid nitrogen, then treated with proteinase K for 2 h. Afterward, the DNA was digested with the BsaI-HFv2 enzyme and a hairpin was ligated using T4 DNA ligase (NEB). The DNA was bisulfite-converted using EZ DNA Methylation-Lightning kit (ZYMO RESEARCH) according to the manufacturer protocol, purified and eluted with 10 µL ddH_2_O.

Libraries for Illumina Next-Generation Sequencing (NGS) were produced with the two-step PCR approach. In the first PCR, 2 µL of bisulfite-converted DNA were amplified with the HotStartTaq DNA Polymerase (QIAGEN) and primers containing internal barcodes using following conditions: 15 min at 95 °C, 10 cycles of 30 s at 94 °C, 30 s at 50 °C, 1 min and 30 s at 72 °C, and final 5 min at 72 °C; using a mixture containing 1x PCR Buffer, 1x Q-Solution, 0.2 mM dNTPs, 0.05 U/µL HotStartTaq DNA Polymerase, 0.4 µM forward and 0.4 µM reverse primers in a total volume of 20 µL. In the second PCR, 1 µL of obtained products were amplified by Phusion Polymerase (Thermo) with another set of primers to introduce adapters and indices needed for NGS (30 s at 98 °C, 10 cycles—10 s at 98 °C, 40 s at 72 °C, and 5 min at 72 °C). PCRII was carried out in 1x Phusion HF Buffer, 0.2 mM dNTPs, 0.02 U/µL Phusion HF DNA Polymerase, 0.4 µM forward and 0.4 µM reverse primers in a total volume of 20 µL. Obtained libraries were pooled in equimolar amounts and purified using NucleoSpin^®^ Gel and PCR Clean-up kit (Macherey-Nagel), followed by a second purification step of gel extraction and size exclusion with AMPure XP magnetic beads (Beckman Coulter). Sequencing was performed at the Max Planck Genome Centre Cologne.

Bioinformatics analysis of obtained NGS data was conducted with the tools available on the Usegalaxy.eu server^52^ and with home written programs. Briefly, fastq files were analyzed by FastQC, 3′ ends of the reads with a quality lower than 20 were trimmed and reads containing both full-length sense and antisense strands were selected. Next, using the information of both strands of the bisulfite-converted substrate the original DNA sequence and methylation state of both CpG sites was reconstituted. CpH and CpN data were split into CpG, CpA, CpT, and CpC, as appropriate. In each case average methylation levels of each NNCGNN and NNNCGNNN site were determined. Pearson correlation factors were calculated using Excel. Each experiment was performed in two independent repeats. For downstream analysis, DNMT3A data of repeat 1 and the combined data of DNMT3B were used for further analysis, based on their comparable methylation levels. Sequence logos were calculated using Weblogo 3 (http://weblogo.threeplusone.com/).

### Plasmids

The plasmid that contains the isoform 1 of human *DNMT3B* (*DNMT3B1*) was purchased from Addgene (cat # 35522). The *DNMT3B1* cDNA was then fused to an N-terminal Flag tag by PCR, followed by subcloning into the pPyCAGIZ vector^33^ (a gift of J. Wang). The pPyCAGIZ construct was generated for expression of the isoform 1 of human *DNMT3A* (*DNMT3A1*)^33^. Point mutation was generated by a QuikChange II XL Site-Directed Mutagenesis Kit (Agilent). All plasmid sequences were verified by sequencing before use.

### Cell lines and tissue culture

The mouse embryonic stem cell line lacking *DNMTs* (*Dnmt1*^−/−^ *Dnmt3a*^−/−^ *Dnmt3b*^−/−^ or TKO-ESCs; a gift from Dr. M. Okano) were cultivated on gelatin-coated dishes in the high-glucose DMEM base medium (Invitrogen) supplemented with 15% of fetal bovine serum (FBS, Invitrogen), 1x nonessential amino acids (Invitrogen), 0.1 mM of β-mercaptoethanol, and 1000 units/mL of leukemia inhibitory factor (ESGRO). 3KO-ESCs were transfected by Lipofectamine 2000 (Invitrogen) with the pPyCAGIZ empty vector or that carrying WT *DNMT3A1*, WT *DNMT3B1* or its mutant. Transduced ES cells were selected in culture medium with 50 μg/mL Zeocin (Invitrogen) for over 2 weeks, following by establishment of pooled stable-expression cell lines and independent single-cell-derived clonal lines as described before^33^.

### Antibodies and western blotting

Antibodies used for immunoblotting include DNMT3B (Santa Cruz Bio., G-9: sc-376043; 1:2000), DNMT3A (Abcam ab2850; 1:2000), and α-Tubulin (Sigma; 1:5000). Total protein samples were prepared by cell lysis with SDS-containing Laemmli sample buffer followed by brief sonication. Extracted samples equivalent to 100,000 cells were loaded to the SDS-PAGE gels for western blot analysis.

### Quantification of 5-methyl-2′-deoxycytidine in genomic DNA

Genomic DNA was enzymatically digested into nucleoside mixtures, and the enzymes were removed by chloroform extraction. The samples were concentrated and subjected to LC-MS/MS and LC-MS/MS/MS analysis for quantifications of 5-mdC and dG, respectively. The amounts of 5-mdC and dG were calculated based on area ratios of peaks in selected-ion chromatograms (SICs) for the analytes over their corresponding isotope-labeled standards, the amounts of the labeled standards added (in moles) and the calibration curves. The final levels of 5-mdC were calculated by comparing the moles of 5-mdC relative to those of dG.

### eRRBS and data analysis

eRRBS analysis of different cell samples was carried out in parallel to generate datasets for across-sample comparisons (such as WT DNMT3A1 versus DNMT3B1, or WT vs. mutant). Specifically, eRRBS was performed after DNA cleavage with restriction enzymes of MspI, BfaI, and MseI as described before^33^, followed by deep sequencing with an Illuminia sequencer (High Throughput Genomic Sequencing Facility [HTSF], UNC at Chapel Hill). For data analysis, general quality control checks were performed with FastQC v0.11.2 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The last 5 bases were clipped from the 3′ end of every read due to questionable base quality in this region, followed by filtration of the sequences to retain only those with average base quality scores of more than 20. Examination of the 5′ ends of the sequenced reads indicated that 70–90% (average 83.0%) were consistent with exact matches to the expected restriction enzyme sites (i.e., MspI, BfaI, and MseI). Approximately 85% of both ends were consistent with the expected enzyme sites. Adapter sequence was trimmed from the 3′ end of reads via Cutadapt v1.2.1 (parameters -a AGATCGGAAGAG -O 5 -q 0 -f fastq; 10.14806/ej.17.1.200). Reads shorter than 30 nt after adapter-trimming were discarded. Filtered and trimmed datasets were aligned via Bismark v0.18.1 (parameters -X 1000 -non_bs_mm)^53^ using Bowtie v1.2^54^ as the underlying alignment tool. The reference genome index contained the genome sequence of enterobacteria phage λ (NC_001416.1) in addition to the mm10 reference assembly (GRCm38). For all mapped read pairs, the first 4 bases at the 5′ end of read1 and the first 2 bases at the 5′ end of read2 were clipped due to positional methylation bias, as determined from QC plots generated with the ‘bismark_methylation_extractor’ tool (Bismark v0.18.1). To avoid bias in quantification of methylation status, any redundant mapped bases due to overlapping read ends from the same read pair were trimmed. Read pairs in which either read end had 3 more or methylated cytosines in non-CpG context were assumed to have escaped bisulfite conversion and were discarded. Finally, mapped read pairs were separated by genome (mm10 or phage λ). Read pairs mapped to phage λ were used as a QC assessment to confirm that the observed bisulfite conversion rate was >99%. Read pairs mapped to the mm10 reference genome were used for downstream analysis. 

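In the collapsed counts, 1 value covers the CpG on both strands, and the base read here as +1 is that of the forward strand. On the reverse strand, the +1 base is the complement of the base before the CpG. The +1 base is therefore the same for every read only at sites where both strands have the same +1 base. At such sites with at least 10 reads, the share of methylation in DNMT3A cells was 23.3% for A, 20.7% for C, 25.3% for G and 30.8% for T, as the mean of 2 lines. The shares for WT DNMT3B were 37.8% for A, 8.12% for C, 33.7% for G and 20.4% for T in the lines of Supplementary Table 3, and 39%, 7.83%, 32.6% and 20.6% in those of Supplementary Table 5. For K777A, they were 30.5% for A, 11.2% for C, 6.75% for G and 51.5% for T, and for N779A 26.2%, 9.06%, 32.9% and 31.8%. N656I had 40.4% for A, 4.60% for C, 40.7% for G and 14.3% for T. The SD between lines was at most 2.86 percentage points, for C in DNMT3A cells.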

Although the eRRBS data does carry stranded information, data from the plus and minus strands have been collapsed in this analysis.

Calling of methylated cytosine was performed with Bismark. The non-conversion rates of produced eRRBS datasets were all <0.3% and the statistical significance of methylation at each C site was assessed by binomial testing as described^33^. Following initial analysis of each individual dataset, results from the replicated eRRBS experiments that show good correlation were then combined for following analysis, with only those sites with a coverage of 10 reads or more used to determine the averaged methylation plots shown in main figures.

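Between the replicates of the mutants and of the second set of WT lines, Pearson's r across CpG sites with at least 10 reads in both lines was 0.455 for N656I (156806 sites), 0.403 for K777A (30041 sites), 0.344 for N779A (12502 sites) and 0.247 for WT DNMT3B of Supplementary Table 5 (15934 sites). Across NNNCGNNN contexts, with each line's own sites with at least 10 reads and at least 20 of these per context, it was 0.947 for N656I, 0.802 for K777A, 0.787 for N779A and also 0.787 for these WT lines. With every covered site, r across contexts was 0.984 for DNMT3A, 0.984 for N656I, 0.980 for K777A and 0.971 for N779A. For WT DNMT3B, it was 0.959 in the same lines of Supplementary Table 5. In those of Supplementary Table 3, it was 0.905. These correlations run across sites or contexts, which are not independent replicates. When the reads of both replicates were combined before the minimum of 10 reads was applied, mean CpG methylation was 34.4% for DNMT3A, 15.1% and 13.1% for WT DNMT3B of Supplementary Tables 3 and 5, 12.2% for N656I, 6.46% for K777A and 10.5% for N779A.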

### External datasets

Publically available database entries used in this study: *M*. *musculus* minor satellite DNA: Genebank Z22168.1, *Mus musculus* isolate 022 major satellite repeat sequence: EF028077.1, *Mus musculus* endogenous virus intracisternal A-particle: AF303453.1, Enterobacteria phage lambda, complete genome: NC_001416.1, human DNMT3B: NM_006892, human DNMT3A: NM_022552, Crystal structure of DNMT3A–DNMT3L in complex with CGT DNA: PDB 5YX2, and GRCm38 *Mus musculus* genome sequence mm10 (https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

## Data Availability

Coordinates and structure factors for the DNMT3B complexes have been deposited in the Protein Data Bank under accession codes 6U8P, 6U8V, 6U8X, and 6U8W. The deep enzymology data have been deposited in the data repository of the University of Stuttgart DARUS (https://darus.uni-stuttgart.de/) under 10.18419/darus-627. The eRRBS data have been deposited in Gene Expression Omnibus (GEO) with the accession number GSE145899. The source data underlying Figs. 1a, e, f, 2a, b, 3f, 4a, d, e, i, 7a, b, and Supplementary Figs. 3a, b, 4b, 6a–c, 12a, 13, 15a, b, 16c are provided as a Source data file.

## Source data

Source Data

# Supplementary material for: Comprehensive structure-function characterization of DNMT3B and DNMT3A reveals distinctive de novo DNA methylation mechanisms
**Source:** Nat Commun. 2020 Jul 3;11:3355. doi: 10.1038/s41467-020-17109-4
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### **Comprehensive structure-function characterization of DNMT3B and DNMT3A reveals distinctive *de novo* DNA methylation mechanisms**

Linfeng Gao, Max Emperle, Yiran Guo, Sara A Grimm, Wendan Ren, Sabrina Adam, Hidetaka Uryu, Zhi-Min Zhang, Dongliang Chen, Jiekai Yin, Michael Dukatz, Hiwot Anteneh, Renata Z. Jurkowska, Jiuwei Lu, Yinsheng Wang, Pavel Bashtrykov, Paul A Wade, Gang Greg Wang, Albert Jeltsch, Jikui Song

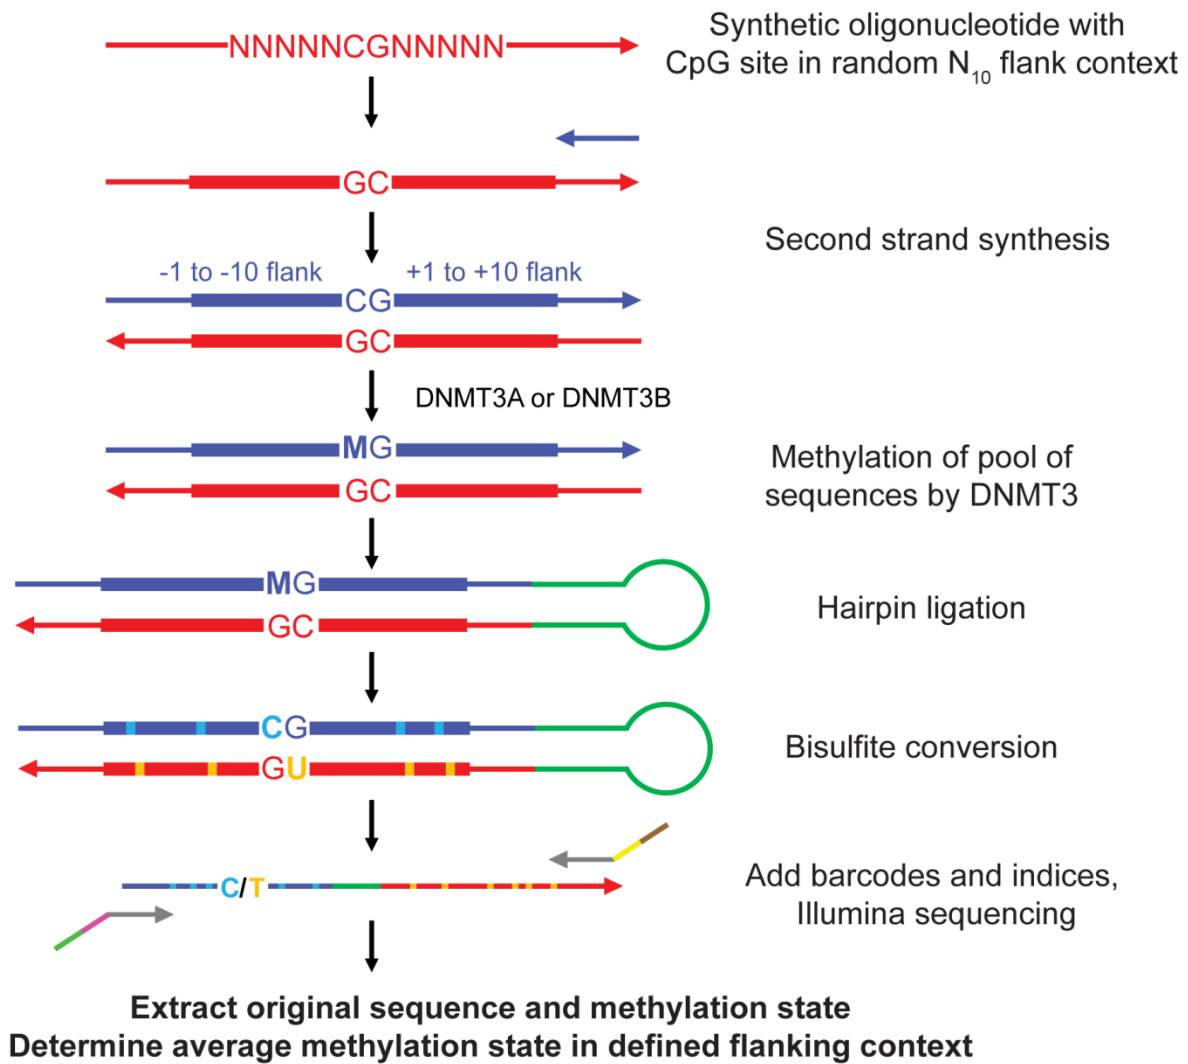

**Supplementary Figure 1. Deep enzymology workflow allowing the methylation of pools of DNA substrates containing target sites in randomized sequence contexts.** Pools of DNA substrates with a target CpG site in a randomized flanking context were generated using a synthetic oligonucleotide, which contains one target CpG site flanked by 10 random nucleotides on each side as starting point. In addition, randomized oligonucleotides were used containing the target cytosine followed by 5-methylcytosine (allowing to study the methylation preferences in the context of hemimethylated CpG sites) and in CpH (H=adenine, thymine, or cytosine) or CpN (N=adenine, guanine, thymine, or cytosine) context. Libraries of double stranded DNA substrate molecules containing CpG (or variants thereof) sites in randomized flanking context were then prepared by primer extension. The purified double stranded substrate library was incubated with DNMT3A or DNMT3B in methylation buffer containing AdoMet leading to the methylation of the target sites, depending on the enzymes' preferences for the respective flanking sequence. After stopping the methylation

reactions, a hairpin was ligated to the DNA substrates. Next, bisulfite conversion was carried out which converts cytosine to uracil, but leaves 5-methylcytosine intact. This was followed by amplification with primers specific for the converted DNA. Libraries for Illumina Next Generation Sequencing (NGS) were generated in a two-step PCR approach adding barcodes and indices. After determination of concentrations and validation of the products on acrylamide gels, the products from different methylation reactions were pooled in appropriate ratios and analyzed by Illumina NGS. Data were generated in independent repeats and sequenced at great depth (Supplementary Table 1). Control experiments without enzyme were conducted to determine the efficiency of the bisulfite conversion (Supplementary Table 1). Afterwards, the reads were filtered for duplicates and sequencing errors. For each read, the original flank sequence and the methylation state was extracted and compiled in a database. Later average methylation levels in different flanking sequence contexts were extracted, for example in CN, CNN, NNCGNN or NNNCGNNN contexts.

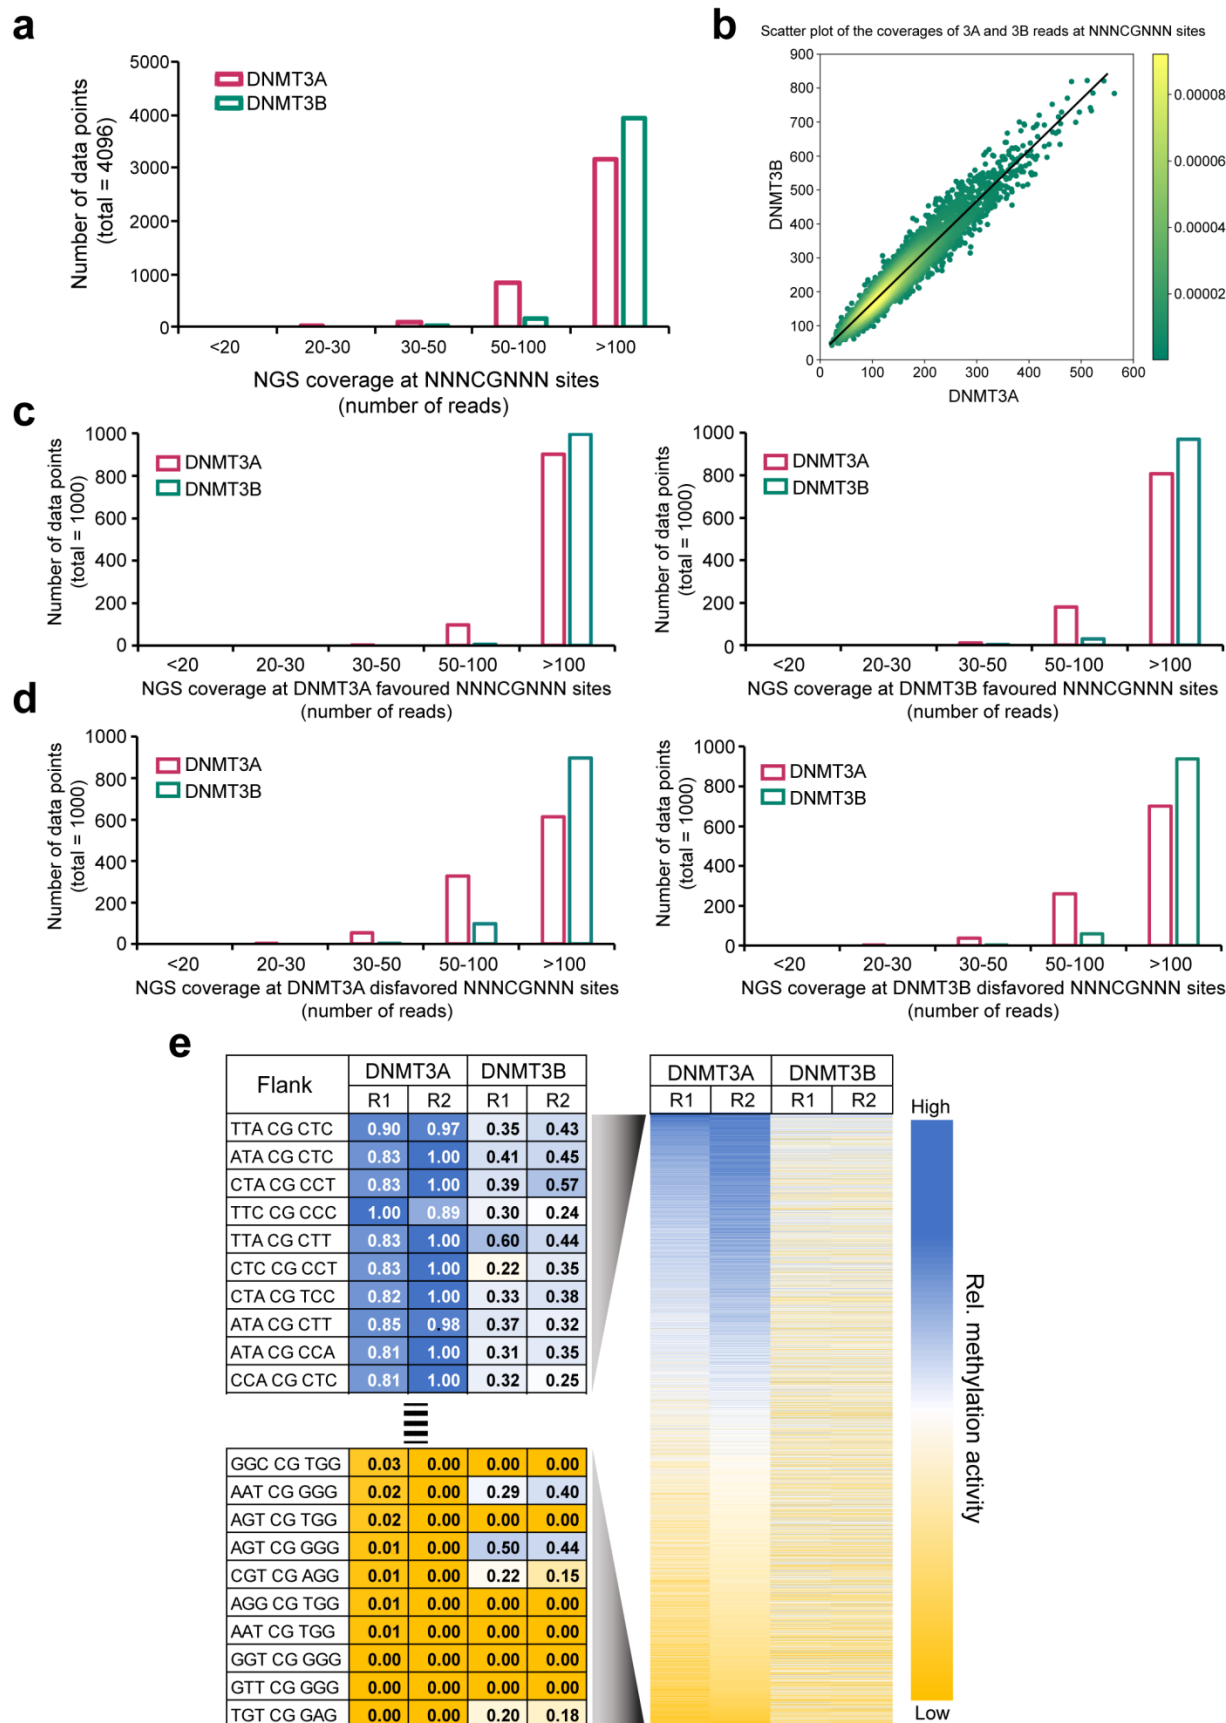

**Supplementary Figure 2. Additional data regarding deep enzymology flanking sequence preferences.** **(a,b)** Bar (a) and Scatter (b) plots showing the coverage of all 4096 NNKCGNNN sequences for NGS analysis of combined data from two consistent replicates. **(c)** Bar plots showing the coverage of the top 1000 NNKCGNNN sites most favored by mDNMT3A (left) or mDNMT3B (right). **(d)** Bar plots showing the coverage of the top 1000 NNKCGNNN sites most disfavored by mDNMT3A (left) or mDNMT3B (right) based on combined data from two consistent replicates. **(e)** Heatmap of the activities of mDNMT3A and mDNMT3B in 4096 different NNKCGNNN flanking contexts in two experiments showing the close correlation of the experimental repeats of both data sets and the pronounced differences between mDNMT3A and mDNMT3B. Data are sorted for DNMT3A activity. The left part shows an enlargement of the first and last 20 lines of the heatmap also including the corresponding sequences and normalized activity levels.

**a**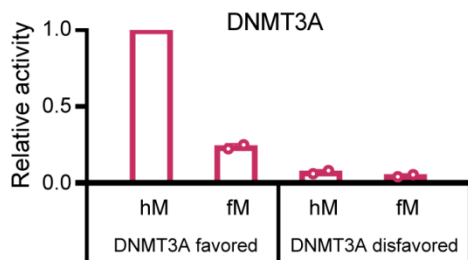**b**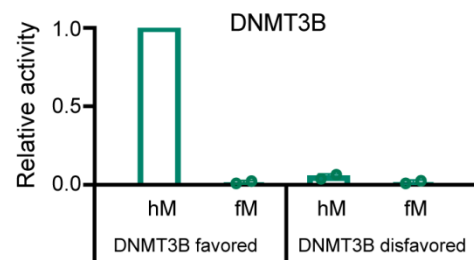

**Supplementary Figure 3. Validation of the deep enzymology experiments. (a-b)**

Enzymatic validation of DNMT3A (a) or DNMT3B (b) on favored and disfavored substrates, using the MTase domains of mDNMT3A and mDNMT3B analyzed by radioactive methylation assays. For both enzymes, the 4096 NNNCGNNN flanks were sorted by preferences as indicated in Supplementary Fig. 2e. For mDNMT3A, the TTACCGCCC (rank 49) and AGTCCGTGG (rank 4014) sites were selected as favored and disfavored substrates, respectively, and subjected to methylation assays. For mDNMT3B, the CTACCGGCT (rank 330) and AGTCCGCAA (rank 3328) sites were selected as favored and disfavored substrates. Each substrate was used in hemimethylated form and with fully methylated CpG site to control for methylation of cytosine residues at other places of the substrate. The specific methylation of the CpG in the upper DNA strand is given by the difference of the activities observed on the hemi- and fully methylated substrates. Average values based on two experimental repetitions are displayed.

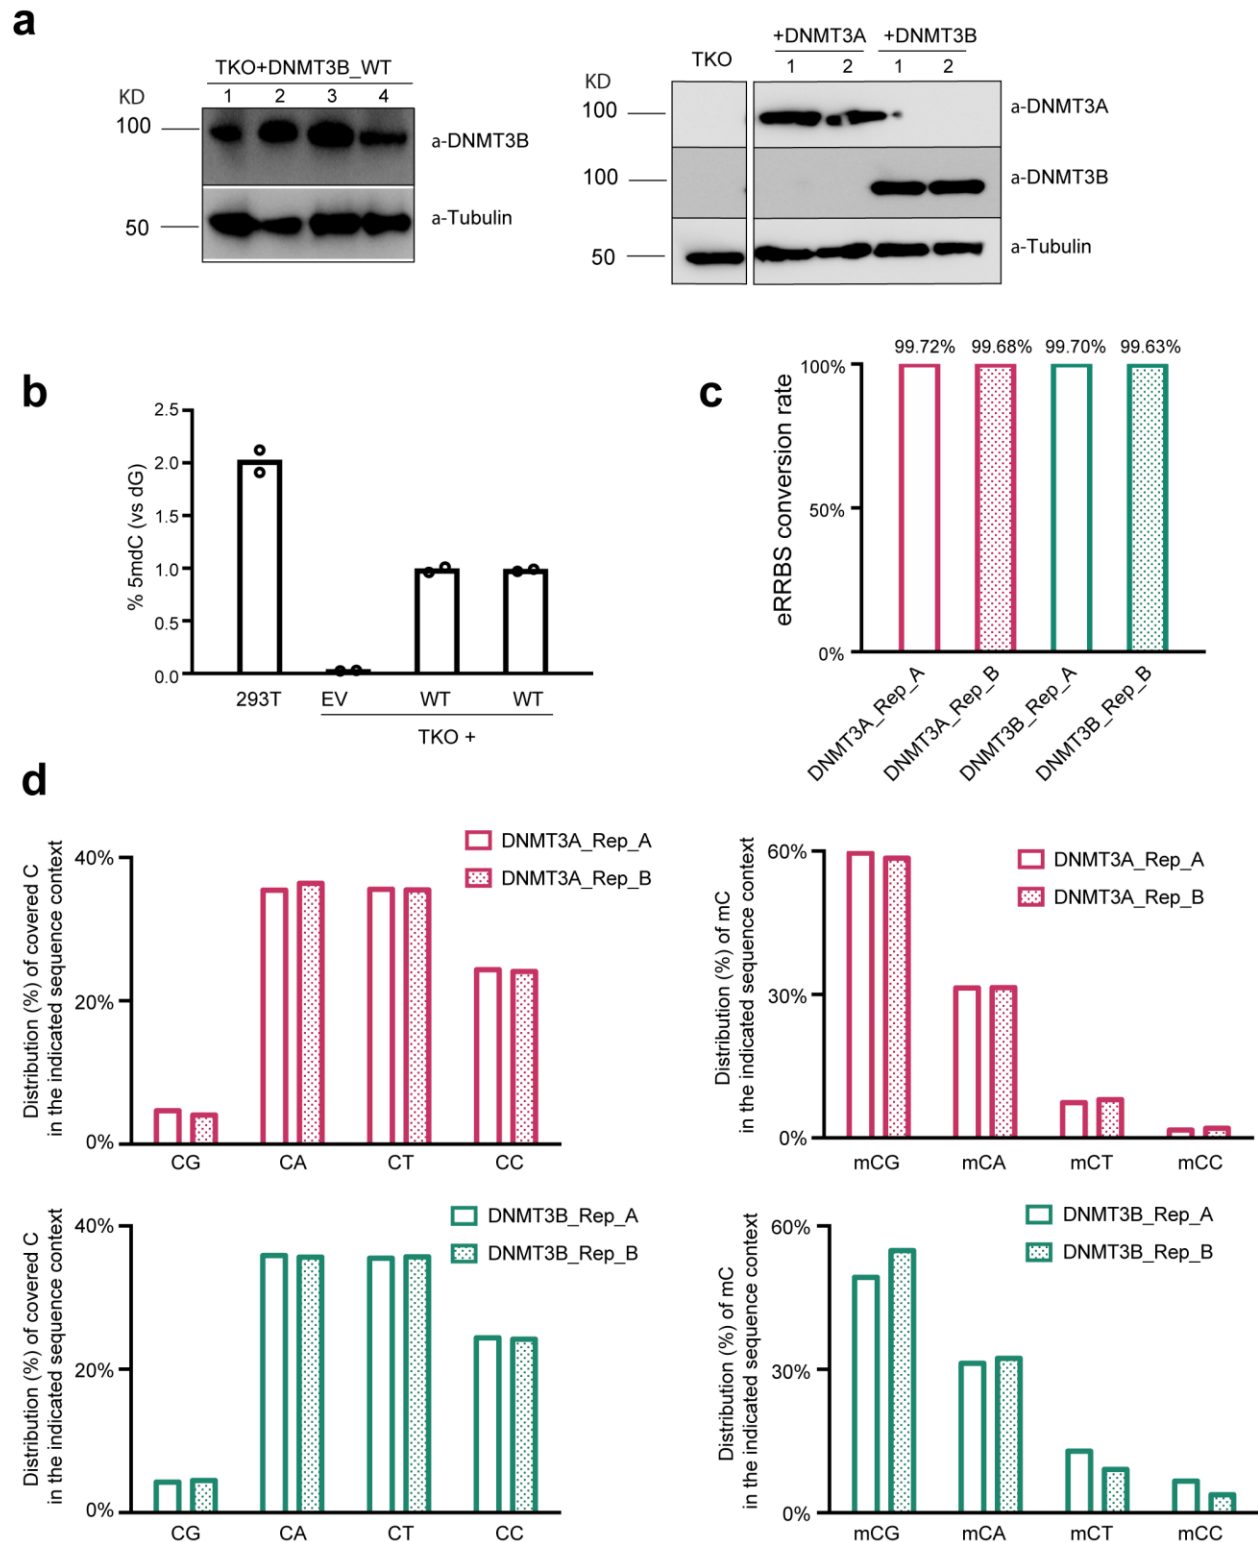

stable cell lines used for follow-up studies. TKO cells serve as negative. EV, empty vector. **(b)** LC–MS analysis reveals the global 5-methyl-2'-deoxycytidine (5-mdC) levels (indicated as 5-mdC/2'-deoxyguanosine ratio on the y-axis) in the TKO ES cells after stable transduction of empty vector or hDNMT3B (n = 2 replicates). **(c)** Bisulfite conversion rates observed in the independent eRRBS samples as determined by the unmethylated lambda DNA spike-in control. **(d)** eRRBS-based methylome profiling shows distribution of the total number of mapped C sites (two left panels) and methylated C (two right panels) with the indicated CpN sequence context in each biological replicate (rep A and B) of TKO lines rescued with either DNMT3A (two upper panels) or DNMT3B (two bottom panels).

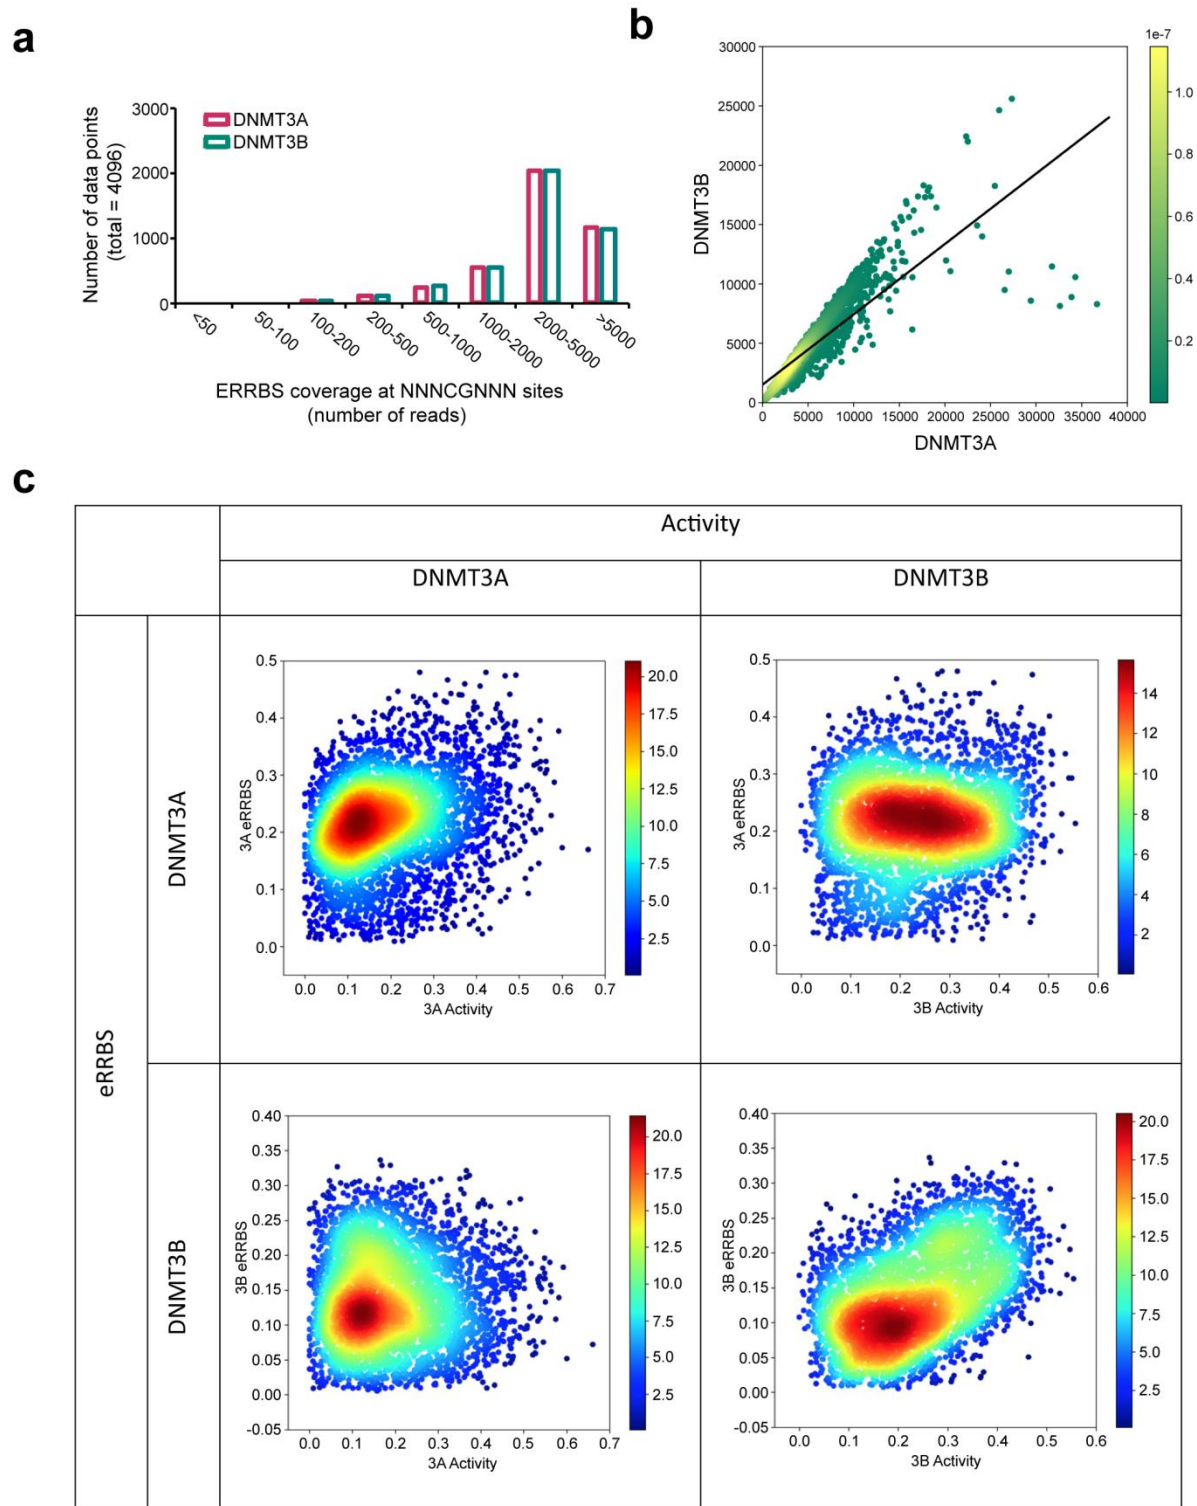

**Supplementary Figure 5. Correlation of the NGS-based activity and eRRBS-based methylation level ratios of DNMT3B/DNMT3A. (a,b)** Bar (b) and Scatter (c) plots showing the coverage of all 4096 NNCGNN sites in the eRRBS analysis of DNMT3B

and DNMT3A based on combined data from two consistent replicates. **(c)** Scatter plot showing the correlation between the eRRBS methylation levels at NNNCGNNN sites introduced by DNMT3A and DNMT3B in ESC TKO cells and NGS-based methylation activities of DNMT3A and DNMT3B.

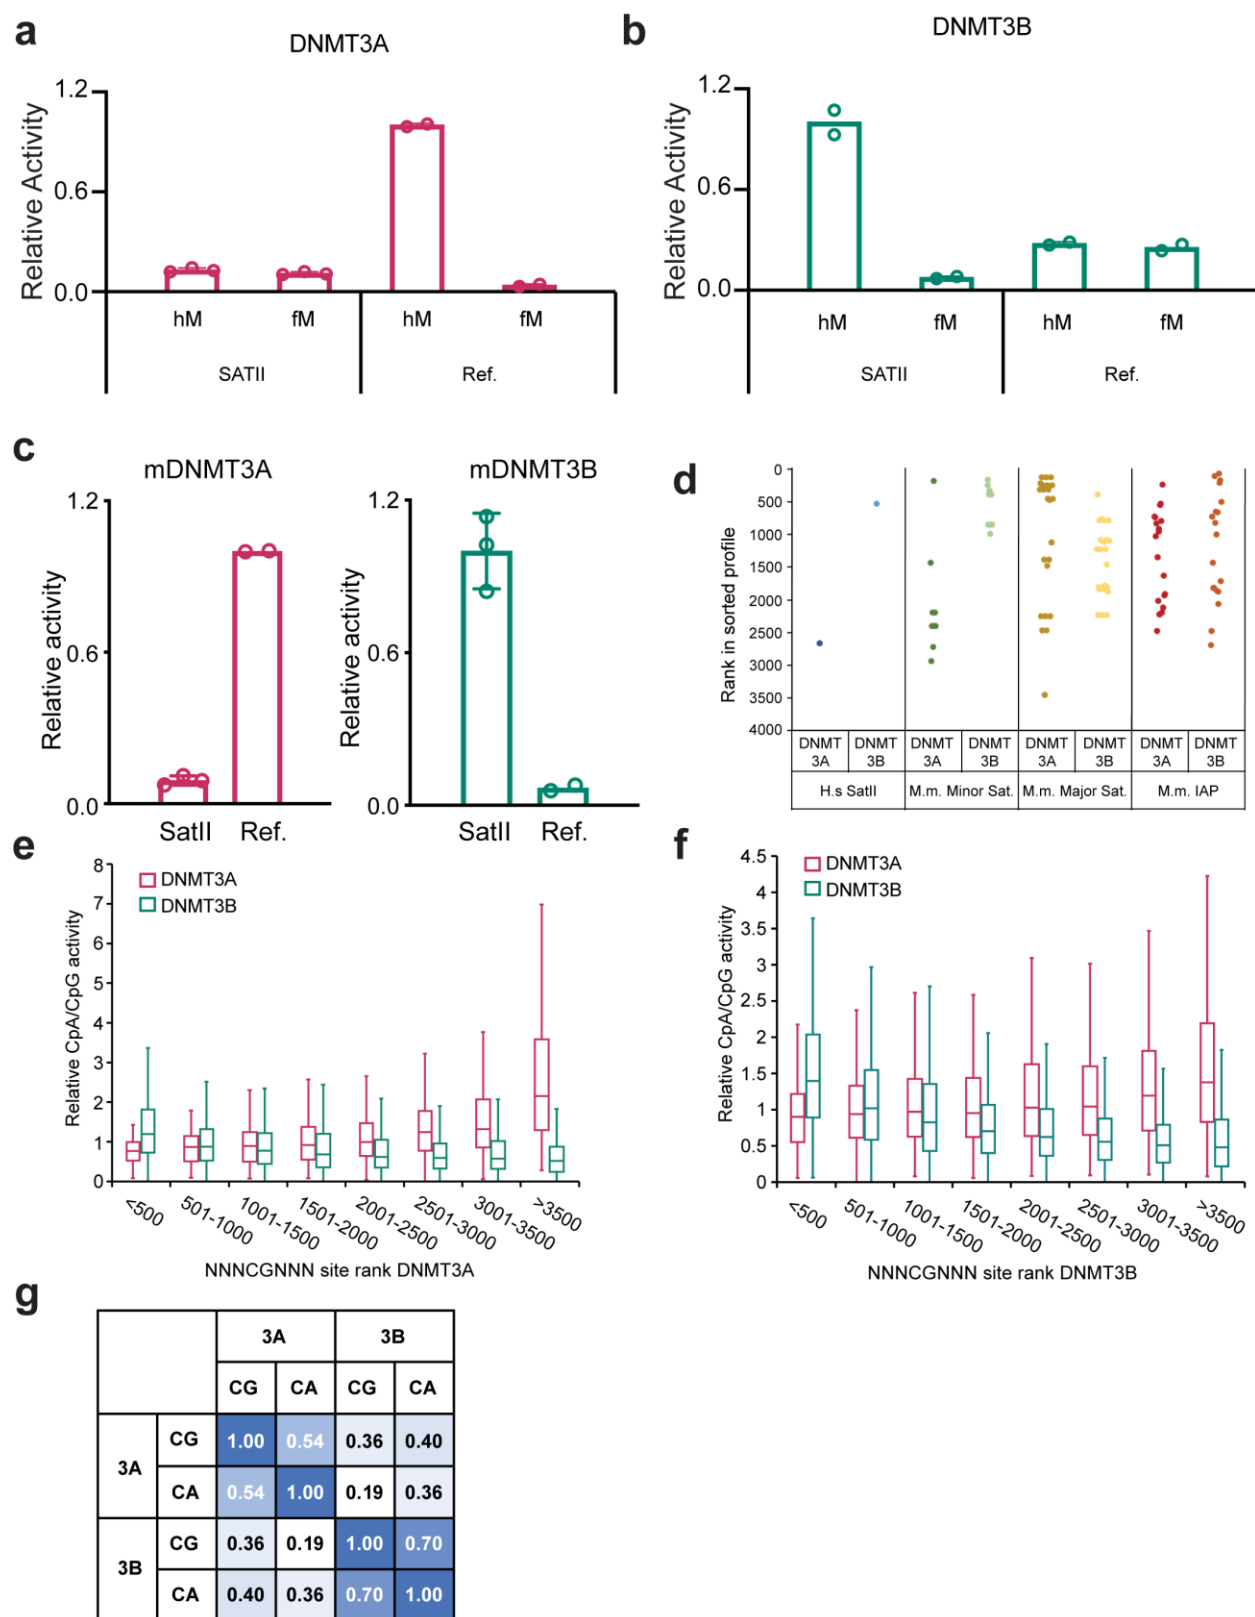

**Supplementary Figure 6. Additional information regarding the flanking sequence preferences of DNMT3A and DNMT3B. (a,b) Detailed data regarding Fig. 1f.**

Enzymatic validation of SatII and reference sequences as a substrate for hDNMT3A (a) or hDNMT3B (b), using the MTase domains of DNMT3A and DNMT3B, respectively, analyzed by radioactive methylation assays. Each substrate was used in hemimethylated form and with fully methylated CpG site and the activity observed with the fully methylated CpG site substrate was subtracted from the methylation detected with the hemimethylated form to specifically determine the methylation of the CpG in the upper DNA strand.  $n = 2$  replicates. **(c)** Experimental validation of the SatII preference of mouse DNMT3B (mDNMT3B) by radioactive methylation assays. The methylation activity of mDNMT3B and mouse DNMT3A (mDNMT3A) was normalized to the more active substrate. Data are mean  $\pm$  SD of three replicates for SatII substrate and mean of two replicates for reference, respectively. **(d)** Sequence preferences of DNMT3A and DNMT3B for CpG sites in human SatII and mouse repetitive elements. All CpG sites from human SatII repeats ( $n = 1$ ), mouse minor satellite repeats (Genbank Z22168.1) ( $n=9$ ), major satellite repeats (Genbank EF028077.1) ( $n = 23$ ) and IAP elements (Genbank AF303453.1) ( $n = 19$ ) were retrieved. The figure shows the rank of each site in the mDNMT3A and mDNMT3B preference profiles only considering the more preferred DNA strand. A low rank corresponds to high activity. For average values of DNMT3A/DNMT3B ratios refer to Fig. 2d. **(e,f)** The relative CpA/CpG methylation activity of DNMT3A or DNMT3B as a function of NGS-based substrate preference rank for DNMT3A (e) or DNMT3B (f). The box indicates the 1<sup>st</sup> and 3<sup>rd</sup> quartile with mean indicated. Whiskers show the data range. **(g)** Pearson correlation coefficients of CpG and CpA methylation of mDNMT3A and mDNMT3B in NNCGNN flanking sequence context. Note the higher CpG/CpA correlation in mDNMT3B.

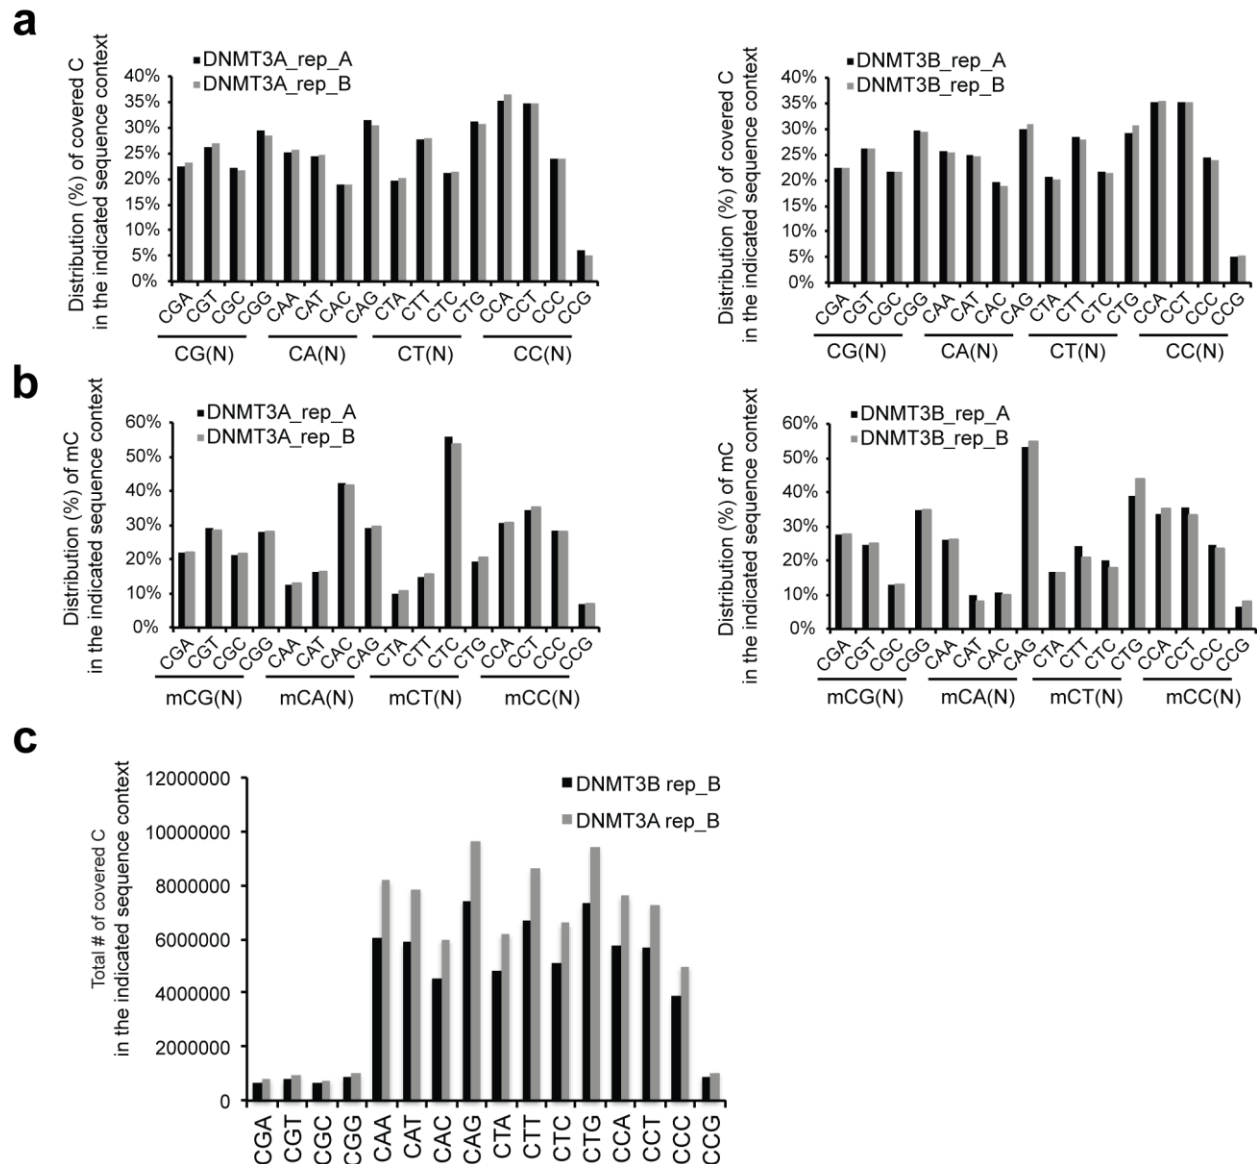

**Supplementary Figure 7. Additional controls regarding the context-dependent DNA methylation by DNMT3A and DNMT3B in cells. (a,b)** Distribution of the total number of mapped C sites (a) and methylated C (b) with the indicated CNN sequence context in each biological replicate (rep A and B) of the eRRBS methylome profiling of TKO lines rescued with either WT hDNMT3A (left panel) or hDNMT3B (right panel). **(c)** Total counts for the indicated sequence context as covered by the eRRBS-based methylome profiling in cells.

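For the CGN bars of these plots, the covered CpG sites and the methylated reads of each line were counted by the base at the +1 position, without a minimum number of reads. Of the covered sites, G followed the CpG at 29.4% and 28.9% in the DNMT3A lines and at 29.8% and 30.1% in the DNMT3B lines, and C at 21.4% and 21.3% in the DNMT3A lines and at 21.2% and 22.1% in the DNMT3B lines. The share of A was between 22.2% and 23.0% and that of T between 25.7% and 26.8% over the 4 lines. Of the methylated reads in the DNMT3A lines, 22.0% and 22.4% had A, 21.1% and 21.1% C, 27.8% and 27.1% G, and 29.0% and 29.5% T. In the DNMT3B lines, 27.6% and 28.7% of methylated reads had A, 13.1% and 13.2% C, 34.5% and 32.9% G, and 24.7% and 25.2% T. These are single values per line, and each group has 2 lines. The counts for CHN contexts were not analysed here.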

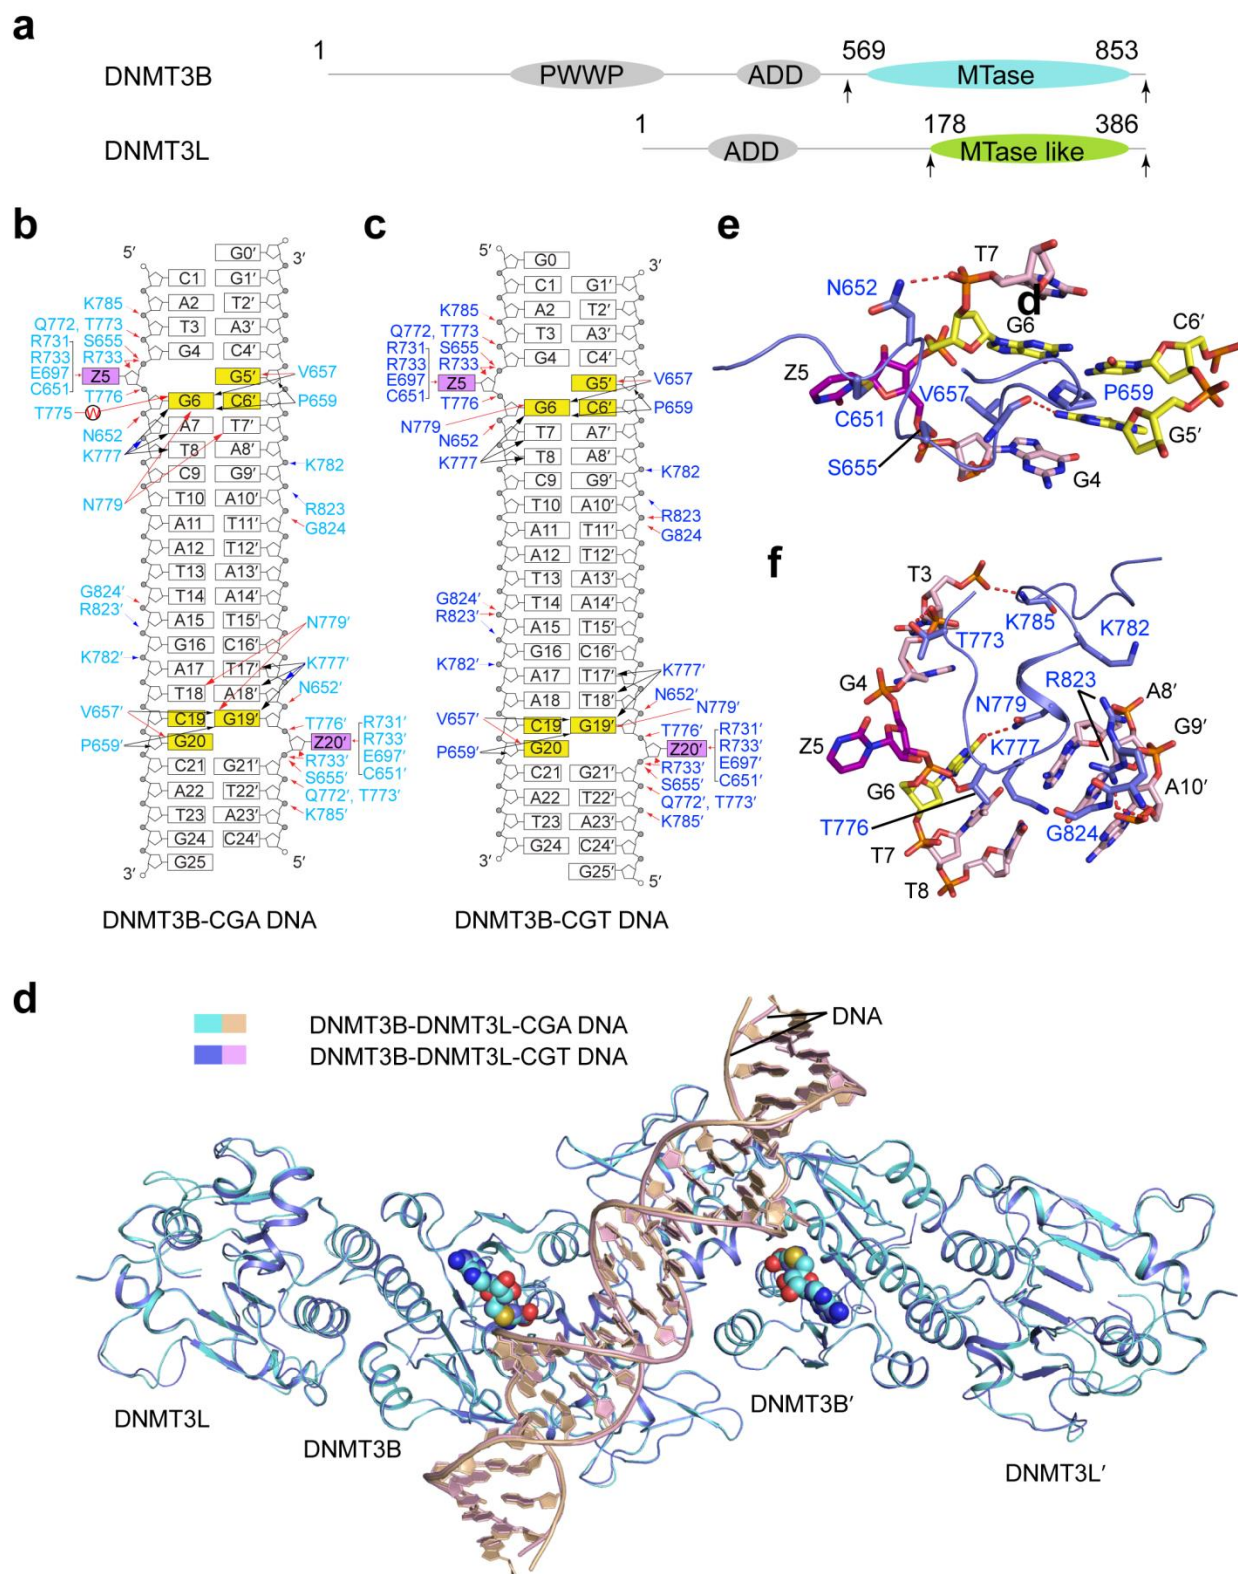

**Supplementary Figure 8. Structural details of the DNMT3B-DNMT3L-DNA complexes. (a) Domain architecture of hDNMT3B and hDNMT3L with the C-terminal**

domains marked with arrowheads. **(b)** Schematic view of the intermolecular interactions between DNMT3B and CGA DNA. The hydrogen-bonding, electrostatic and van der Waals contacts are represented by red, blue and black arrows, respectively. Water-mediated hydrogen bonds are labeled with letter 'W'. **(c)** Schematic view of the intermolecular interactions between DNMT3B and CGT DNA. The hydrogen-bonding, electrostatic and van der Waals contacts are represented by red, blue and black arrows, respectively. **(d)** Structural overlay of CGA DNA- (cyan) and CGT DNA-bound (slate) DNMT3B-DNMT3L. The bound DNAs are colored in wheat and light pink, respectively. The SAH molecules are shown in spheres, with carbon atoms colored cyan in the DNMT3B-CGA DNA and slate in the DNMT3B-CGT DNA. **(e-f)** Close-up view of the intermolecular interactions between the catalytic loop **(e)**, the TRD loop and a loop at the RD interface **(f)** of DNMT3B and DNA. The hydrogen bonds are shown as dashed lines. The ZpG/CpG sites are colored in purple (Z) or yellow.

|      |    | 3A   |      | 3A3L |      | 3B   |      | 3B3L |      |
|------|----|------|------|------|------|------|------|------|------|
|      |    | UM   | HM   | UM   | HM   | UM   | HM   | UM   | HM   |
| 3A   | UM | 1.00 | 0.83 | 0.82 | 0.78 | 0.29 | 0.35 | 0.28 | 0.31 |
|      | HM | 0.83 | 1.00 | 0.90 | 0.90 | 0.32 | 0.35 | 0.30 | 0.34 |
| 3A3L | UM | 0.82 | 0.90 | 1.00 | 0.86 | 0.41 | 0.40 | 0.40 | 0.40 |
|      | HM | 0.78 | 0.90 | 0.86 | 1.00 | 0.39 | 0.46 | 0.38 | 0.46 |
| 3B   | UM | 0.29 | 0.32 | 0.41 | 0.39 | 1.00 | 0.91 | 0.92 | 0.90 |
|      | HM | 0.35 | 0.35 | 0.40 | 0.46 | 0.91 | 1.00 | 0.88 | 0.91 |
| 3B3L | UM | 0.28 | 0.30 | 0.40 | 0.38 | 0.92 | 0.88 | 1.00 | 0.89 |
|      | HM | 0.31 | 0.34 | 0.40 | 0.46 | 0.90 | 0.91 | 0.89 | 1.00 |

**Supplementary Figure 9. Influence of the methylation level of the CpG site and presence of DNMT3L on the flanking sequence preferences of DNMT3A and DNMT3B.** Methylation experiments of random flank substrates with unmethylated (UM) or hemimethylated (HM) CpG site were conducted with murine DNMT3A and DNMT3B in the presence of absence of mDNMT3L. Each experiment was performed in two independent repeats, which were highly correlated and merged for this analysis. The figure shows the pairwise Pearson correlation factors of the average methylation levels in each NNCGNN flanking context.

**Supplementary Figure 10. Structural comparison of the DNMT3B-DNMT3L-DNA and DNMT3A-DNMT3L-DNA complexes. (a)** Superposition of the DNMT3B-DNMT3L-CGA DNA, DNMT3B-DNMT3L-CGT DNA and DNMT3A-DNMT3L-CGT DNA structures. The lower part shows a close-up view of the DNAs bound to DNMT3B or DNMT3A. **(b)** Sequence alignment of DNMT3 proteins from human (hDNMT3B, hDNMT3A) and mouse (mDNMT3B and mDNMT3A). Secondary structures are shown above the aligned sequences. Fully conserved residues are colored in white and highlighted in red shade. Partially conserved residues are colored in red. The residues involved in DNA binding are marked on top of the aligned sequences.

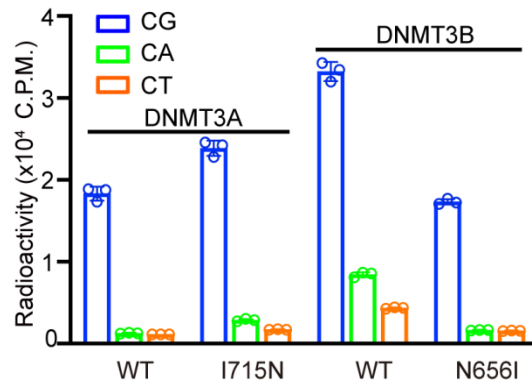

**Supplementary Figure 11. Detailed data regarding Fig. 4e.** *In vitro* CpG and CpH methylation of hDNMT3A-hDNMT3L and hDNMT3B-hDNMT3L, WT or mutants on the catalytic loop, were measured using (GAC)<sub>12</sub>, (AAC)<sub>12</sub> and (TAC)<sub>12</sub> substrates. Data are mean  $\pm$  SD of three replicates.

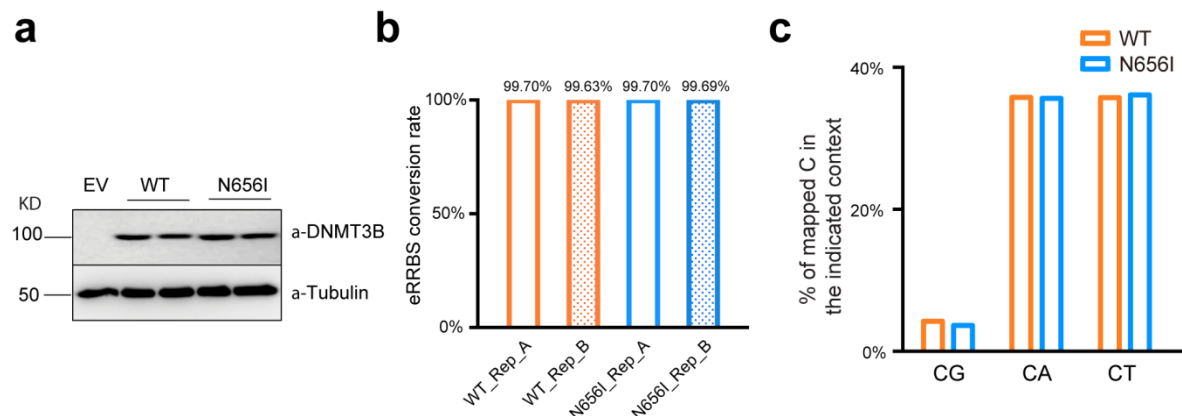

**Supplementary Figure 12. Additional data regarding eRRBS methylation profiles of the DNMT3B N656I mutant. (a)** Western blot analysis of hDNMT3B, either WT or N656I, post-reconstitution into independently derived TKO lines. **(b)** eRRBS conversion rates of the genomic DNA derived from WT or N656I DNMT3B-transfected TKO cells, as determined by the unmethylated lambda DNA spike-in control. **(c)** eRRBS analysis of WT or N656I hDNMT3B-rescued TKO cells shows similar distribution of the total number of the indicated CpN sites as mapped by sequencing.

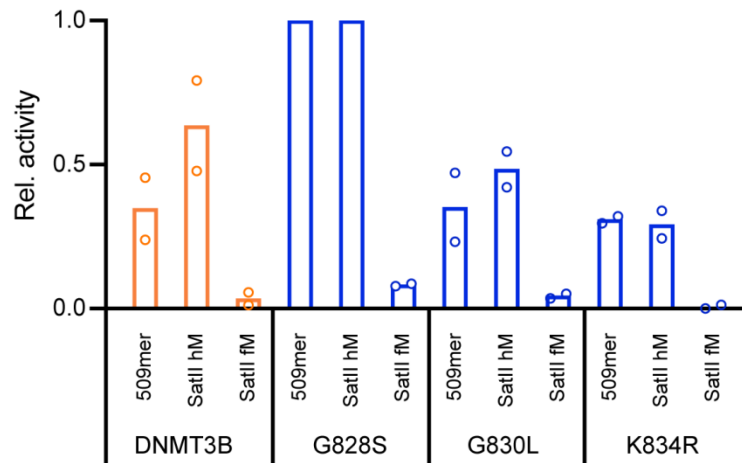

**Supplementary Figure 13. Additional data related to Fig. 4i.** The mDNMT3B residues G828, G830 and K834 correspond to hDNMT3B G822, G824 and K828. Methylation activities of DNMT3B mutants were determined on the SatII substrate in hemimethylated (SatII hM) and fully methylated form (SATII fM) and a 500-mer DNA with 58 CpG sites used as “neutral” reference substrate (509mer). The relative preference for the SATII site was calculated as  $(\text{rate}_{\text{SATII hM}} - \text{rate}_{\text{SatII fM}}) / \text{rate}_{509\text{mer}}$  and displayed in relation to WT mDNMT3B (shown in Fig. 4i). The figure shows average values based on two independent measurements.

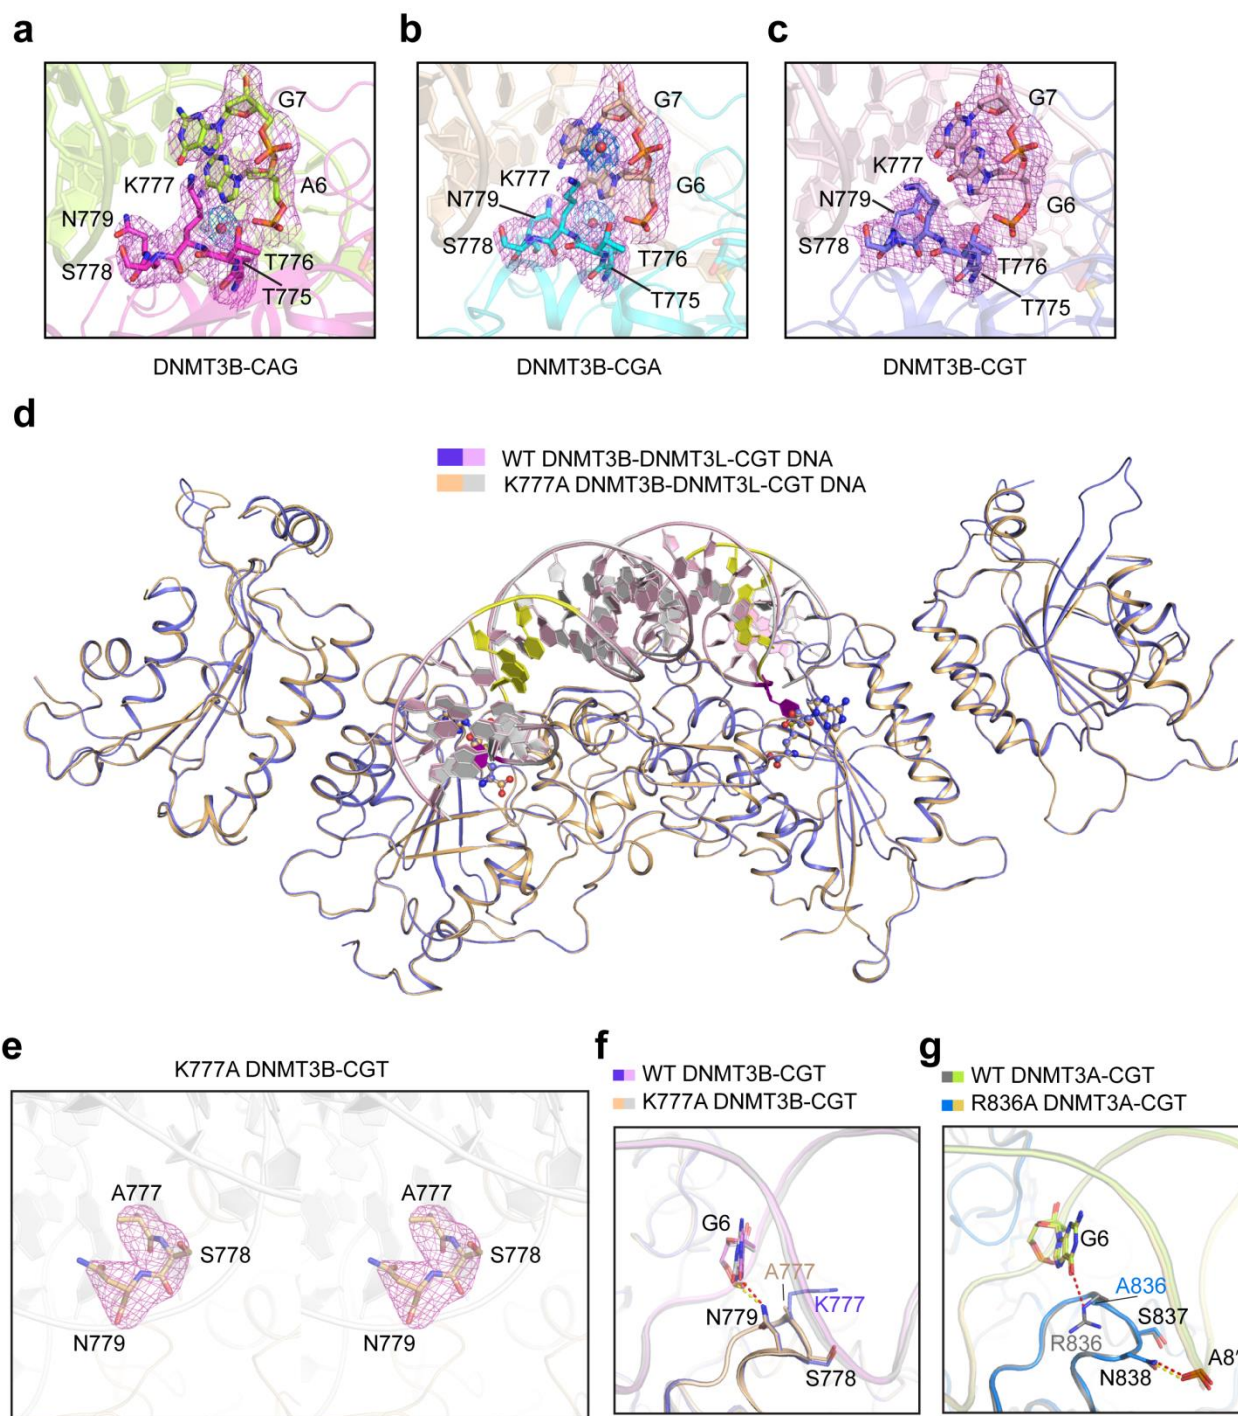

**Supplementary Figure 14. Structural analysis of the TRD loop of DNMT3B in DNA-bound form. (a-c)** Fo-Fc omit map (violet) for TRD residues T775-N779 of DNMT3B and interacting DNA nucleotides in the DNMT3B-CAG (a), DNMT3B-CGA (b) and DNMT3B-CGT (c) complexes. The Fo-Fc omit map for water molecules (red sphere) are colored blue in (a) and (b). All the omit maps are contoured at 2.0  $\sigma$  level. **(d)**

Structural superposition of the DNMT3B-DNMT3L-CGT DNA and K777A-mutated DNMT3B-DNMT3L-CGT DNA complexes. The CpG/ZpG sites are colored in purple (Zebularine) or yellow. The SAH molecules are shown in sphere representation. **(e)** Stereo view of Fo-Fc omit map (light magenta), contoured at 2.0  $\sigma$  level, for TRD residues A777-N779 of K777A-mutated DNMT3B-CGT complex. **(f)** Close-up view of the aligned WT DNMT3B-CGT and K777A-mutated DNMT3B-CGT complexes, with the hydrogen bonds in the WT and K777A complexes shown as red and wheat dashed lines, respectively. **(g)** Close-up view of the aligned WT DNMT3A-CGT (PDB 5YX2) and R836A-mutated DNMT3A-CGT (PDB 6BRR) complexes, with the hydrogen bonds in the WT and R836A complexes shown as red and lemon dashed lines, respectively.

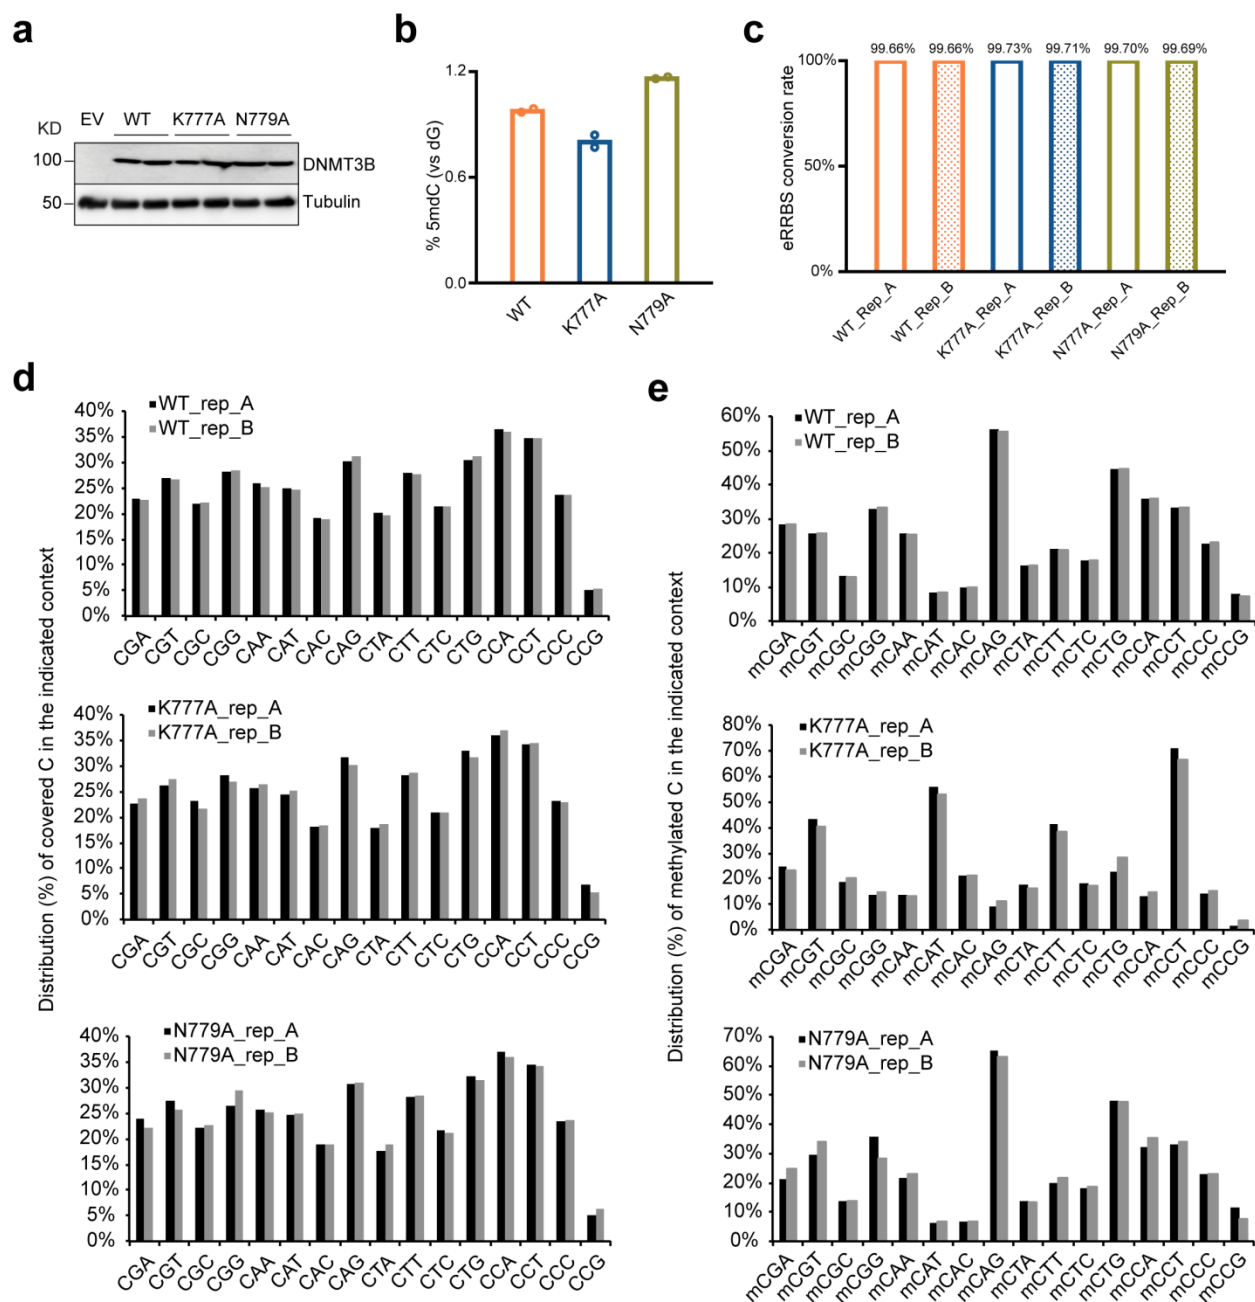

**Supplementary Figure 15. Additional data regarding eRRBS methylation profiles of DNMT3B mutants N777A and K779A.** (a) Western blot analysis of stably expressed DNMT3B, either WT, K777A or N779A, post-reconstitution into TKO cells. Independently derived lines for each DNMT3B construct were used here and in the following analysis such as eRRBS. (b) Liquid chromatography-mass spectrometry (LC-MS) analysis reveals the global 5-mC levels (as indicated by 5-mC/dG ratio on the y-axis) in the TKO ES cells after stable transduction of EV or the indicated DNMT3B (n = 2 biological replicates). EV, empty vector. (c) eRRBS conversion rates of the genomic DNA derived from WT, K777A or N779A DNMT3B-transfected TKO cells, as determined by the unmethylated lambda DNA spike-in control. **(d,e)** Bar plots show distribution of the total number of mapped C sites **(d)** and methylated C **(e)** with the indicated CNN sequence context in each biological replicate (rep A and B) of TKO lines rescued with hDNMT3B, either WT (top panel) or the K777A- (middle) or N779A-mutated (bottom).

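The bar plots of Supplementary Fig. 15d, e count cytosines by the 2 bases that follow them, and the CGN part can be given for the CpG sites of WT, K777A and N779A cells. Of the covered CpG sites, G was at the +1 position at 28.9% in both WT lines, 27.6% and 27% in the K777A lines, and 26.5% and 29.1% in the N779A lines. T was at that position at 26.7% in both WT lines, 27.2% and 27.7% in the K777A lines, and 27.8% and 26.4% in the N779A lines. Of the methylated reads, G followed the CpG in 32.9% and 33.5% in the WT lines, 15.8% and 14.5% in the K777A lines, and 31.5% and 35.1% in the N779A lines. T followed in 25.4% and 25.3% in the WT lines, 40.3% and 41.8% in the K777A lines, and 31.3% and 29.3% in the N779A lines. No minimum number of reads was applied to these counts. CHN contexts were not analysed here.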

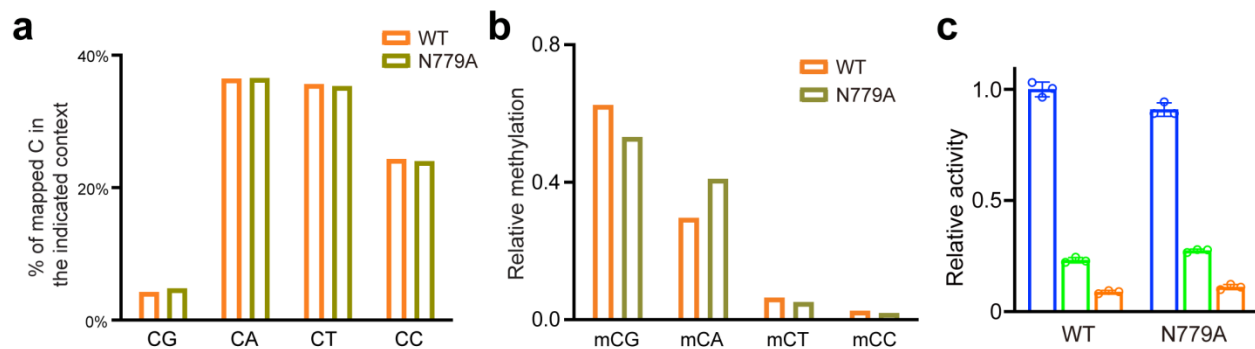

**Supplementary Figure 16. eRRBS and enzymatic analyses of the base preference and selectivity of the DNMT3B N779A mutation. (a)** eRRBS analysis of WT or N779A hDNMT3B-rescued TKO cells shows similar distribution of the total number of the indicated CpN sites as mapped by sequencing (depth of reads >3 and  $p < 0.0001$ ). **(b)** eRRBS analysis revealing relative methylation of the indicated context in the TKO cells rescued with WT hDNMT3B or N779A (depth of reads >3 and  $p < 0.0001$ ). **(c)** *In vitro* CpG and CpH methylation of DNMT3B-DNMT3L, WT or N779A, using (GAC)<sub>12</sub>, (AAC)<sub>12</sub> and (TAC)<sub>12</sub> substrates analyzed by radioactive methylation assays. Data are mean  $\pm$  SD of three replicates.

**Supplemental Table 1: Compilation of Deep enzymology experiments indicating conditions, read counts and average methylation levels.**

| Enzyme               | c (μM) <sup>#</sup> | Target (in N <sub>10</sub> context) | Read#    | Av. Meth. |
|----------------------|---------------------|-------------------------------------|----------|-----------|
| <b>DNMT3A</b>        | 0.5                 | CG (hemimet)                        | 653331   | 0.209     |
|                      | 1                   | CG (hemimet)                        | 131110   | 0.711     |
| <b>DNMT3B</b>        | 2                   | CG (hemimet)                        | 93991    | 0.175     |
|                      | 4                   | CG (hemimet)                        | 951779   | 0.250     |
| <b>No enzyme</b>     | -                   | CG (hemimet)                        | 150155   | 0.003     |
| <b>DNMT3A</b>        | 20                  | CH                                  | CA 50745 | 0.404     |
|                      |                     |                                     | CT 47960 | 0.126     |
|                      |                     |                                     | CC 45624 | 0.044     |
| <b>DNMT3A</b>        | 10                  | CH                                  | CA 69385 | 0.286     |
|                      |                     |                                     | CT 69094 | 0.084     |
|                      |                     |                                     | CC 61841 | 0.027     |
| <b>DNMT3B</b>        | 20                  | CH                                  | CA 42679 | 0.092     |
|                      |                     |                                     | CT 43465 | 0.032     |
|                      |                     |                                     | CC 43445 | 0.021     |
| <b>DNMT3B</b>        | 10                  | CH                                  | CA 34769 | 0.071     |
|                      |                     |                                     | CT 35907 | 0.029     |
|                      |                     |                                     | CC 34888 | 0.019     |
| <b>DNMT3A</b>        | 0.5                 | CN                                  | CG 10305 | 0.501     |
|                      |                     |                                     | CA 10988 | 0.022     |
|                      |                     |                                     | CT 11029 | 0.007     |
|                      |                     |                                     | CC 11343 | 0.010     |
| <b>DNMT3B</b>        | 10                  | CN                                  | CG 11923 | 0.514     |
|                      |                     |                                     | CA 10971 | 0.067     |
|                      |                     |                                     | CT 10970 | 0.029     |
|                      |                     |                                     | CC 11338 | 0.027     |
| <b>DNMT3B K777A</b>  | 10                  | CN                                  | CG 7487  | 0.518     |
|                      |                     |                                     | CA 7277  | 0.141     |
|                      |                     |                                     | CT 7249  | 0.037     |
|                      |                     |                                     | CC 7472  | 0.051     |
| <b>DNMT3A</b>        | 0.5, 1              | CG (unmet)                          | 94022    | 0.756     |
| <b>No enzyme</b>     | -                   | CG (unmet)                          | 142836   | 0.002     |
| <b>DNMT3A DNMT3L</b> | 0.125, 0.25         | CG (hemimet)                        | 93675    | 0.211     |
| <b>DNMT3A DNMT3L</b> | 0.125, 0.25         | CG (unmet)                          | 104185   | 0.309     |
| <b>DNMT3B</b>        | 1, 2                | CG (unmeth)                         | 208584   | 0.184     |
| <b>DNMT3B DNMT3L</b> | 0.125, 0.25         | CG (hemimet)                        | 111634   | 0.168     |
| <b>DNMT3B DNMT3L</b> | 0.125, 0.25         | CG (unmet)                          | 70413    | 0.154     |

<sup>#</sup>Some data sets were combined from different experiments to increase the coverage.

**Supplementary Table 2: Details of the analysis of the deep enzymology experiments.** List of NNCGNNN sites with coverage >50 and very high (>50%) or very low (<1%) methylation by DNMT3A or DNMT3B.

### DNMT3A

Sites with methylation level >50%

|            |      |
|------------|------|
| TTC CG CCC | 0.66 |
| ATC CG CCC | 0.60 |
| TTA CG CTC | 0.59 |
| ATA CG CCC | 0.58 |
| TTC CG CTC | 0.57 |
| ATA CG CTT | 0.56 |
| ATA CG CCT | 0.56 |
| CTA CG CCA | 0.56 |
| CTT CG CTC | 0.55 |
| ATA CG CTC | 0.55 |
| CTA CG CCT | 0.55 |
| TTA CG TTA | 0.55 |
| TTA CG CTT | 0.55 |
| CTC CG CCT | 0.55 |
| GTA CG CTC | 0.54 |
| CTA CG TCC | 0.54 |
| GTC CG TCG | 0.54 |
| CTA CG CCC | 0.54 |
| ATA CG CCA | 0.54 |
| GTA CG CTT | 0.53 |
| CCA CG CTC | 0.53 |
| TTC CG TCT | 0.53 |
| TTG CG CCC | 0.53 |
| GTC CG CCC | 0.53 |
| TTA CG GGC | 0.53 |
| ATC CG CCT | 0.53 |
| GTG CG CCT | 0.52 |
| CTC CG CCC | 0.52 |
| TCA CG CTC | 0.52 |
| TTA CG CGC | 0.52 |
| CTA CG CCG | 0.51 |
| ATC CG TCC | 0.51 |
| GCA CG CCC | 0.51 |
| TTC CG CCT | 0.51 |
| ACA CG CTC | 0.51 |
| CTA CG TCG | 0.50 |
| ACA CG TCC | 0.50 |
| CTC CG TCC | 0.50 |
| CTA CG CTA | 0.50 |

Sites with methylation level <1%

|            |        |
|------------|--------|
| GAT CG GAG | 0.0098 |
| GAT CG TGG | 0.0098 |
| AGG CG TGG | 0.0096 |
| GAT CG ATG | 0.0096 |
| CGG CG CGG | 0.0089 |
| GGA CG TGG | 0.0085 |
| GAT CG GGT | 0.0083 |
| AGT CG CGG | 0.0082 |
| AGT CG TAG | 0.0076 |
| CGT CG TGC | 0.0074 |
| TAG CG CGG | 0.0071 |
| AAT CG TGG | 0.0068 |
| AAT CG GAG | 0.0042 |
| AAT CG CGG | 0.0040 |
| AGG CG GGG | 0.0000 |
| CGG CG GAG | 0.0000 |
| CGG CG TGG | 0.0000 |
| GAG CG TGG | 0.0000 |
| GAT CG TGT | 0.0000 |
| GGG CG TGG | 0.0000 |
| GGT CG GGG | 0.0000 |
| GTT CG GGG | 0.0000 |
| TAA CG TGG | 0.0000 |
| TCT CG TGG | 0.0000 |
| TGG CG TGT | 0.0000 |
| TGT CG GAG | 0.0000 |
| TGT CG GGG | 0.0000 |

### DNMT3b

Sites with methylation level >50%

|            |      |
|------------|------|
| TTC CG ATC | 0.55 |
| CTA CG GCT | 0.55 |
| TTA CG GCG | 0.54 |
| CTA CG GCA | 0.53 |
| TTC CG GTT | 0.53 |
| CTT CG GGC | 0.52 |
| CTA CG AGC | 0.51 |
| ATA CG ATC | 0.51 |
| AGT CG GCA | 0.51 |
| ATA CG GCG | 0.51 |
| ATA CG GCA | 0.51 |
| TTA CG AGC | 0.50 |

Sites with methylation level <1%

|            |        |
|------------|--------|
| GGC CG TGG | 0.0092 |
| AGG CG TTG | 0.0088 |
| GGC CG TTG | 0.0082 |
| TCC CG TGG | 0.0068 |
| TGG CG TGT | 0.0000 |
| AGC CG TGG | 0.0000 |

**Supplementary Table 3. Summary for the eRRBS-based methylome profiling of TKO cells rescued with WT DNMT3A or DNMT3B, either WT or the N656I mutant. Two independently derived lines were used for each rescue group.**

| <i>Sample ID</i>  | <i>Read 1; Expect CGG/TGG/TAA/TAG</i> |               |          | <i>Read 2; Expect CAA/CAG/TAA/TAG</i> |               |          |
|-------------------|---------------------------------------|---------------|----------|---------------------------------------|---------------|----------|
|                   | <i>consistent</i>                     | <i>total</i>  | <i>%</i> | <i>consistent</i>                     | <i>total</i>  | <i>%</i> |
| DNMT3A_rep1       | 56,473,302                            | 59,784,389    | 94.5%    | 54,361,578                            | 59,784,389    | 90.9%    |
| DNMT3A_rep2       | 57,317,416                            | 60,491,707    | 94.8%    | 55,718,373                            | 60,491,707    | 92.1%    |
| DNMT3B_rep1       | 47,761,659                            | 51,378,043    | 93.0%    | 45,312,074                            | 51,378,043    | 88.2%    |
| DNMT3B_rep2       | 32,763,933                            | 35,283,821    | 92.9%    | 30,183,214                            | 35,283,821    | 85.5%    |
| DNMT3B_N656I_rep1 | 77,296,475                            | 83,850,179    | 92.2%    | 72,543,591                            | 83,850,179    | 86.5%    |
| DNMT3B_N656I_rep2 | 53,574,861                            | 57,963,819    | 92.4%    | 49,819,268                            | 57,963,819    | 85.9%    |
|                   |                                       | <i>min</i>    | 92.18%   |                                       | <i>min</i>    | 85.54%   |
|                   |                                       | <i>max</i>    | 94.75%   |                                       | <i>max</i>    | 92.11%   |
|                   |                                       | <i>mean</i>   | 93.27%   |                                       | <i>mean</i>   | 88.21%   |
|                   |                                       | <i>median</i> | 92.91%   |                                       | <i>median</i> | 87.35%   |

**Supplementary Table 4. X-ray data collection and refinement statistics.**

|                                                     | <b>DNMT3B-<br/>DNMT3L-CGA<br/>DNA<br/>(PDB: 6U8P)</b> | <b>DNMT3B-<br/>DNMT3L-CGT<br/>DNA<br/>(PDB: 6U8V)</b> | <b>DNMT3B-<br/>DNMT3L-CAG<br/>DNA<br/>(PDB: 6U8X)</b> | <b>DNMT3B<sup>K777A</sup>-<br/>DNMT3L-CGT<br/>DNA<br/>(PDB: 6U8W)</b> |
|-----------------------------------------------------|-------------------------------------------------------|-------------------------------------------------------|-------------------------------------------------------|-----------------------------------------------------------------------|
| <b>Data collection</b>                              |                                                       |                                                       |                                                       |                                                                       |
| <b>Space group</b>                                  | P 31                                                  | P 31                                                  | P 31                                                  | P 31                                                                  |
| <b>Cell dimensions</b>                              |                                                       |                                                       |                                                       |                                                                       |
| <i>a, b, c</i> (Å)                                  | 193.3, 193.3, 49.7                                    | 194.2, 194.2, 49.7                                    | 193.8, 193.8, 49.9                                    | 193.5 193.5 49.9                                                      |
| <i>α, β, γ</i> (°)                                  | 90.00, 90.00, 120.00                                  | 90.00, 90.00, 120.00                                  | 90.00, 90.00, 120.00                                  | 90.00, 90.00 120.00                                                   |
| <b>Resolution</b> (Å)                               | 48.33-3.04 (3.15-3.04)                                | 48.55-3.00(3.10-3.00)                                 | 42.88-2.95 (3.06-2.95)                                | 48.38-2.95 (3.05-2.95)                                                |
| <i>R</i> <sub>merge</sub>                           | 0.130 (0.833)                                         | 0.107 (0.682)                                         | 0.110 (0.994)                                         | 0.097 (0.733)                                                         |
| <i>I</i> / <i>σ</i> ( <i>I</i> )                    | 8.5 (1.3)                                             | 11.8 (2.3)                                            | 8.8 (1.2)                                             | 7.91 (1.34)                                                           |
| <i>CC</i> <sub>1/2</sub>                            | 0.996 (0.843)                                         | 0.997 (0.924)                                         | 0.998 (0.763)                                         | 0.997 (0.782)                                                         |
| <b>Completeness</b> (%)                             | 99.8 (99.4)                                           | 99.3 (94.2)                                           | 99.64 (99.20)                                         | 99.7 (99.3)                                                           |
| <b>Redundancy</b>                                   | 4.3 (4.0)                                             | 5.0 (4.9)                                             | 5.2 (4.7)                                             | 3.4 (3.3)                                                             |
| <b>Refinement</b>                                   |                                                       |                                                       |                                                       |                                                                       |
| <b>No. reflections</b>                              | 39736                                                 | 41814                                                 | 43905                                                 | 43844                                                                 |
| <i>R</i> <sub>work</sub> / <i>R</i> <sub>free</sub> | 0.204/0.237                                           | 0.204/0.240                                           | 0.227/0.252                                           | 0.216/0.236                                                           |
| <b>No. atoms</b>                                    |                                                       |                                                       |                                                       |                                                                       |
| <b>Protein and DNA</b>                              | 8398                                                  | 8527                                                  | 8521                                                  | 8380                                                                  |
| <b>Ligand</b>                                       | 52                                                    | 52                                                    | 52                                                    | 52                                                                    |
| <b>Water</b>                                        | 25                                                    | 11                                                    | 19                                                    | 11                                                                    |
| <b><i>B</i> factors (Å<sup>2</sup>)</b>             |                                                       |                                                       |                                                       |                                                                       |
| <b>DNMT3B</b>                                       | 69.8                                                  | 68.5                                                  | 66.2                                                  | 70.8                                                                  |
| <b>DNMT3L</b>                                       | 120.7                                                 | 121.7                                                 | 123.6                                                 | 127.2                                                                 |
| <b>DNA</b>                                          | 142.7                                                 | 124.3                                                 | 124.9                                                 | 155.2                                                                 |
| <b>Ligand</b>                                       | 54.4                                                  | 47.2                                                  | 50.5                                                  | 78.4                                                                  |
| <b>Water</b>                                        | 61.6                                                  | 52.1                                                  | 60.6                                                  | 65.6                                                                  |
| <b>r.m.s deviations</b>                             |                                                       |                                                       |                                                       |                                                                       |
| <b>Bond lengths</b> (Å)                             | 0.006                                                 | 0.007                                                 | 0.003                                                 | 0.004                                                                 |
| <b>Bond angles</b> (°)                              | 1.11                                                  | 1.16                                                  | 0.62                                                  | 0.68                                                                  |

<sup>a</sup>Values in parentheses are for highest-resolution shell. Each structure was determined using the dataset collected from a single crystal.

**Supplementary Table 5. Summary for the eRRBS-based methylome profiling of TKO cells rescued with DNMT3B, either WT, K777A- or N779A-mutated.** Two independently derived lines were used for each rescue group. WT DNMT3B-expressing lines used here differ from the two used in Supplementary Table 3.

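WT DNMT3B was profiled in 4 lines, 2 for Supplementary Table 3 and 2 for Supplementary Table 5, and a comparison of these pairs shows the differences that arise without a change of enzyme. limma on the covered CpG sites called 0 of 4049 contexts between them at an adjusted p of 0.05, and 166 at an unadjusted p under 0.05. The quasi-binomial regression called 0, with 124 at an unadjusted p under 0.05. In data simulated for the comparison of DNMT3A with DNMT3B, it called 0 of 199 changed contexts, where limma called 150. That simulation left out variation of single contexts between lines, and no simulation was run for the 2 pairs of WT lines. Without centring each line on its median context, limma called 0, with 1014 at an unadjusted p under 0.05 and a median log2 change of 0.31. The pairs did differ in level, since mean CpG methylation was 15.1% ± 0.347 in the lines of Supplementary Table 3 and 12.7% ± 1.37 in those of Supplementary Table 5 (SD, n = 2), and both lines of the former lay above both of the latter. This difference of 2.35 percentage points, without a change of enzyme, is close in size to the changes in level of N779A (−2.95) and N656I (−3.54). The median log2 change lay between −0.07 and 0.07 in each of the groups of contexts defined by the bases next to the CpG. The share of T minus that of G at the +1 position differed by −1.36 percentage points between the pairs (Supplementary Table 3 minus Supplementary Table 5). Without replicate 1 of Supplementary Table 3, limma called 50 contexts, where the spread of the remaining line was taken from the lines of the other pair.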

| <i>Sample id</i>   | <i>Read 1; Expect<br/>CGG/TGG/TAA/TAG</i> |               |          | <i>Read 2; Expect CAA/CAG/TAA/TAG</i> |               |          |
|--------------------|-------------------------------------------|---------------|----------|---------------------------------------|---------------|----------|
|                    | <i>consistent</i>                         | <i>total</i>  | <i>%</i> | <i>consistent</i>                     | <i>total</i>  | <i>%</i> |
| DNMT3B_WT_rep_A    | 36,433,896                                | 39,005,803    | 93.4%    | 35,256,776                            | 39,005,803    | 90.4%    |
| DNMT3B_WT_rep_B    | 37,491,113                                | 40,223,639    | 93.2%    | 36,457,152                            | 40,223,639    | 90.6%    |
| DNMT3B_K777A_rep_A | 68,556,666                                | 75,600,986    | 90.7%    | 66,547,716                            | 75,600,986    | 88.0%    |
| DNMT3B_K777B_rep_B | 76,653,297                                | 86,775,951    | 88.3%    | 74,898,050                            | 86,775,951    | 86.3%    |
| DNMT3B_N779A_rep_A | 52,695,272                                | 58,470,964    | 90.1%    | 51,090,356                            | 58,470,964    | 87.4%    |
| DNMT3B_N779A_rep_B | 51,519,467                                | 55,954,185    | 92.1%    | 50,711,702                            | 55,954,185    | 90.6%    |
|                    |                                           | <i>min</i>    | 88.34%   |                                       | <i>min</i>    | 86.31%   |
|                    |                                           | <i>max</i>    | 93.41%   |                                       | <i>max</i>    | 90.64%   |
|                    |                                           | <i>mean</i>   | 91.30%   |                                       | <i>mean</i>   | 88.90%   |
|                    |                                           | <i>median</i> | 91.38%   |                                       | <i>median</i> | 89.21%   |

# Supplementary material for: Comprehensive structure-function characterization of DNMT3B and DNMT3A reveals distinctive de novo DNA methylation mechanisms
**Source:** Nat Commun. 2020 Jul 3;11:3355. doi: 10.1038/s41467-020-17109-4
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- | n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Coordinates and structure factors for the DNMT3B complexes have been deposited in the Protein Data Bank under accession codes 6U8P, 6U8V, 6U8X and 6U8W. The deep enzymology data have been deposited in the data repository of the University of Stuttgart DARUS (<https://darus.uni-stuttgart.de/>) under <https://doi.org/10.18419/darus-627>. The eRRBS data have been deposited in Gene Expression Omnibus (GEO) with the accession number GSE145899. Additional database entries used in this study: Genbank Z22168.1 (M.musculus minor satellite DNA; <https://www.ncbi.nlm.nih.gov/nucore/Z22168.1>), EF028077.1 (Mus musculus isolate 022 major satellite repeat sequence; <https://www.ncbi.nlm.nih.gov/nucore/EF028077.1>), AF303453.1 (Mus musculus endogenous virus intracisternal A-particle; <https://www.ncbi.nlm.nih.gov/nucore/AF303453.1>), NC\_001416.1 (Enterobacteria phage lambda, complete genome; [https://www.ncbi.nlm.nih.gov/nucore/NC\\_001416.1](https://www.ncbi.nlm.nih.gov/nucore/NC_001416.1)), NM\_006892 (human DNMT3B; [https://www.ncbi.nlm.nih.gov/nucore/NM\\_006892.3](https://www.ncbi.nlm.nih.gov/nucore/NM_006892.3)), NM\_022552 (human DNMT3A; [https://www.ncbi.nlm.nih.gov/nucore/NM\\_022552.3](https://www.ncbi.nlm.nih.gov/nucore/NM_022552.3)).

www.ncbi.nlm.nih.gov/nuccore/NM\_022552), PDB 5YX2 (Crystal structure of DNMT3A-DNMT3L in complex with CGT DNA; <https://www.rcsb.org/structure/5yx2>), and GRCm38 (Mus musculus genome sequence mm10; [https://www.ncbi.nlm.nih.gov/assembly/GCF\\_000001635.20](https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20)). The sequencing data underlying Fig. 1a-d, Fig. 2a and b, and Supplementary Figs 2, 5, 6e-g and 9 are available at the data repository of the University of Stuttgart DARUS (<https://darus.uni-stuttgart.de/>) under <https://doi.org/10.18419/darus-627>. The source data underlying Figs 1a,e,f, 2a,b, 3f, 4a,d,e,i, 7a,b, and Supplementary Figs 3a,b, 4b, 6a-c, 12a, 13, 15a,b, 16c are provided as a Source Data file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines](#)

# Supplementary material for: Comprehensive structure-function characterization of DNMT3B and DNMT3A reveals distinctive de novo DNA methylation mechanisms
**Source:** Nat Commun. 2020 Jul 3;11:3355. doi: 10.1038/s41467-020-17109-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File name: Supplementary Data 1

Description: Deep enzymology and eRRBS analyses of mDNMT3A and mDNMT3B in NNNCGNNN sequences.

How the deposited data were processed for this re-analysis (not part of the article)

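CpG methylation was measured by eRRBS in 12 TKO mouse ES cell lines, 2 independently derived lines for each of 6 groups. These expressed human DNMT3A, DNMT3B, DNMT3B N656I, DNMT3B K777A or DNMT3B N779A, and WT DNMT3B was profiled in 2 sets of lines, 1 for Supplementary Table 3 and 1 for Supplementary Table 5. WT libraries were assigned to a set by the prefix of their names, which the K777A and N779A libraries share with 1 set. Replicate numbers are those of the sample labels and do not pair lines of different groups.

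According to the authors, the read pairs were quality filtered, trimmed with Cutadapt 1.2.1 and aligned with Bismark 0.18.1 and Bowtie 1.2 to the mm10 genome and the phage λ genome. Overlapping bases of a pair were counted once, pairs with 3 or more methylated non-CpG cytosines in a read were discarded, and both strands were collapsed. The deposited values are raw counts, made by the authors in this way: for each line and each of 21867550 CpG sites, the number of methylated reads and the number of all reads. They were checked to be whole numbers with no more methylated reads than all reads, and every site was checked to be a CG in the GRCm38 sequence. They are not normalized, lines are not pooled, and non-CpG cytosines, the λ genome and the read pairs themselves were not analysed here.

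The number of reads summed over CpG sites, where a read on several sites counts at each, was between 16224222 and 36029921 per line. They lay on 1030180 to 10717789 covered sites, of which 92922 to 794973 had at least 10 reads. The reads carry no molecular identifiers, so the spread between lines and not the number of reads was used as the error. With 2 lines per group, the smallest two-sided p of an exact permutation test is 0.33, and the values are therefore given per line or as mean and SD.

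The methylation of a site was its methylated reads divided by all its reads. The level of a line was the mean over its sites with at least 10 reads, the minimum the paper states. The share of a +1 base was the mean methylation of sites with that base divided by the sum over the 4 bases. NNNCGNNN contexts were read on the forward strand of GRCm38, with 3 bases on either side of the CpG. For comparison with Supplementary Data 1, Pearson's r and Spearman's rho were calculated across the 1997 contexts in the copy used here.

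Contexts, 10-kb tiles and the bodies of protein-coding genes (from 2000 bp downstream of the transcription start) were compared with limma 3.58.1 in R 4.3.3, with moderated variances and a trend, on log2(m/(1 − m)) with an offset of 0.5 divided by the number of sites. Each line was centred on its median over the contexts, tiles or genes, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Contexts needed 20 sites and tiles and genes 10 sites with at least 10 reads in all 4 lines of a comparison. There were 4 comparisons: DNMT3A with DNMT3B and N656I with WT within Supplementary Table 3, and K777A with WT and N779A with WT within Supplementary Table 5. These measures, tests, thresholds and minimum numbers of reads and sites, and the alternatives to them, were chosen before the data were examined. As the context test then had no context to test, it was also run on every covered site with at least 20 sites per context and line, and the 2 sets of WT lines were compared in the same way. Those results, and the alternatives that use all covered sites, leave out CpG-dense sites (12 or more CpG sites in 200 bp) or weight the lines to the same CpG density, were chosen after seeing the data. Differences between the shares of 2 bases, the permutation tests on them and the classes of CpG density were not part of the plan either. The same rule named the contexts in all comparisons: ATTCGATG and AGGCGCCC, which the paper names, and the 3 contexts with the largest change in each direction among those past the threshold. For tiles, it named the largest change in each direction past the threshold that separated the lines of both groups, and for genes the 3 largest in each direction of that kind and Dnmt1, Dnmt3a and Dnmt3b.

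The tests were tested on simulated data in which 200 contexts were given a log2 change of 1. Of the 199 that could be tested on all covered sites, limma called 150, with 2 false calls, and the quasi-binomial regression called 0. Of the 27 that could be tested on sites with 5 reads in all lines, limma called 0. With a log2 change of 2, limma called 0 of 200 changed tiles and 87 of 200 changed genes on all covered sites. The largest difference between a simulated and a recovered +1 share was 0.165 percentage points. Simulated sites were drawn independently, and lines differed only by a shift of the whole line and by the changes set. Variation of single contexts between lines and correlation of neighbouring sites were left out. The false calls therefore do not measure the error rate in the real data.

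The alternatives tried were a minimum of 5 or 20 reads, only sites covered in every line, leaving out CCGG sites or sites above the 99.9th percentile of coverage, weighting reads equally, counting both strands' contexts, merging reverse-complement contexts, summing reads per context, a quasi-binomial logistic regression, no centring, log2 of the level, 100 sites per context, 1-kb tiles, combined replicates, the other 2 or all 4 WT lines, a term for the replicate number, and each line left out in turn. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plots matplotlib 3.10.9.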

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

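Of the tests in this part, the comparison of the 2 sets of WT lines and the limma test on all covered sites were chosen only after the result was seen.

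The share of methylation by +1 base at CpG sites differed between N656I and WT lines. The paper reports the eRRBS data of N656I for CpA/CpG and CpT/CpG ratios and does not report the +1 base at CpG sites for this mutant. At sites with at least 10 reads, the share of methylation in N656I lines was 33.7% ± 0.159 for A, 10.8% ± 0.348 for C, 33.3% ± 0.335 for G and 22.2% ± 0.146 for T (SD, n = 2). The share of G minus that of C was 22.4 ± 0.683 percentage points in N656I and 14.5 ± 0.208 in the WT lines of Supplementary Table 3, a change of 7.90 percentage points. Both N656I lines lay above both WT lines (exact permutation test, two-sided p = 0.33, the smallest that 2 lines against 2 allow). The share of T minus that of G was −11.1 ± 0.481 in N656I, a change of −5.60 percentage points.

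The tables argue against 4 technical explanations. Coverage of different CpG sites is argued against by the change on the sites with at least 10 reads in all 4 lines, which was 7.10 percentage points. Reads at the ends of restriction fragments are argued against by the change without CCGG sites, which was 6.49 percentage points. CpG density is argued against because the change was 9.38, 8.89, 7.20 and 2.71 percentage points in classes of rising density, and in none of them as low as the fraction of the whole change that was set as the mark of this explanation. In the densest class, the change was also too small for the fraction set as the mark of its absence. Variation between independently derived lines is argued against by the 2 sets of WT lines, which differed by 0.255 percentage points. The authors discarded read pairs with methylated non-CpG cytosines, and this step could act differently on WT and N656I cells, whose non-CpG methylation differs according to the paper. It was not tested, because the discarded reads are not in the file. A change in the flanking sequence preference by N656I and an effect of that step both stay open.

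On all covered sites, limma called 1545 of 4050 contexts between N656I and WT, 950 higher and 595 lower in relative methylation in N656I cells. Without centring, 1188 were called, 11 of them higher, with a median log2 change of −0.55 and not 0.08. The quasi-binomial regression called 7 contexts, 5 of them shared with limma, and 1114 at an unadjusted p under 0.05. Without N656I replicate 1, limma called 549 contexts, and without N656I replicate 2, 437. CCGG contexts had a median log2 change of 0.54, with 168 of 256 called higher, and GCGC contexts one of −0.45. The named contexts were ATGCGCGA (−2.47), CAACGTTT (−2.08), GAACGTTT (−1.91), GCGCGAGT (2.06), CGGCGTGT (1.65), AACCGCCC (1.52) and ATTCGATG (−0.47). The WT lines lay far apart at CGGCGTGT (9.42% and 3.36%), GCGCGAGT (4.97% and 1.89%), AACCGCCC (2.98% and 1.48%) and ATGCGCGA (7.25% and 14.5%). The sizes of these changes therefore depend on the WT line, and ATGCGCGA had only 28 covered sites in WT replicate 2. At CAACGTTT, GAACGTTT and ATTCGATG, the WT lines were closer together. CAACGTTT was methylated to 2.24% ± 0.702 in N656I and 12.8% ± 0.837 in WT cells (SE 0.21, adjusted p = 0.00317, limma, n = 2). AGGCGCCC, at 0.22, was not called.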

How the results depend on the processing

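Of the tests in this part, those on all covered sites, without CpG-dense sites or weighted to the same CpG density, and the comparison of the 2 sets of WT lines, were chosen only after the results were seen. For the changes below, the cause was not tested unless one is named.

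The difference in CpG methylation between DNMT3A and DNMT3B, 17.6 percentage points, was 12.0 with at least 20 reads, 22.1 without CpG-dense sites and 13.2 on sites with at least 10 reads in every line. For N656I, −3.54 became −1.19 with the other 2 WT lines and −1.93 without N656I replicate 2. For K777A, −7.85 became −5.79 when weighted to the same CpG density, −3.12 on sites with at least 10 reads in every line and −10.2 with the other 2 WT lines. For N779A, −2.95 became −1.79 with at least 5 reads, −4.77 with at least 20 reads, −1.32 on all covered sites, −1.67 without CpG-dense sites, −1.15 when weighted to the same density, −0.577 on sites with at least 10 reads in every line, −5.30 with the other 2 WT lines and −4.12 with all 4. Each of these 4 differences kept its direction under every alternative run.

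For the change in the share of T minus G at the +1 position between DNMT3A and DNMT3B, 10.9 percentage points, the values were 13.6 with at least 20 reads, 8.28 without CCGG sites and 18.9 on sites with the same +1 base on both strands. For N656I, −5.60 became −6.98 with at least 5 reads, −3.21 with at least 20 reads, −3.86 without CCGG sites, −7.99 on all covered sites, −13.0 with the same +1 base on both strands, −7.48 on sites with at least 10 reads in every line and −6.96 with the other 2 WT lines. Its change in G minus C, 7.90, became 8.45 with at least 5 reads, 6.88 with at least 20 reads, 6.49 without CCGG sites, 8.80 on all covered sites, 8.65 without CpG-dense sites, 10.5 with the same +1 base on both strands and 7.10 on sites with at least 10 reads in every line. For K777A, 32.0 became 30.8 with at least 5 reads, 38.3 with at least 20 reads, 27.9 without CCGG sites, 30.2 on all covered sites, 29.0 without CpG-dense sites, 56.7 with the same +1 base on both strands, 31.1 on sites with at least 10 reads in every line, 30.7 with replicates combined and 33.4 with the other 2 WT lines. For N779A, 7.01 became 5.08 with at least 5 reads, 9.65 with at least 20 reads, 4.24 on all covered sites, 4.14 without CpG-dense sites, 10.9 with the same +1 base on both strands and 8.37 with the other 2 WT lines. All of these changes from WT or DNMT3B kept their direction, while the share of T in N779A cells itself was above that of G with at least 10 reads and below it, in both lines, on all covered sites and without CpG-dense sites. With at least 5 reads and with the same +1 base on both strands, the mean of T was below that of G in N779A cells, but the lines differed in the order and the gap lay within their spread.

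For DNMT3A eRRBS, the r with DNMT3A activity minus that with DNMT3B activity, 0.179, was 0.217 with at least 5 reads, 0.137 with at least 20 reads, 0.208 as Spearman's rho, 0.247 on all covered sites and 0.351 without CpG-dense sites. It reversed to −0.0292 on sites with at least 10 reads in every line, where 880 contexts remain and only replicate 2 is reversed on its own. A context there rests on very few sites, since only 3025 CpG sites had as many reads in every line. The r of DNMT3A eRRBS with DNMT3B activity reversed to −0.0425 without CpG-dense sites. For DNMT3B eRRBS, the difference of 0.472 was 0.486 with at least 5 reads, 0.345 with at least 20 reads, 0.459 with reads weighted equally, 0.471 without sites of very high coverage, 0.472 without CCGG sites, 0.482 with both strands' contexts, 0.457 as Spearman's rho, 0.233 on sites with at least 10 reads in every line, 0.482 on all covered sites, 0.482 without CpG-dense sites and 0.477 with replicates combined. Without 1 of the DNMT3B replicates, it was 0.443 to 0.443, and the spread between the lines is so small that these values count as moved.

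The limma test on sites with at least 10 reads in all 4 lines had no context to test in any comparison, with 0 at an unadjusted p under 0.05. With at least 5 reads, it called 72 of 667 contexts between DNMT3A and DNMT3B, 56 of 329 for K777A, 0 of 1580 for N656I (303 at an unadjusted p under 0.05) and 0 of 15 for N779A (0 at an unadjusted p under 0.05). With 1 line left out, it called 0 to 3 contexts for DNMT3A and DNMT3B, and 0 to 16 for N656I. The quasi-binomial regression could not be run on these sites, since 12, 11, 14 and 15 of 17 settings for DNMT3A, N656I, K777A and N779A had nothing to test.

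On all covered sites, the 2351 contexts called between DNMT3A and DNMT3B became 1420 with reverse-complement contexts merged, where fewer contexts are tested, 511 by quasi-binomial regression, 3751 without centring and 1388 with at least 10 reads. Leaving out lines gave 1328 to 3217, with 1346 without DNMT3A replicate 1 and 1328 without DNMT3A replicate 2. For N656I, 1545 became 869 with reads summed per context, 7 by quasi-binomial regression and 437 with at least 10 reads, and leaving out lines gave 437 to 2263, with 549 without N656I replicate 1 and 437 without N656I replicate 2. For K777A, 3156 became 1737 with contexts merged and 542 with at least 10 reads. For N779A, 1885 became 1203 with contexts merged, 1 by quasi-binomial regression, 648 with at least 5 reads, 1115 with the other 2 WT lines, and 0 with at least 10 reads (586 of 3037 at an unadjusted p under 0.05). Leaving out lines gave 926 to 1561 for N779A, with 926 without N779A replicate 1 and 931 without replicate 2. Between the 2 sets of WT lines, leaving out lines gave 0 to 50, with 50 without replicate 1 of Supplementary Table 3. Where a group is left with 1 line, that line is assumed to vary like the lines of the other group.

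The replicate numbers do not pair the lines, since the deviations of lines with the same number from their group means correlated across contexts at 0.0335, 0.0223, −0.0302 and −0.0117 in the 4 comparisons. With the replicate number as a block, limma called 2573, 1569, 3221 and 1916 contexts for DNMT3A, N656I, K777A and N779A on all covered sites, 5 of the tiles with common sites and 23 tiles on all covered sites.

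Of 35 tiles with common sites, 10 were called, and 1 with at least 20 sites, 0 of 262 with at least 5 reads (40 at an unadjusted p under 0.05), 5 with at least 20 reads, 0 of 108 tiles of 1 kb (23 at an unadjusted p under 0.05) and 6 with all 4 WT lines. Leaving out lines gave 0 to 23, with 0 of 56 without DNMT3A replicate 2 (9 at an unadjusted p under 0.05), 1 without WT replicate 1 of Supplementary Table 3 and 23 without its replicate 2. On all covered sites, 0 tiles were called (1530 at an unadjusted p under 0.05), 6199 without centring and 1 with the other 2 WT lines. Leaving out lines gave 1 to 4889, with 4889 without WT replicate 1, 103 without WT replicate 2, 5 without DNMT3A replicate 1 and 1 without DNMT3A replicate 2. Of 11 genes with common sites, 0 were called (0 at an unadjusted p under 0.05), 1 without centring, 21 with at least 5 reads, 1 with at least 20 reads and 4 with the other 2 WT lines. Leaving out lines gave 0 to 13, with 13 without WT replicate 1. Of the genes on all covered sites, 0 were called (576 at an unadjusted p under 0.05), 8126 without centring, and 0 to 2165 with lines left out, with 2165 without WT replicate 1. Tiles and genes were tested with limma alone. The log2 change of Dnmt1 reversed from −0.45 to 1.19 without centring.

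For these results, 194 values under an alternative were counts within 1.5 times the reported count or moved by less than the spread between lines. Of the others, 65 moved by more than that spread, 27 were counts over 1.5 times lower, 22 were counts over 1.5 times higher or above a count of 0, and 1 was reversed. For the contexts named by rule, 110 values were on the same side of the threshold and 8 were not in the comparison of DNMT3A with DNMT3B, 98 and 34 for N656I, and 106 and 23 for N779A. For K777A, 125 were on the same side, 1 was no longer past the threshold and 4 newly passed it.

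The depth limits what can be compared: a line had between 92922 and 794973 sites with at least 10 reads, and 1256 to 5321 of them were shared by the 4 lines of a comparison. Alternatives for non-CpG sites were not run, and the alternatives that left no context to test have no value.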

Differences from the paper's values

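In this part, no test was chosen only after the result was seen, and the alternatives are those set before the data were examined. Counts and levels are said to differ where one value is more than 1.5 times the other and the gap exceeds the spread between replicates, and correlations where the signs differ or the gap exceeds that spread. These limits are sharp, so that values close to a limit fall on either side of it.

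The paper's Supplementary Fig. 7c shows about 3400000 covered CpG sites for DNMT3A replicate B, read by eye, and 5148743 were counted here in DNMT3A replicate 2. With at least 5 reads, the count is 2297530, within the range in which the values do not differ, and with at least 20 reads it is 52422, outside it. For DNMT3B replicate B, the paper's figure shows about 3000000 sites, read by eye in Supplementary Fig. 7c, and 1030180 were counted here in replicate 2. Neither at least 5 reads (727956) nor at least 20 reads (273618) brings the values together. That the paper's replicates A and B are replicates 1 and 2 of the sample labels is not stated in the paper's text.

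The paper's Supplementary Fig. 5a shows about 1200 contexts with more than 5000 reads for DNMT3A and about 1100 for DNMT3B, read by eye, and 2537 and 1835 were counted here with the replicates combined and at least 10 reads per site. The counts without CCGG sites (2348 and 1693), with at least 5 reads (3054 and 2600) and with at least 20 reads (11 and 443) also differ from the paper's.

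The column of DNMT3A eRRBS methylation in the paper's Supplementary Data 1 has a mean of 0.2023 over the contexts held, and the mean calculated here is 0.304. The column is labelled in percent and holds fractions. The values do not differ by the rule used with at least 20 reads (0.268), reads weighted equally (0.298), without CCGG sites (0.303), on sites with at least 10 reads in every line (0.242) and without DNMT3A replicate 2 (0.288). They do differ with at least 5 reads (0.318), without sites of very high coverage (0.305), with both strands' contexts (0.304), with the replicates combined (0.315) and without DNMT3A replicate 1 (0.320). Across contexts, the combined values calculated here correlate with the paper's column at r = 0.965.

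With the paper's column of DNMT3B eRRBS methylation, the r with DNMT3A activity is −0.01766, and the value calculated here is −0.0280. The values also differ with the replicates combined (−0.0329) and without DNMT3B replicate 1 (−0.0334). They do not differ with at least 5 reads (−0.0260), at least 20 reads (−0.0155), reads weighted equally (−0.0234), without sites of very high coverage (−0.0273), without CCGG sites (−0.0239), with both strands' contexts (−0.0257), on sites with at least 10 reads in every line (−0.0184) and without DNMT3B replicate 2 (−0.0195).

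For the r with DNMT3B activity, the paper's column of DNMT3B eRRBS methylation gives 0.4688, and the value calculated here is 0.444. With at least 5 reads, it is 0.460, which does not differ from the paper's. The values differ with at least 20 reads (0.330), reads weighted equally (0.435), without sites of very high coverage (0.444), without CCGG sites (0.448), with both strands' contexts (0.457), on sites with at least 10 reads in every line (0.215), with the replicates combined (0.444), without DNMT3B replicate 1 (0.410) and without DNMT3B replicate 2 (0.424).

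The paper states that the coverage of contexts was equal in DNMT3A and DNMT3B cells. Here, the median ratio of DNMT3A to DNMT3B reads per context was 1.33, with a rank correlation of 0.976 between them.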

Other observations

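Of the tests in this part, those of the level of the K777A lines, of the level of the DNMT3A lines and of CGC sites in DNMT3A cells and of 20-bp classes of fragment length, and the limma tests on all covered sites, were chosen only after the results were seen.

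WT DNMT3B replicate 2 of Supplementary Table 3 had reads on far fewer CpG sites than any other line, at more reads per site. A smaller number of reads is argued against, because the other replicate would cover 4.69 times as many sites at the same number of reads. A narrower range of restriction fragments is argued against as well. The class of fragment length with the most reads held 57.2% of its reads, below the 70.4% in replicate 1. Of its covered sites, though, the same class held a larger share, 69.5% against 63.6% in replicate 1. Sites were missing at every fragment length, since replicate 1 would cover between 3.54 and 6.51 times as many sites at the same number of reads in each class of 20 bp. Few distinct DNA molecules that were amplified many times are a candidate explanation. At sites with 10 to 15 reads outside CpG-dense stretches, the correlation between reads of the same site (extra-binomial rho) was 0.935 in this line, and the highest value in another line was 0.656. No biological explanation was tested for this pattern.

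The K777A lines had CpG methylation of 3.26% and 6.51%, a ratio of 2.00. Outside CpG-dense stretches, the ratio was 1.26, so that coverage of different CpG sites may account for most of the gap. A difference between the lines in the amount of DNMT3B was not tested.

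The DNMT3A lines had a higher CpG methylation level than the DNMT3B lines. Coverage of different sites is argued against, because the ratio of the mean levels was 2.14 on the sites with at least 10 reads in all 4 lines and 2.17 over the sites with at least 10 reads in each line. The activity of the enzymes, the amount of enzyme in each line and the discarding of read pairs with methylated non-CpG cytosines stay open and were not tested.

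In DNMT3A cells, the share of C minus that of T at the +1 position was −8.56 and −4.19 percentage points in the 2 lines over sites with at least 10 reads, and −0.0350 and 0.319 outside CpG-dense stretches. A lower preference for CGC within such stretches is argued against as the main reason. Methylation there was 1.96% and 2.57% at CGC sites and 2.67% and 3.96% at CGT sites, and with the CGC sites there at the level of the CGT sites, 97.5% and 95.0% of the gap between CGT and CGC levels would be left. CpG-dense stretches made up 37.5% and 21.3% of CGC sites but 10.7% and 5.19% of CGT sites, so that the place of CGC sites in stretches with little methylation may account for most of the lower share of C.

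On sites with at least 10 reads in all 4 lines, 35 tiles of 10 kb could be compared between DNMT3A and DNMT3B, and limma called 10, 9 higher and 1 lower in DNMT3A cells. These calls do not separate a preference for certain tiles from the higher overall level in DNMT3A cells. Methylation was under 2% in all 4 lines in 18 of the 35 tiles, so that centring on the median tile removed almost none of the difference in level: the median log2 change was 0.19 with and 0.12 without centring, where 8 tiles were called. The 9 tiles called higher were among the 11 tiles with at least 10% in both DNMT3A lines. Of the 10 called tiles, 2 were repetitive in that at least 50% of their bases matched the same tile after a shift. This held for 0 of the 25 tiles not called. Both lie on chromosome 9, from 3000001 and from 3020001, matched best at a shift of 234 bp and were called higher. Repeat masking covered 96.8% and 96.2% of their bases, and the placing of reads among repeated copies was not tested. The tile with the largest gain that separated the lines was on chromosome 11 from 116750001 to 116760000, with 56.7% ± 5.35 in DNMT3A and 12.1% ± 1.43 in DNMT3B cells (log2 change 2.87, SE 0.32, adjusted p = 8.46e-12, limma, n = 2, 10 CpG sites), and a log2 change of 1.59 without WT replicate 2. It holds the gene BC018473, which GENCODE vM21 classes as antisense. The only tile called lower was on chromosome 17 from 39840001 to 39850000, with 0.675% ± 0.0641 in DNMT3A and 1.51% ± 0.0809 in DNMT3B cells (log2 change −0.95, SE 0.20, adjusted p = 9.73e-05, limma, n = 2, 326 CpG sites), in an annotated ribosomal RNA region. With the other 2 WT lines, its log2 change was −0.42 and it was not called. On all covered sites, limma called 0 of 22360 tiles, with 1530 at an unadjusted p under 0.05, and no other tool was run on tiles. There, the median log2 change was 1.52 without centring and −0.17 with it, and the tile on chromosome 11 had a log2 change of 0.17 and was not called. On common sites, limma called 0 of 56 tiles without DNMT3A replicate 2 (9 at an unadjusted p under 0.05), 1 without WT replicate 1 and 23 without WT replicate 2 of Supplementary Table 3. On all covered sites, it called 4889 tiles without WT replicate 1 and 103 without WT replicate 2.

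Of protein-coding genes, 11 could be compared on common sites, and limma called 0, with 0 at an unadjusted p under 0.05. On all covered sites, limma called 0 of 9865 genes, with 576 at an unadjusted p under 0.05, and no other tool was run on genes. Without WT replicate 1 of Supplementary Table 3, limma called 13 genes on common sites and 2165 on all covered sites. The gene bodies of the genes knocked out in TKO cells were covered as well. Dnmt1 (ENSMUSG00000004099.16, chromosome 9, 20907209 to 20959888) had 33.9% in DNMT3A and 17.8% in DNMT3B cells, a log2 change of −0.45 relative to the median gene (SE 0.29, adjusted p = 0.752, limma, n = 2) that was 1.19 without centring. Dnmt3a (ENSMUSG00000020661.15, chromosome 12, 3806007 to 3914443) had 41.7% and 16.4%, a log2 change of 0.20 (SE 0.25, adjusted p = 0.844, limma, n = 2) that was 1.84, past the threshold, without centring. Dnmt3b (ENSMUSG00000027478.15, chromosome 2, 153649450 to 153687730) had 47.6% and 48.8% in the DNMT3A lines (105 and 85 covered sites) and 22.5% and 5.56% in the DNMT3B lines (79 and 9 covered sites, mean 14.0% ± 12.0, SD, n = 2), and the 9 sites of DNMT3B replicate 2 are too few for the test.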
